# Organ-, sex- and age-dependent patterns of endogenous L1 mRNA expression at a single locus resolution

**DOI:** 10.1093/nar/gkab369

**Published:** 2021-05-22

**Authors:** Emily C Stow, Tiffany Kaul, Dawn L deHaro, Madeleine R Dem, Anna G Beletsky, Maria E Morales, Qianhui Du, Alexis J LaRosa, Hanlin Yang, Emily Smither, Melody Baddoo, Nathan Ungerleider, Prescott Deininger, Victoria P Belancio

## Abstract

Expression of L1 mRNA, the first step in the L1 copy-and-paste amplification cycle, is a prerequisite for L1-associated genomic instability. We used a reported stringent bioinformatics method to parse L1 mRNA transcripts and measure the level of L1 mRNA expressed in mouse and rat organs at a locus-specific resolution. This analysis determined that mRNA expression of L1 loci in rodents exhibits striking organ specificity with less than 0.8% of loci shared between organs of the same organism. This organ specificity in L1 mRNA expression is preserved in male and female mice and across age groups. We discovered notable differences in L1 mRNA expression between sexes with only 5% of expressed L1 loci shared between male and female mice. Moreover, we report that the levels of total L1 mRNA expression and the number and spectrum of expressed L1 loci fluctuate with age as independent variables, demonstrating different patterns in different organs and sexes. Overall, our comparisons between organs and sexes and across ages ranging from 2 to 22 months establish previously unforeseen dynamic changes in L1 mRNA expression *in vivo*. These findings establish the beginning of an atlas of endogenous L1 mRNA expression across a broad range of biological variables that will guide future studies.

## INTRODUCTION

Long interspersed element-1 (LINE-1 or L1) expression can result in DNA damage and insertions, which may lead to various biological consequences such as mutagenesis, apoptosis, senescence, or changes in gene expression (1–12). L1 DNA makes up ∼17% of the human genome with over 500 000 copies and ∼18% of the mouse genome with ∼600 000 L1 fragments (13–15). Of the 500 000 human L1 copies, ∼5000 have an intact promoter within the 5′ UTR and only 80–120 are capable of retrotransposition in a given human (1,15–17). Unlike the human L1s, retrotransposition of which has declined over the last 40 Myr, mouse L1 elements have retained a more constant rate of retrotransposition over time (13–15). Functional studies have revealed that about 3000 mouse L1s remain retrotransposition-competent (14). Full-length, retrotransposition-competent L1 elements are about 6 kb in humans and 7 kb in mice, contain 5′ and 3′ untranslated regions, and two open reading frames (ORF1 and ORF2) (12,18–22). ORF1p contains RNA chaperoning activity and typically associates with L1-specific RNA molecules (20,23). ORF2p contains the endonuclease and reverse transcriptase enzymatic domains both of which are required for retrotransposition (21–24). The primary structural difference between mouse and human L1 elements is that the 5′ UTR of the mouse element varies in length and is made up of repetitive monomers (12,19,25,26). Mouse L1 elements are classified into subfamilies that are distinguished by the sequence of their monomeric 5′ repeats but are otherwise 97% identical (25,26). Three L1 subfamilies in mouse genomes are currently active: A, T_f_, and G_f_ (13,26–29). Like the mouse L1, the rat L1 has a 5′ UTR promoter region that consists of tandem arrays of monomers (30–32). L1 sequences make up 23% of the rat genome (32). Even though mice and rats are widely used model organisms for medical and evolutionary studies, there is sparse to no information about the endogenous mRNA expression of L1 elements at the locus-specific level in these or other organisms. Recently, techniques have been developed to analyze L1 mRNA expression and they reveal that different, small subsets of L1s are expressed in different human cell lines (33–36). Here, we implement our techniques to study patterns of L1 mRNA expression in mice and rats at a locus-specific level to determine patterns of L1 expression from normal organs, *in vivo*.

L1 sequences can be found in cellular RNA pools in two major forms. One form, which we will refer to as L1 mRNA, is transcribed from the 5′ UTR promoter of a full-length L1 locus (34,37,38). These L1 mRNA transcripts are a required part of the retrotransposition life cycle and give rise to *de novo* L1 inserts (6,18,23,39). Human, mouse, and rat L1 elements undergo the same steps in their replication cycle leading to *de novo* integration as the final outcome of their expression (1,14,40). The other L1-related RNA species come from full-length or truncated L1 sequences incorporated into cellular mRNA during RNA Pol II transcription of cellular genes. These L1 sequences are primarily L1 fragments embedded in the introns and 3′ UTRs of genes (13,15,32). These passively transcribed L1 sequences are as much as 100-fold more abundant than L1 mRNA, which creates a technical barrier in detecting L1 mRNA expression (33,34,38,41,42). Although L1 sequences incorporated into cellular transcripts can have significant biological implications on cell function by creating novel hybrid transcripts through alternative splicing and polyadenylation (6–10,12,18,43), they are still considered background sequences for the purposes of understanding the retrotransposition process. Thus, L1 mRNA expression from its own promoter is an important first step in the L1 amplification cycle.

Understanding patterns of endogenous L1 mRNA expression *in vivo* is important for determining where and when an insult to the host genome from these elements might occur. Ongoing L1 expression is expected to increase the likelihood of insertions, some of which have negative implications in mammalian health (1,39,44). Human retroelement insertions give rise to 0.3% of all new germ line human genetic diseases (45–47). Approximately 1% of colorectal cancer patients have a *de novo* somatic integration in the APC gene, which is believed to be a cancer-initiating event in a normal somatic cell (48,49). Independent of or through the process of retrotransposition, L1s can create DNA double-strand breaks (2,3) which may play a role in non-allelic homologous recombination (17,50,51) and lead to apoptosis (3,5,52) or senescence (4,5). In addition to increased L1 expression and/or retrotransposition in many human cancers (39,42,53–55), L1 expression and the resulting impact on host cells *in vivo* could be influenced by environmental exposures and physiologic stresses (35,36,41,52,56–60). Despite significant variation in the number of L1 retrotransposition events in the same tumor types developed in different individuals (55,61–63), it is not known whether interpersonal or sex-specific changes in L1 expression exist or potentially contribute to these observed differences. Similar to humans, mouse genomes experience mutations associated with L1 retrotransposition. Active L1 retrotransposition in mice has produced six stable mutants via *de novo* insertion events (14,28,64,65). Also, 6723 putative L1 polymorphisms have been detected in the C57BL/6 laboratory mouse strain (66). As ongoing L1 retrotransposition requires L1 mRNA expression, laboratory mice make an appropriate model to investigate patterns of L1 mRNA expression in different organs, sexes, and chronologies.

Despite evidence of significant health impacts of expressed L1 elements, little is understood about endogenous L1 transcription across the genome at the locus-specific level. Understanding locus-specific expression of L1 is critical because each locus is almost certainly dependent on its unique genomic environment. Furthermore, sequence variation between different loci makes the relative potential for retrotransposition vary considerably between loci. Thus, the insertion rate from a locus is proportional to both its ability to make L1 mRNA combined with its sequence-specific ‘hotness’ (1,16,39). By adapting our locus-specific L1 mRNA expression approach (34–36) to the mouse and rat genomes to rigorously eliminate passive transcription, we are able to see remarkable tissue-specificity in terms of expressed loci, that is also influenced by sex and age of the animals.

## MATERIALS AND METHODS

### Mouse and rat samples

The mice used in this study are C57BL/6. The rats used in this study are strain F344. Testes, brains, and livers were collected from 6 mice: 3 at 7.6 months old (mo) and 3 at 12.8 mo. Lungs were collected from 5 mice: 2 at 7.6 mo and 3 at 12.8 mo. Only testes and livers were collected from 6 additional mice: 2 at 1.9 mo, 1 at 3.6 mo, and 3 at 22.3 mo. Brains, lungs and ovaries were collected from nine mice: two at 2.2 mo, one at 3.2 mo, two at 8 mo, one at 8.6 mo, one at 8.7 mo and two at 16.5 mo. Uteri were collected from six mice: one at 2.2 mo, one at 8 mo, one at 8.6 mo, one at 8.7 mo and two at 16.5 mo. Testes, brains, livers, and lungs were collected from three rats, all 4.8 mo. Animals used in this study and their inclusion in downstream analyses is shown in Supplementary Figure S3.

### Cytoplasmic RNA preparation

RNA was extracted as previously described (34–36). Specifically, organ samples of ∼10 mm^3^ were bluntly dissected and then homogenized in 500–1000 ul of lysis buffer (150 mM NaCl, 50 mM HEPES pH 7.4, 25 ug/ml digitonin with 1000 U/ml SUPERase-In RNase inhibitor added just prior to application) to lyse the cytoplasmic membrane. The mixture was lightly homogenized in a Dounce homogenizer with an autoclaved B pestle, incubated on ice for 5 min and then centrifuged for 2 min at 1000 rpm at 4°C. Supernatant, containing the cytoplasmic fraction, was mixed with pre-chilled 7.5 ml of Trizol and 1.5 ml of chloroform and then centrifuged for 35 min at 4000 rpm at 4°C. The aqueous portion was transferred to 4.5 ml of chilled chloroform, mixed and centrifuged for 10 min at 4000 rpm at 4°C. The resulting aqueous portion was precipitated with 4.5 ml of isopropanol overnight at 80°C, centrifuged for 45 min at 4°C at 4000 rpm, washed with 10 ml of ethanol and re-suspended in RNase-free water.

### RNA quality check

Cytoplasmic RNA samples were analyzed in an Agilent 2100 Bioanalyzer System according to the Agilent RNA 6000 Nano kit guide. Samples with RIN >8 were submitted for sequencing.

### RNA sequencing

Cytoplasmic RNA samples were submitted to BGI Genomics for selection of polyadenylated RNAs, and strand-specific, paired-end library preparation. During this study, we used two paired-end RNA sequencing methods with the same read depth: DNA nanoball sequencing (DNBseq), which produces 150 bp read lengths, and Illumina sequencing, which produces 100 bp read lengths. We clipped 150 bp DNBseq sample reads to 100 bp and completed the analysis for the 150 bp reads and 100 bp reads in parallel to test whether these read length differences would affect the results. The analysis with different read lengths resulted in a difference of two authentically expressed L1 loci between the groups with 150bp reads producing 14 expressed L1 loci and 100bp reads producing 12 expressed L1 loci. For samples sequenced using Illumina sequencing, samples were pooled in groups of 5–7 and applied to a single lane of an Illumina HiSeq 2500/4000 instrument. Data were sorted based on barcodes attached to each individual sample, aligned to either the *Mus musculus* 10 (mm10) or *Rattus norvegicus* 6 (rn6) genomes, and queried for alignments occurring within annotated L1 loci. Bioinformatics analysis was performed as previously described (34–36). These methods are outlined in more detail below.

### Mus musculus annotations for full-length L1s

The annotation for full-length L1 elements was downloaded from the L1Base 2 database (67), including the annotations for both intact and non-intact (mutated open reading frames) elements. The full list of mm10 L1 coordinates is available in Supplemental File 1. Mouse L1 subfamilies and the number of L1 promoter monomers were also derived from L1Base 2 (67).

### Rattus norvegicus annotation for full-length L1s

The annotation for full-length, intact and non-intact L1 elements was downloaded from the L1Base 2 database (67) and intersected using BEDTools v2.27.1 (68) with coordinates of the BLAST search of the monomer repeat associated with the active L1 subfamily, L1Rn (31,69). The full list of rn6 L1 coordinates is available in Supplemental File 2.

### Bioinformatics analysis

The alignment strategy for RNA-Seq data to the genome of interest for identification of endogenous L1 mRNA expression studies has been previously described (34). Briefly, in this study we used Bowtie v0.12.8 (70) to concordantly map read pairs (-X 600) with a single preferred mapping location (-m 1) with the tryhard switch (-y) that forces it to exhaustively search each read pair against the reference genome, and allow up to three mismatches per alignment (-v 3). The same alignment parameters were used in this study with either mm10 or rn6 genomes. The generated bam file was strand separated and then intersected using BEDTools v2.27.1 with the same-oriented annotation for full-length L1s (68). Supplemental File 3 contains scripts for alignment of fastq files and extraction of reads corresponding to L1 loci coordinates. Manual curation of resulting L1 loci with greater than 10 mapped reads was performed using IGV and previously described criteria (36). Reads discarded by the unique (-m 1) and tryhard (-y) alignment parameters were collected (-un). The discarded reads were then aligned to T_f_, G_f_, and A subfamily sequences, each containing two subfamily-specific promoter monomers. The paired-end alignment was performed using STAR v2.3.0e, allowing two alignments and 25 mismatches per read pair. Reads that aligned to the promoter regions in the sense orientation were included in our analysis of discarded reads. RSEM v1.2.31 was used to measure the expression of genes containing L1 loci and total RNA levels (71). EBSeq v1.2.0 was used for differential expression analysis between uterus samples (72).

### Assessment of spliced transcripts

To assess whether transcription through an L1 locus was potentially due to spurious splicing with non-L1 transcripts during manual curation, the RNA-Seq samples were also aligned using the STAR program with default parameters for paired-end sequence files (73). The total number of splice events per sample was derived from the Log.final STAR output file. The number of splice junctions per expressed L1 locus was derived from the SJ.out.tab STAR output file.

### Normalization of transcript reads

To compare expression at the locus-specific level among multiple sequenced samples, the raw transcript reads mapping to each manually curated L1 loci were then normalized by calculating individual L1 loci fragments per thousand bases per million reads (FPKM) (36). As the L1 is ∼6 kb in length, the FPKM value was calculated by dividing the number of uniquely mapped transcript reads to an individual L1 locus and the product of the million mapped reads specific to the sequence sample of interest and 6. The described formula is shown here:

}{}$$\begin{eqnarray*}&& {\rm FPKM}\;{\rm of}\;{\rm L1}\;{\rm locus}\;z = \nonumber \\ && \frac{{\# \;{\rm of}\;{\rm uniquely}\;{\rm mapped}\;{\rm reads}\;{\rm to}\;{\rm L1}\;{\rm locus}\;z\;{\rm in}\;{\rm sample}\;y}}{{{\rm million}\;{\rm mapped}\;{\rm reads}\;{\rm in}\;{\rm sample}\;y\; \times \;6}} \end{eqnarray*}$$

### Mappability assessment

To better understand and assess how ‘mappable’ L1 regions are in the mm10 and rn6 genomes, we downloaded species-specific whole genome Illumina paired-end sequencing files from NCBI. The sequencing files used are listed under NCBI SRA accession numbers SRR1382188 for the *Mus musculus* whole genome sequencing and ERR224469 for the *Rattus norvegicus* whole genome sequencing. Then we used the Bowtie1 alignment program to assign whole genome reads that mapped uniquely to the *Mus musculus* 10 (mm10) or *Rattus norvegicus* 6 (rn6) genomes (70), applying the same mapping strategy as for the RNA-Seq data, described above.

### Transcriptomic profiling

RNA-sequencing fastq files were processed using Kallisto v0.46.0 (74). Sleuth v0.30.0 (Wald test) was used to calculate differential expression values including fold change (FC) and false discovery rate (FDR) (75). These data were then used for gene set enrichment analysis (GSEA).

### Calculating mappability correction

To correct for potential underestimation in expression quantity of L1 loci due to the bowtie alignment parameter m -1, the uniquely mapped reads of the expressed L1 loci identified after manual curation were scaled to reflect the overall mappability of each locus. This correction factor was created by first using BEDTools v2.27.1 to extract the number of uniquely mapped reads from the mouse genomic .bam file that aligned to all full-length L1 loci and then graph those loci from highest to lowest mapped transcript reads (Supplementary Figure S11A) (68). As observed in Supplementary Figure S11A, on average, L1s with 400 reads had full coverage mappability. The number of reads able to map to a L1 locus in mouse genomic sequencing sample was scaled relative to 400 reads and that scaled number was then multiplied to the number of reads that mapped to each authentically expressed L1 locus in the RNA-Seq mouse samples. The described formula is shown here:

}{}$$\begin{eqnarray*}&& {\rm Mappability}\;{\rm corrected}\;{\rm FPKM} = \nonumber \\ && {\rm FPKM}\; \times \;\left( {\frac{{400}}{{\# \;{\rm mapped}\;{\rm reads}\;{\rm from}\;{\rm DNA}{\hbox{-}}{\rm seq}}}} \right) \end{eqnarray*}$$

### Statistical analysis

Data are presented as mean with standard error bars. Data were analyzed by two-tailed Student's *t*-test when making comparisons between two groups. Chi-square tests were used when comparing categorical groups. To measure linear correlation between two variables, Pearson correlation test was performed. Statistical analysis was performed with GraphPad Prism.

## RESULTS

### Alignment and manual validation of L1 mRNA expression

We previously reported a stringent, custom-designed strategy for aligning and validating L1 mRNA reads originating from full-length L1 loci (34–36). For this approach, we harvested cytoplasmic RNA, selected polyadenylated transcripts, and performed strand-specific paired-end Next-Generation sequencing. 

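The deposited RNA-Seq libraries number 68 from mouse organs, taken from 12 males and 9 females, and 12 from the organs of 3 male rats. For every library the authors deposited the number of reads counted on each annotated full-length L1 locus, with the loci of the plus strand and of the minus strand listed separately. According to the methods, the reads had been aligned uniquely to mm10 or rn6, duplicates had been removed, and only reads in the orientation of the locus were counted; the counts were neither normalized nor restricted to curated loci. The fraction of each counting window covered by at least 1 read is given beside each count. The authors' lists held 17450 mouse entries for 17019 different loci, since 429 counting windows appeared more than once and were used once here. In all mouse libraries except those of the 12.8 mo males, the window reached 700 bp upstream and 1000 bp downstream of the locus (median length 6694 bp). At 12.8 mo the window had a median length of 5790 bp for the 14075 loci on the non-intact list and 10398 bp for the 2788 loci on the intact list. A locus was taken as expressed in a mouse when the authors' curated list (Supplementary Table S2) named it for that library and at least 1 read was deposited for it. FPKM was calculated as the authors define it, from the deposited reads, a length of 6 kb and the number of mapped reads of the library, which was recovered from the counts and the FPKM values of Supplementary Table S2.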

Resulting RNA-Seq reads were analyzed using our published strategy (36) which includes stringent alignment parameters in the Bowtie1 aligner program (Supplementary Figure S1, see Materials and Methods for details). Due to the highly repetitive nature of L1 sequences, we utilized alignment settings to ensure that only unique and high-confidence alignments were reported. This approach eliminates a significant amount of the background caused by the multi-mapping of reads originating from both truncated and full-length L1s. It also biases against detection of all expressed L1 loci because the youngest L1 elements exhibit a high level of sequence similarity compared to older L1s (34,76,77). Similar to other alignment strategies, expression of polymorphic L1s is not detected under these conditions because these elements are not annotated in the mouse genome. To detect the expression of younger and non-reference human L1s, we have previously used a 5′ RACE/PacBio approach (36), which demonstrated that L1Hs loci also exhibit cell line specific expression. The 5′ UTR of the mouse and rat L1 contains tandem monomers, which are not friendly to the 5′RACE approach and would easily create chimeric products during PCR amplification. In our bioinformatics analyses we used strand-specific, paired-end reads and required concordant alignments in the sense direction with the corresponding L1 locus as previously described (34,36). This confirmed that transcripts occurred in the same orientation as the locus from which they originated and that transcripts were not spliced or otherwise processed.

The second key element in our strategy was the inspection of each potentially expressed L1 locus in the Integrated Genome Viewer (IGV) (78–80) to confirm that the transcript originated from the L1 promoter (Supplementary Figure S2 A–C). 

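Over the 68 mouse libraries, 10.6% ± 7.72 (SD) of the loci with more than 10 deposited reads were on the curated list of that library, with a range from 0% to 32.3% and a median of 9.23%. When every locus with at least 1 read was counted instead, the alternative tried for this share, 3.97% ± 3.17 (SD, 68 libraries) were on the list. With the 12 rat libraries added, 10.6% ± 7.83 (SD, 80 libraries) of the loci with more than 10 reads were listed. The lists also held loci with few deposited reads. In the testis of mouse 1305 at 7.6 mo, 66.9% of the 359 expressed loci had 10 reads or fewer. The corresponding mean for the testes of that age was 48.7% ± 15.9 (SD, n = 3).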

The importance of authenticating L1 loci expression via manual curation is shown in Supplementary Table S1 which demonstrates that, on average, only 5.6% of full-length L1 loci with uniquely aligned reads were scored as originating from the L1 promoter. The rest were due to variants of passive expression associated with other genes (34). The number of reads mapping to authentically expressed L1 loci were then normalized using FPKM.

To determine the number of reads corresponding to the youngest mouse L1 subfamilies that were discarded during our alignment, RNA-seq reads derived from RNA extracted from testes of 7.6 month old mice that were discarded during the Bowtie alignment step because they did not align uniquely to the mm10 genome were aligned to the active L1 mm10 subfamilies: T_f_, G_f_, and A (14). We found that an average of 317 read pairs (0.0011%), 143 read pairs (0.0005%), and 319 read pairs (0.0011%) of all discarded reads align to the promoter sequences of T_f_, G_f_, and A subfamilies, respectively. These reads correspond to both the L1 loci of T_f_, G_f_, and A subfamilies that were identified by our unique alignment and those that were not identified due to the lack of unique mappability.

### Mouse testes exhibit high total levels of L1 mRNA expression and high numbers of expressed L1 loci

We used mice as our experimental model to determine patterns of individual L1 locus expression *in vivo*. 

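The libraries of the 7.6 mo males came from mice 1209, 1303 and 1305, which each gave a testis, a liver and a brain, while only mice 1209 and 1303 gave a lung. Reads on annotated L1 loci numbered 53232 to 94327 per testis (median 78298), 28282 to 38548 per liver (median 32035), 25086 to 40123 per brain (median 30218) and 87929 to 109959 per lung (median 98944). The numbers of mapped reads differed between organs, with medians of 33.2 M in testes, 21.0 M in livers, 35.7 M in brains and 18.0 M in lungs. A count of 3 reads, taken here as the smallest number that can be told from none, correspond to an FPKM of 0.0160 in the smallest brain library and 0.0279 in the smallest liver library. Such floors, and the 95% Wilson intervals given for shares, cover counting error only, because reads from amplified libraries are not independent molecules. Differences between groups of mice were tested with two-sided exact permutation tests, in place of the paper's *t*-tests, and per-locus counts were compared with edgeR's quasi-likelihood test. Since the organs of the same number came from the same mouse, each comparison between organs was also made within mice.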

For the initial analysis we harvested cytoplasmic RNA from three testes, three livers, three brains and two lungs of 7.6 mo male mice to perform paired-end RNA sequencing. An overview of animals used in this study is shown in Supplementary Figure S3. RNA-Seq reads were aligned to the mm10 genome using stringent Bowtie alignment parameters, which include the exclusion of non-unique alignments, and manual curation of full-length L1 loci was performed as previously described (35,36). We normalized expression levels of authenticated L1 loci by calculating the FPKM for each locus as described in Materials and Methods. A complete list of expressed L1 loci and corresponding FPKM values per organ is provided in Supplementary Table S2.

This analysis determined that adult mouse testes expressed a significantly higher number of L1 loci (*t*-test, *P* ≤ .005) and expressed 11 L1 loci at a higher level than any locus from the other organs (Figures 1 and 2A, Supplementary Figure S4A–C). 

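The mean number of expressed L1 loci was 385 ± 22.7 (SD, n = 3) in testes, and every testis had more than any liver, brain or lung. The exact permutation test gave p = 0.1 against livers and against brains and p = 0.1 against lungs, in each case the smallest p that 3 testes against 3 or 2 organs allow, so that these designs cannot reach 0.05. From testis to the other organ of the same mouse, the mean change in the number of expressed loci was -379 to livers and -360.3 to brains (3 mice, exact sign-flip test, p = 0.25, the smallest possible). The 2 mice with both organs gave a mean change from testis to lung of -380.5 loci (exact sign-flip test, p = 0.5, the smallest possible). Across the 3 mice, the deviations of the testis and brain counts from their means had a correlation of 1.00, and the 3 livers did not vary. The alternative that moved these differences most kept only listed loci with more than 10 reads after every library had been thinned to the smallest one, which left a difference of -102.3 loci between testes and livers.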

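Per mouse, the testes expressed between 359 and 401 L1 loci. All 3 livers expressed 6 loci each. Brains expressed 24.7 ± 3.21 loci (SD, n = 3) and lungs 17.5 ± 3.54 (SD, n = 2).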

Testes expressed an average of 386 L1 loci (Figure 1) above our mapped reads cutoff level, compared to an average of ∼6 L1 loci expressed in livers (Figure 2A, Supplementary Figure S4A), 25 L1 loci expressed in brains (Supplementary Figure S4B), and 18 L1 loci expressed in lungs (Supplementary Figure S4C). 

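The mean number of expressed loci was 18.7 higher in brains than in livers and 11.5 higher in lungs than in livers at 7.6 mo. No liver reached the number of any brain or lung (exact permutation test, p = 0.1 in both comparisons, the smallest p for 3 livers against 3 brains or 2 lungs). In each mouse, the brain and, where it was sequenced, the lung exceeded the liver.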

Livers expressed significantly fewer L1 loci than brains and lungs (*t*-test, *P* ≤ 0.05 and *P* ≤ 0.01, respectively). Testes also exhibited higher levels of expression at individual L1 loci. For example, L1 locus UID-5948 (UID, unique identifier) had the highest expression in testes with an FPKM of 3.05. 

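UID-5948 lies on chromosome 3 of mm10 from 44824843 to 44829280 on the plus strand, outside the annotated genes of GENCODE release M21. Its mean FPKM in 7.6 mo testes was 2.43 ± 0.552 (SD, n = 3), with a range from 2.00 to 3.05, and 348 to 688 reads per testis. None of the 3 livers and none of the 3 brains had a read at this locus. Measured against the floor of 3 reads, UID-5948 was at least 87.2-fold higher in testes than in livers and at least 152-fold higher than in brains. The second locus in testes was UID-15218 on chromosome 18 (68475937 to 68480935, minus strand, outside genes) with a mean FPKM of 1.82, at least 65.4-fold higher than in livers and at least 114-fold higher than in brains. UID-4732 on chromosome 18 and UID-13740 on chromosome 11 were at least 51.4-fold higher than in livers and at least 78.3-fold higher than in brains, respectively. The mean FPKM of 11 testis loci exceeded 0.445, the highest mean of any expressed locus in liver, brain or lung. Over all annotated loci, 445 of the 455 loci tested differed between testes and livers at a false discovery rate of 5% (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 420 were lower and 25 were higher in livers. Between testes and brains, 446 of 484 differed, with 401 lower and 45 higher in brains. The tested loci had at least 10 reads in at least as many libraries as the smaller group holds, and without this filter, the alternative that moved the counts most, 1101 and 1256 loci differed. With the mouse as a block in the model, 431 and 433 loci differed. The residuals of same-numbered libraries were nearly uncorrelated across loci, with a mean r of -0.00699 for testis and liver and 0.00853 for testis and brain.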

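UID-6143 is located on chromosome 3 of mm10 from 114715240 to 114720181 on the minus strand, outside annotated genes. In 7.6 mo livers it had a mean FPKM of 0.118 ± 0.0767 (SD, n = 3), from 0.0372 to 0.190, on 4 to 24 reads per liver. The next locus had a mean FPKM of 0.0928. UID-6143 had a mean FPKM of 0.206 ± 0.129 (SD, n = 3) in the testes of the same mice, where it was not on the curated list.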

In livers, the highest expressed L1 locus was UID-6143 with a 0.037 FPKM. 

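In 7.6 mo brains, the expressed locus with the highest mean FPKM was UID-869 on chromosome 17 of mm10 (64880652 to 64885626, plus strand), with 0.185 ± 0.0924 (SD, n = 3), which was called in 2 of the 3 mice. UID-5181 on chromosome 5 (44846501 to 44851488, minus strand) followed with a mean FPKM of 0.163 ± 0.0628 (SD, n = 3) and a range from 0.122 to 0.235, and was called in all 3 mice. The difference between these loci is smaller than the spread between mice. Both loci lie outside annotated genes, and their brain reads numbered 24 to 54 and 28 to 44 per mouse, respectively.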

In brains, the highest expressed L1 locus was UID-5181 with a 0.24 FPKM. 

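The 2 lungs of 7.6 mo males differed widely at UID-6870, which lies on chromosome 14 of mm10 from 44965495 to 44970433 on the minus strand. Its FPKM was 0.0583 in one mouse and 0.832 in the other, on 6 and 94 reads, with a mean of 0.445 ± 0.547 (SD, n = 2). The annotation places this locus in Gm16976 and Gm49364, 1 on each strand. The next locus in lungs had a mean FPKM of 0.358.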

In lungs, the highest expressed L1 locus was UID-6870 with a 0.83 FPKM. These data demonstrate that there is as much as a 100-fold difference in the expression levels of the highest expressed L1 loci among male organs of the same individual mouse, with testes being the highest and liver supporting the lowest levels of expression (Figure 2A).

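The locus with the highest mean FPKM in testes stood 20.7-fold above the highest in livers, 13.2-fold above the highest in brains and 5.47-fold above the highest in lungs, when the highest mean over the mice of each organ was taken. From the differences between these loci, the paper concludes that the level of the highest expressed L1 loci varies widely among organs of the same mouse, with testes at the top and livers at the bottom (Figure 2A).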

**Figure 1.**
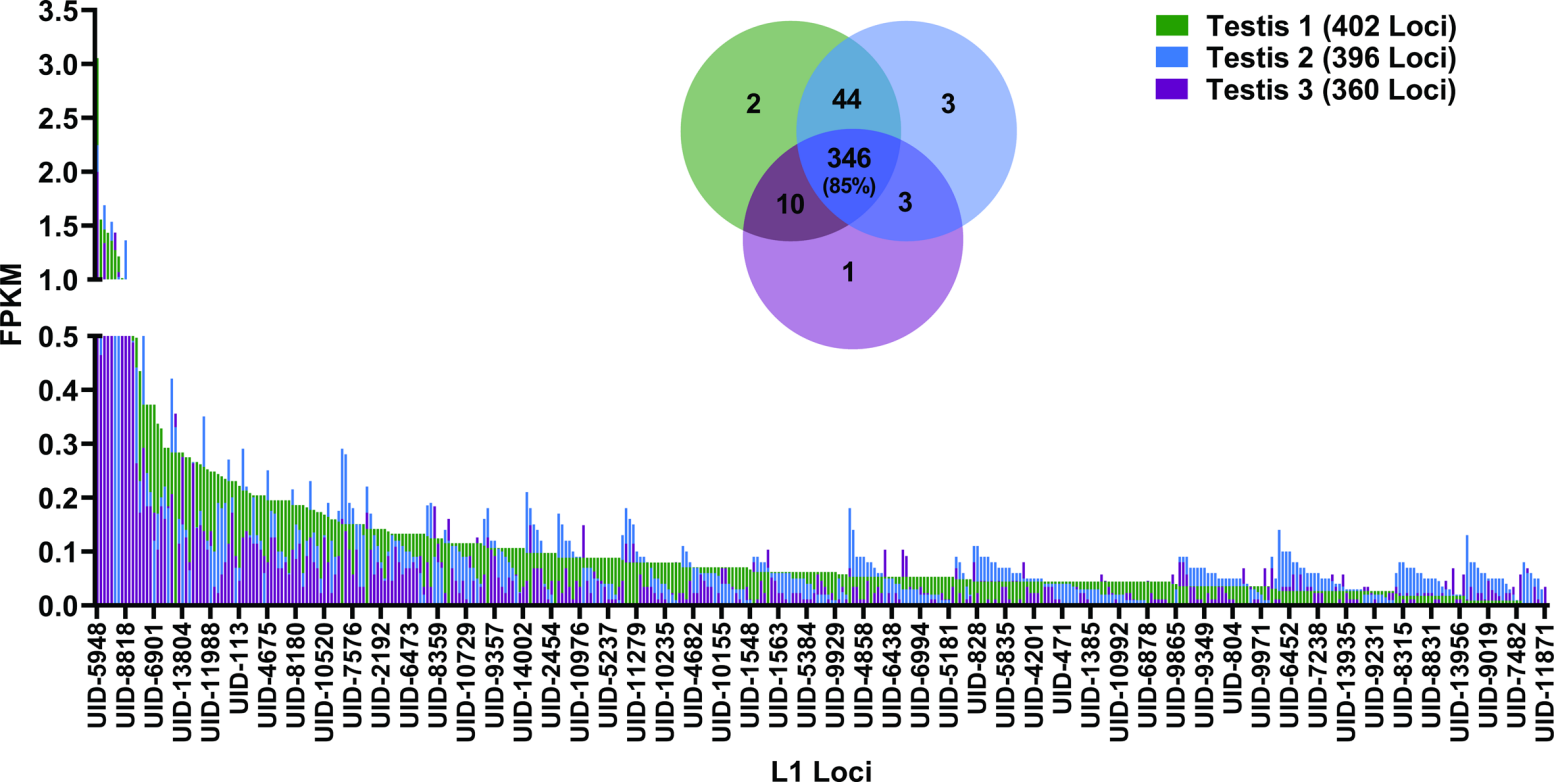
L1 mRNA expression in mouse testes. In the bar graph, expression levels of curated L1 mRNA-expressing loci in 7.6 mo mouse testes are quantified by FPKM. Analysis for each of three separate mice is presented as different colors. The total number of L1 mRNA-expressing loci in each of the three mouse testis samples are indicated in the graph key. The Venn diagram quantifies the number of shared loci between the three testis samples. The percent overlap is indicated in the center of the diagram.

**Figure 2.**
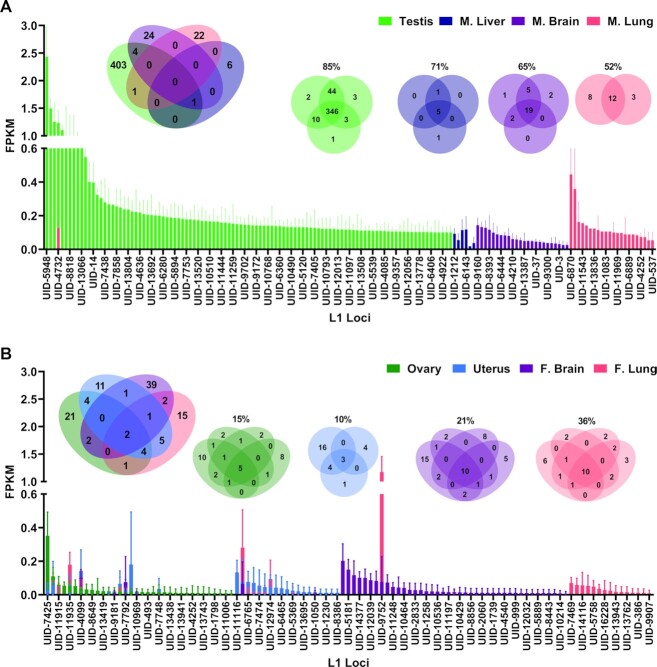
L1 mRNA expression in male and female organs. (**A**) A bar graph shows L1 mRNA expression levels of individual L1 loci that were identified to be expressed in different organs collected from 7.6 mo male mice. Expressed L1 loci are averaged for three testis samples, three liver samples, three brain samples and two lung samples. Expression from each organ is indicated in different colors with error bars representing standard deviation. Each expressed locus is listed only once on the X axis and loci expressed in multiple organs have overlapping FPKM bars. Due to the large number of expressed L1 loci, only some names are displayed on the X axis and a complete list of loci with corresponding FPKM values is in Supplementary Table S2. The Venn diagram (left) shows the overlap of expressed L1 loci between the male organs. The Venn diagrams (right) show the overlap of expressed L1 loci between samples for each organ collected from different mice. The percent overlap between the samples is indicated above each Venn diagram. (**B**) The bar graph represents L1 mRNA expression levels of L1 loci identified to be expressed in different organs collected from 8 to 8.7 mo female mice. Expressed L1 loci are indicated for four ovary samples, three uterus samples, four brain samples and four lung samples in different colors. Each expressed locus is listed only once on the X axis and loci expressed in multiple organs have overlapping FPKM bars. Due to the large number of expressed L1 loci, only some names are displayed on the X axis and a complete list of loci with corresponding FPKM values is in Supplementary Table S2. The Venn diagram (left) shows the overlap of expressed L1 loci between the female organs. The Venn diagrams (right) show the overlap of expressed L1 loci between samples for each organ. The percent overlap between the samples is indicated above each Venn diagram.

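The 8-8.7 mo females were mice 1324, 1325, 1337 and 1338, all of which gave an ovary, a brain and a lung and 3 of which gave a uterus. L1 reads per library ranged from 26236 to 33965 in ovaries (median 28813), from 23730 to 38898 in uteri (median 33768), from 14216 to 23201 in brains (median 17776.5) and from 22858 to 27973 in lungs (median 24030). Mapped reads had medians of 33.6 M, 26.8 M, 35.9 M and 27.5 M, in the same order. Processing differed from that of the males in what the tables show, since chromosomes were named differently and reads of up to 150 bp were counted in females against at most 100 bp in males. Sex and this sequencing and processing batch cannot be told apart, because no male library has the chromosome names of the female libraries. In the brain of mouse 1325, 53.3% of the listed loci gave the same number of mapped reads, against 100% in each other library of this age group. Comparisons with testes used the 7.6 mo males.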

Using cytoplasmic RNA, we next analyzed L1 mRNA expression in four ovaries, three uteri, four brains and four lungs collected from 8 to 8.7 mo female mice (Supplementary Figure S3). This analysis demonstrated that no single female organ displayed a significant enrichment of expressed L1 loci comparable to the observations in testes. 

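Among the female organs, the mean number of expressed L1 loci per mouse was highest in brains and lowest in uteri, and ranged from 12.7 to 21.25. The largest number in any female library of this age was 31, in a brain, and the smallest in any 7.6 mo testis was 359.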

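The 4 ovaries expressed between 11 and 20 L1 loci each, 14.5 ± 4.04 on average (SD, n = 4), and 34 different loci when the mice were joined. Counting every locus of the organ's list with at least 1 read, the alternative that moved this mean most, gave 41.25 loci per ovary.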

Ovaries expressed 34 L1 loci, on average. 

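UID-7425, on chromosome 13 of mm10 from 19834143 to 19839108 on the minus strand and outside annotated genes, was called in all 4 ovaries. Its mean FPKM was 0.352 ± 0.140 (SD, n = 4), between 0.195 and 0.535 per mouse. The next locus had a mean FPKM of 0.111. The ratio of the highest mean in testes to that in ovaries was 6.91.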

The highest expressed L1 locus in this organ, UID-7425, had a 0.5 FPKM (Figure 2B), which is 6 times lower than the highest expressed L1 locus in testes. 

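Numbers of expressed loci in the 3 uteri ranged from 7 to 23, with a mean of 12.7 ± 8.96 (SD, n = 3) and 28 different loci over the mice.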

Uteri expressed 28 L1 loci, on average. 

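UID-12974 had the highest mean FPKM among loci expressed in uteri, 0.880 ± 0.781 (SD, n = 3), with 12 to 271 reads per uterus, but was called in only 1 of the 3 mice. It is located on chromosome 4 of mm10 (95111499 to 95116264, plus strand) within Junos, an antisense transcript on the same strand. UID-7523 on chromosome 13 (10520032 to 10524999, minus strand) had a mean FPKM of 0.181 ± 0.313 (SD, n = 3), with 87 reads and an FPKM of 0.542 in one uterus and no read in the others. The annotation places UID-7523 in Gm26861 and Gm47407, both on the opposite strand.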

The highest expressed L1 locus in this organ, UID-7523, also had a 0.5 FPKM (Figure 2B). Female brains expressed 47 loci, on average. 

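Per mouse, female brains expressed 15 to 31 L1 loci, with a mean of 21.25 ± 6.85 (SD, n = 4). A total of 47 different loci was reached when the mice were joined.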

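In the brains of 8-8.7 mo females, UID-7792 on chromosome 13 of mm10 (84206992 to 84212000, minus strand, outside genes) had the highest mean FPKM among expressed loci, 0.368 ± 0.185 (SD, n = 4), and was called in 1 of the 4 mice. UID-869 was called in all 4 and had a mean FPKM of 0.202 ± 0.101 (SD, n = 4), from 0.142 to 0.354 per mouse. The highest mean in female brains was 1.99-fold the highest among expressed loci in male brains. In male brains of 7.6 mo, UID-7792 was not called in any mouse and had a mean FPKM of 0.661 ± 0.122 (SD, n = 3).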

The highest expressed L1 locus in this organ, UID-869, had a 0.4 FPKM (Figure 2B), which is 1.7 times higher than the highest expressed L1 locus in male brains. 

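Each of the 4 female lungs expressed 15 to 19 L1 loci, 17.25 ± 1.71 on average (SD, n = 4), for 30 different loci in all.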

Female lungs expressed 31 L1 loci, on average. 

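UID-9752 lies on chromosome 16 of mm10 from 16616774 to 16621673 on the plus strand, outside annotated genes. It was called in all 4 female lungs with a mean FPKM of 1.17 ± 0.283 (SD, n = 4) and a range from 0.785 to 1.41. The second locus, UID-11783, had a mean FPKM of 0.378. UID-9752 in female lungs was 2.64-fold above the highest locus in male lungs. In male lungs of 7.6 mo, UID-9752 had a mean FPKM of 2.23 ± 0.148 (SD, n = 2) and was not on the curated list.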

The highest expressed L1 locus in this organ, UID-9752, had a 1.4 FPKM (Figure 2B), which is 2.3 times higher than the highest express L1 locus in male lungs. These moderate L1 expression levels observed in female organs are comparable with expression levels in corresponding male organs, apart from testes (Figure 3A). 

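Total L1 mRNA, the sum of FPKM over the expressed loci of a library, was 1.80 ± 0.265 (SD, n = 3) in male brains and 1.84 ± 0.671 (SD, n = 4) in female brains, a difference of -0.03 in mean log2 (exact permutation test, p = 0.971). Male lungs had 2.35 ± 1.70 (SD, n = 2) and female lungs 2.74 ± 0.524 (SD, n = 4), a difference of 0.42 in mean log2 (exact permutation test, p = 0.667). Taken as a share of all L1 reads, the alternative that moved these differences most, lungs differed by 3.01 in mean log2, with every female lung above both male lungs (exact permutation test, p = 0.0667, the smallest p for 2 against 4), and brains by 0.75 (exact permutation test, p = 0.171), in both organs higher in females. Without the brain of mouse 1325, the difference between brains in FPKM was 0.18 in mean log2 in place of -0.03, also higher in females. From these levels, the paper states that female organs resemble the corresponding male organs in L1 expression (Figure 3A).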

Of note, testis expressed significantly higher overall levels of L1 mRNA than any of the other organs analyzed (*t*-test, testis versus male liver, *P* = 0.0026, testis versus male brain, *P* = 0.0029, testis versus male lung, *P* = 0.0161, testis versus ovary, *P* = 0.0005, testis versus uterus, *P* = 0.0029, testis versus female brain, *P* = 0.0006, testis versus female lung, *P* = 0.0006) (Figure 3A).

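Total L1 mRNA in 7.6 mo testes was 42.3 ± 11.3 FPKM (SD, n = 3). Livers had 0.473 ± 0.208 (SD, n = 3), ovaries 1.15 ± 0.256 (SD, n = 4) and uteri 1.39 ± 1.01 (SD, n = 3). From testes, the mean log2 of the total changed by -6.53 to livers, by -4.52 to male brains and by -4.35 to male lungs (exact permutation test, p = 0.1 for each, the smallest p for 3 against 3 or 2). It changed by -5.19 to ovaries, by -4.56 to female brains and by -3.93 to female lungs (exact permutation test, p = 0.0286 for each, the smallest p for 3 against 4). For uteri the change was -5.12 (exact permutation test, p = 0.1, the smallest for 3 against 3). Within mice, the mean log2 changed by -6.53 from testis to liver and by -4.52 from testis to brain (exact sign-flip test over 3 mice, p = 0.25, the smallest possible), and by -4.59 from testis to lung (2 mice, exact sign-flip test, p = 0.5, the smallest possible). The deviations from the organ means had a correlation of 0.560 between testis and liver and 0.783 between testis and brain over the 3 mice. Counting only listed loci with more than 10 reads, the alternative that moved the difference to livers most among those that kept all mice, gave -7.11.

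**Figure D1:**
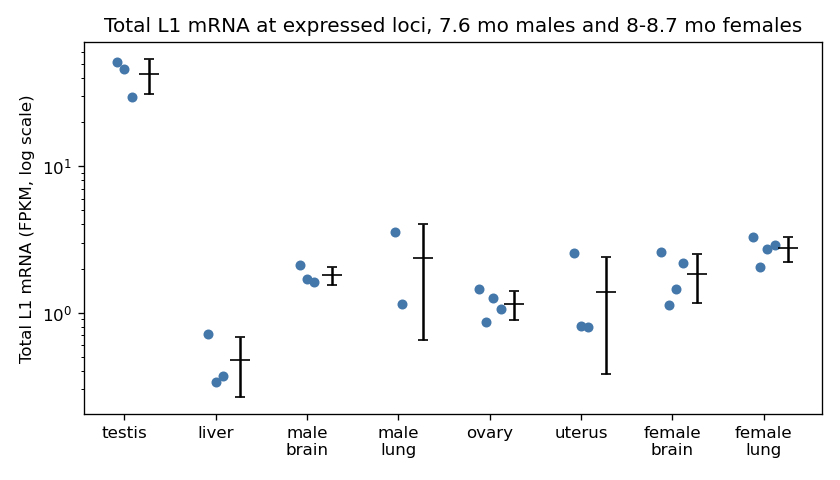
Total L1 mRNA (FPKM, log scale) at expressed loci in each organ of 7.6 mo males and 8-8.7 mo females. Points are mice, and the dash with bars is the mean ± SD; the 3 testes lie between 29.6 and 51.4 FPKM, above every other library.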

**Figure 3.**
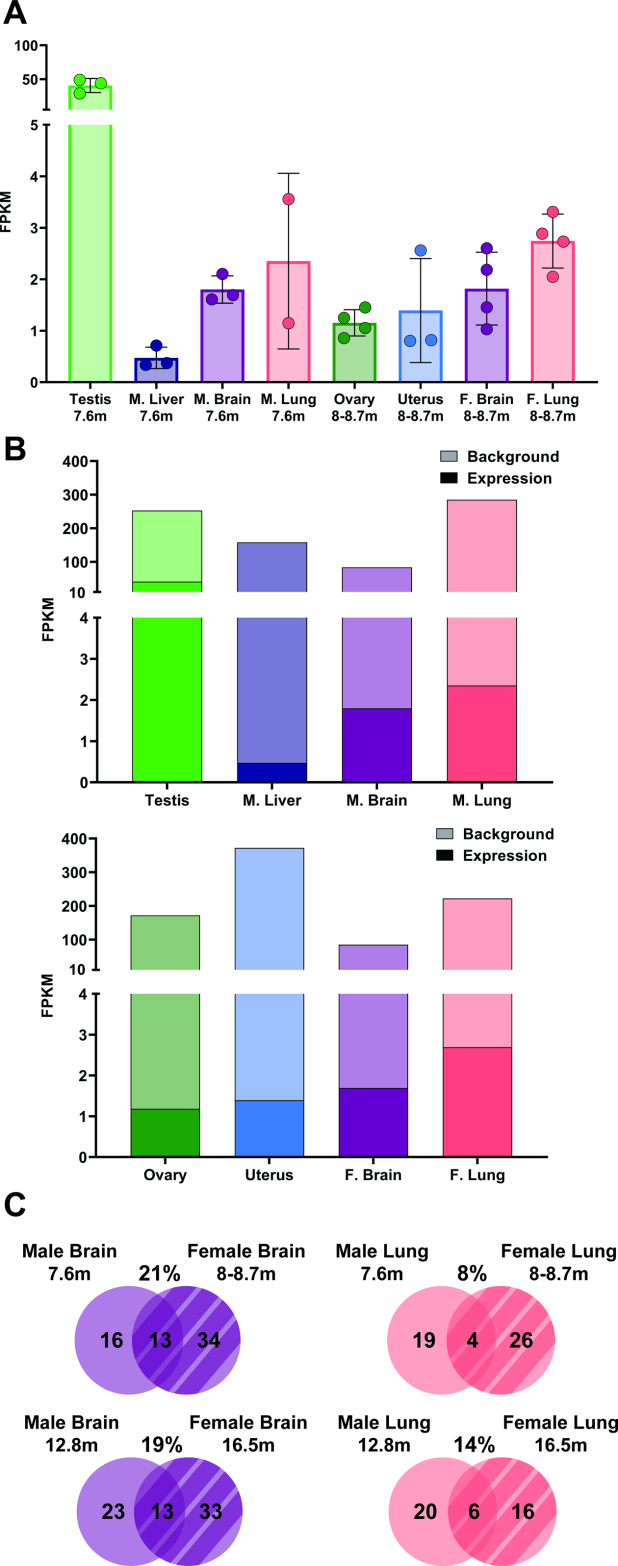
Background L1 expression is significantly higher than L1 mRNA expression. (**A**) Total L1 mRNA expression summing all expressed loci in organs collected from 7.6 mo male mice or 8–8.7 mo female mice. (**B**) L1 mRNA expression levels quantified by FPKM plotted in front of the FPKM values from background L1 sequences identified by RNA-Seq in males (top) and females (bottom). Bars with darker color represent the level of L1 mRNA expression and bars with lighter color represent background L1 sequences included in cellular RNAs. (**C**) In Venn diagrams, the overlap of expressed L1 loci between male and female organs are shown. L1 loci shared between male and female brains (left, purple) are quantified for mice 7.6–8.7 mo (top) and 12.8–16.5 mo (bottom). L1 loci shared between male and female lungs (right, pink) are quantified for the same age groups. The percent overlap is indicated above each diagram.

### Patterns of L1 loci expression is organ-specific in mice

We compared specific expressed L1 loci between male organs. We found substantial overlap in expressed L1 loci between the same organs collected from different mice. Among all organs analyzed in this study, testis exhibited the greatest degree of similarity with 85% of testes loci (346 loci) shared between all three animals (Figures 1 and 2A). 

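Of the 408 loci expressed in any 7.6 mo testis, 345 were expressed in all 3 (84.6%, 95% Wilson interval 80.7% to 87.7%), and 6 were expressed in 1 testis only. The interval treats loci as independent, which they need not be. When calls were replaced by listed loci with more than 10 reads in the library, 32.6% of the testis loci were shared by all 3 mice, the alternative that moved this share most. At 22.3 mo, 291 of 321 testis loci were expressed in every mouse (90.7%).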

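In livers, 5 of 7 loci (71.4%, 95% Wilson interval 35.9% to 91.8%) were expressed in all 3 mice, in brains 19 of 29 (65.5%, 47.3% to 80.1%), and in lungs 12 of 23 in both mice (52.2%, 33.0% to 70.8%). Replacing calls by listed loci with more than 10 reads gave 0% in livers, 28.6% in brains and 17.4% in lungs.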

Liver samples expressed 5 (71%) shared L1 loci, brain samples expressed 19 (65%) shared L1 loci, and lung samples expressed 12 (52%) shared L1 loci (Figure 2A, Supplementary Figure S4 A–C).

In contrast to this high number of shared L1 loci expressed in the same organs from different individuals, there was minimal overlap between organs collected from the same male mouse. 

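Over the 4 organs of the 7.6 mo males, 460 different loci were expressed, of which 454 (98.7%) were expressed in 1 organ only. Testis and brain alone shared 4 loci, testis and lung alone shared 1, and testis, liver and brain shared 1. The number of loci expressed in all 4 organs was 0, and 1 locus in all 4 (0.275%) was found when calls were replaced by listed loci with more than 10 reads, the alternative that moved this share most. Under this alternative a locus still counts only in organs whose curated list names it. It therefore cannot show whether organs share reads at unlisted loci. Testis alone accounted for 402 of the loci, brain for 24, lung for 22 and liver for 6.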

Of the combined 461 L1 loci expressed by all male organs considered, none (0%) were shared by all four organs in any of the mice, four (0.8%) were shared between testis and brain in six mice, 1 (0.2%) was shared between testis and lung in five mice and 1 (0.2%) was shared between testis, brain and liver in six mice (Figure 2A).

Female organs showed greater heterogeneity of expressed L1 loci than male organs. Of the 34 L1 loci expressed in ovaries, only five L1 loci (15%) were shared by all four samples. 

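By the calls, organs of 8-8.7 mo females had lower shares of loci in every mouse than those of 7.6 mo males, although organs with 4 mice must share a locus across more animals than those with 3 or 2. In ovaries, 5 of 34 loci were expressed in all 4 mice (14.7%, 95% Wilson interval 6.45% to 30.1%) and 22 in 1 mouse only. With all loci of the ovary list that had at least 1 read, the share was 37.9%. This order of the sexes did not hold for every organ under either other definition of an expressed locus.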

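Uteri from 3 mice shared 3 of 28 loci (10.7%, 95% Wilson interval 3.71% to 27.2%), while 21 loci were expressed in 1 uterus only.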

Of the 28 L1 loci expressed in uteri, only three loci (10%) were shared by all three samples. 

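For brains of 8-8.7 mo females, 10 of 47 loci occurred in all 4 mice (21.3%, 95% Wilson interval 12.0% to 34.9%) and 30 in a single mouse. The share was 61.3% over all loci of the female brain list with at least 1 read, and 58.7% in male brains of 7.6 mo counted in the same way.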

Of the 47 L1 loci expressed in female brains, 10 loci (21%) were shared by all four samples. 

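Lungs of the same females had 10 of 30 loci in all 4 mice (33.3%, 95% Wilson interval 19.2% to 51.2%), and 53.7% when all loci of the list with at least 1 read were counted, against 61.5% in male lungs. Over listed loci with more than 10 reads it was 30%, above the share in male lungs under that definition.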

Of the 30 L1 loci expressed in female lungs, 10 (36%) were shared by all four samples (Figure 2B). Similar to males, rather strict organ-specific patterns of L1 loci expression were observed in females even though 4 times fewer total expressed L1 loci were identified in females. Of the 108 L1 loci expressed by all female organs, only two loci (1.8%) were shared by all four organs considered in our analysis (Figure 2B).

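Of the 108 loci expressed in 8-8.7 mo females, 86 (79.6%) were expressed in 1 organ only, namely 39 in brain, 21 in ovary, 15 in lung and 11 in uterus. Among loci expressed in a pair of organs and in no other, uterus and lung had the most with 5, followed by ovary and uterus with 4. Another 4 loci were expressed in ovary, uterus and lung but not in brain. The 2 loci in all 4 organs made up 1.85%, and 2.67% after calls were replaced by listed loci with more than 10 reads. The latter again leaves out reads at loci not listed for an organ. From the small overlap between organs, the paper concludes that expression of L1 loci is organ-specific in females as in males (Figure 2B).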

Expression of L1 subfamilies also exhibit organ specificity in male and female mice (Supplementary Figure S9A). Testes have the highest percentage of the G_f_ and T_f_ subfamilies, the youngest and most active of the mouse L1 subfamilies (13,27,29,81). The percentage of expressed L1 loci in testes belonging to the G_f_ subfamily was significantly higher than livers, male brains, male lungs, ovaries, uteri, female brains, and female lungs (*t*-test, *P* < 0.0001, *P* < 0.0001, *P* = 0.0041, *P* < 0.0001, *P* = 0.0367, *P* = 0.0077, *P* = 0.0205, respectively). The percentage of expressed L1 loci in testes belonging to the T_f_ subfamily was significantly higher than livers, male lungs, ovaries, female brains and female lungs (*t*-test, *P* < 0.0001, *P* = 0.0034, *P* = 0.0038, *P* = 0.0020, *P* < 0.0001, respectively). The higher numbers of expressed young L1 subfamily members in testes indicate that loci expressed in the testes are more likely to participate in active retrotransposition (14).

Monomers in the 5′ UTR of mouse L1 elements function as promoters and increasing the number of monomers has been shown to increase reporter gene transcription (25,82). Analysis of the number of monomers in expressed L1 loci for each subfamily per organ did not detect any significant difference between organs and identified that ∼2–4 monomers are sufficient for L1 mRNA expression (Supplementary Figure S9B).

### Background L1 sequences unrelated to L1 mRNA expression are abundant and tissue specific

The central goal of our manual curation step in the bioinformatics pipeline is to filter out noise caused by L1 sequences generated through passive cellular transcription (34,36). Although passively expressed L1 sequences may affect cellular function, they do not contribute to L1 mRNAs that are related to the L1 retrotransposition cycle. During our analysis, we quantified the amount of these passive, background alignments caused by reads aligning to L1 sequences that did not represent L1 mRNA expression from its own promoter. 

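Summed over the 68 mouse libraries, 99651 of 2857123 L1 reads fell on expressed loci, so that 96.5% did not. The mean share of L1 reads outside expressed loci was 97.8% ± 3.05 (SD, 80 libraries). In the 12 testis libraries of mice it was 91.1% ± 1.84 (SD), and in the 56 libraries of other mouse organs 98.9% ± 0.944 (SD).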

We found that overall, 98% of aligned L1 reads were generated from passive cellular transcription. We demonstrate how the failure to filter out background noise by using conventional techniques such as RT-PCR or non-customized bioinformatics analyses would affect our results by overlaying the authentic expression levels in dark colors over the background levels in faded colors (Figure 3B). 

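Background is taken here as the FPKM of all annotated L1 loci that were not expressed in the library. It was highest in 7.6 mo male lungs, with 911 ± 82.1 (SD, n = 2), followed by testes with 330.1 ± 47.9 (SD, n = 3), livers with 261 ± 7.92 (SD, n = 3) and uteri with 215 ± 36.2 (SD, n = 3). The other organs had 149 (female lungs), 142 (ovaries), 141 (male brains) and 81.7 (female brains). From its own background levels, the paper reasons that L1 RNA measured without removing the background would be misleading, with male lungs and uteri ranked above testes.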

Comparing background levels alone between organs skews the results such that uteri and male lungs would have the highest levels of total L1 expression. Authentic L1 mRNA expression accounted for 13.9% of the total FPKM value in testes, 0.3% in livers, 2.1% in male brains, 0.8% in male lungs, 0.7% in ovaries, 0.4% in uteri, 1.9% in female brains and 1.2% in female lungs (Figure 3B, Supplementary Figure S5C).

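Expressed loci held 11.2% ± 1.35 (SD, n = 3) of the L1 reads in 7.6 mo testes, 0.182% ± 0.0858 (SD, n = 3) in livers, 1.26% ± 0.0992 (SD, n = 3) in male brains and 0.250% ± 0.164 (SD, n = 2) in male lungs. In the females the shares were 0.800% ± 0.144 (SD, n = 4) in ovaries, 0.658% ± 0.488 (SD, n = 3) in uteri, 2.28% ± 0.931 (SD, n = 4) in brains and 1.81% ± 0.311 (SD, n = 4) in lungs. For testes, the largest change came from using all listed loci with more than 10 reads, which gave 9.74%.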

Next, we plotted expression levels for L1 loci identified as background that have FPKM levels >0.1 in males and females (Supplementary Figure S5A and B). These graphs show a considerable degree of overlap between organs and high expression levels from individual loci, compared to L1 mRNA expression levels shown in Figure 2A and B. All male organs shared 11 (5%) background L1 loci and all female organs shared 26 (19%) background L1 loci (Supplementary Figure S5A and B), which were higher degrees of similarity compared to the shared authentically expressed L1 loci in male (0%) and female (1.8%) organs (Figure 2A and B). 

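A locus counted as background in an organ when it was on no curated list of that organ and its mean FPKM was above 0.1. In 7.6 mo males, 16 of 337 such loci were background in all 4 organs (4.75%, 95% Wilson interval 2.94% to 7.57%). In 8-8.7 mo females it was 24 of 128 (18.8%, 12.9% to 26.4%). With a threshold of 0.2 FPKM, the alternative that moved these shares most, 13 of 200 loci in males (6.5%) and 20 of 73 in females (27.4%) were shared.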

L1 loci UID-3342 and UID-13571 had the highest background FPKM values in every organ. 

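UID-3342, on chromosome X of mm10 from 79191262 to 79196308 on the plus strand, had the highest background FPKM in male lungs (468.5 ± 48.4, SD, n = 2), livers (66.9 ± 5.50, SD, n = 3), uteri (84.6 ± 21.4, SD, n = 3), female lungs (52.0 ± 12.3, SD, n = 4) and ovaries (35.6 ± 4.07, SD, n = 4). It held 51.2% of the L1 reads of male lungs, and its reads covered a fraction of 0.0763 of the counting window. The annotation places an exon of the processed pseudogene Rps24-ps3 on the same strand within UID-3342. UID-13571, on chromosome 4 (91800660 to 91805389, minus strand, outside genes), was highest in testes with 78.2 ± 6.56 (SD, n = 3) and in female brains with 20.4 ± 4.62 (SD, n = 4), and its reads covered a fraction of 0.127 of the window in testes. In male brains, UID-5687 on chromosome 5, named here after its values were seen, was highest with a mean of 42.6 ± 2.89 (SD, n = 3). UID-6793 on chromosome 3, also chosen after its values were seen, overlaps the processed pseudogene Gm4332 on the same strand and ranked second in testes, livers, both lungs, ovaries and uteri.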

Both UID-3342 and UID-13571 were classified as background because they had a large pile up of reads that did not correlate with the ‘mappability’ of the L1 locus (36).

### L1 mRNA expression in mouse organs exhibits longitudinal changes in an organ- and sex-specific manner

Normal mammalian aging is associated with transcriptional deregulation often arising from intrinsic changes and extrinsic exposures (60,83). To determine whether there are any longitudinal changes in L1 mRNA expression at a single-locus resolution we analyzed male and female mouse organs collected at ages ranging from 1.9 to 22.3 months. 

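Male mice of 4 age groups were compared, with 3 mice at 1.9-3.6 mo (testis and liver), 3 at 7.6 mo, 3 at 12.8 mo (testis, liver, brain and lung) and 3 at 22.3 mo (testis and liver). Testis libraries had median L1 reads of 71183 at 1.9-3.6 mo (68227 to 89778), 83278 at 12.8 mo (59223 to 97781) and 78177 at 22.3 mo (77289 to 84842). Their median numbers of mapped reads were 42.0 M, 25.9 M and 37.6 M, respectively, so that the smallest testis libraries were those of the 12.8 mo mice. Livers had median L1 reads of 38525 at 1.9-3.6 mo (15733 to 50463), 29804 at 12.8 mo (27333 to 35568) and 50401 at 22.3 mo (43189 to 51029), with medians of 37.4, 24.4 and 39.4 M mapped reads. At 12.8 mo, brains had a median of 30307 L1 reads (29766 to 33728; 23.4 M mapped reads) and lungs 105545 (88952 to 107142; 22.2 M). The 12.8 mo males were counted over other windows than the other ages, so this age and its processing cannot be told apart. At 22.3 mo, the calls of Supplementary Table S2 were joined to the libraries by animal number, although in all 3 livers and the testes of mice 830 and 831 the same-numbered column fits the deposited counts at only 9.90% to 25% of its loci. The column of another of these animals fits at 100%, and the mapped reads were taken from that column. Each age was compared only with the age named beside it, and the numbers of expressed loci and their total FPKM were both tested.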

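Mean numbers of expressed L1 loci in testes were 285 ± 7.94 at 1.9-3.6 mo, 175.3 ± 24.6 at 12.8 mo and 306.3 ± 2.52 at 22.3 mo (SD, n = 3 each).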

In testes, we observed significant changes in the number of L1 loci expressed between different age groups (Figure 4A). 

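Between 1.9-3.6 and 7.6 mo, the mean number of loci expressed in testes rose by 100, and every 7.6 mo testis exceeded every younger one (exact permutation test, p = 0.1, the smallest p for 3 mice against 3). Over listed loci with more than 10 reads the increase was 13.3 loci (exact permutation test, p = 0.9). Total L1 mRNA was 28.7 ± 4.18 FPKM at 1.9-3.6 mo (SD, n = 3), 13.6 FPKM below the mean at 7.6 mo (exact permutation test, p = 0.3). The share of all L1 reads at expressed loci was 2.44 percentage points higher at 7.6 mo, without overlap between the mice. None of the 756 annotated loci tested differed between these ages (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 55 had an unadjusted p under 0.05.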

Even though there was no significant difference in the total levels of L1 mRNA expression between these age groups (Figure 4), there was a significant increase in the number of loci (increased by 135) between the 1.9–3.6 and 7.6 mo groups (*t*-test, *P* = 0.0018). 

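In testes, 134 loci were expressed at 7.6 mo and at no other age, and 142 at 7.6 mo but not at 1.9-3.6 mo. The former had a summed FPKM of 8.00 ± 2.23 (SD, n = 3) where they were called at 7.6 mo, 18.9% ± 0.390 (SD, n = 3) of the total. Read at every testis whether called or not, the same loci had a summed FPKM of 5.72 ± 0.839 at 1.9-3.6 mo, 8.05 ± 2.24 at 7.6 mo, 7.31 ± 2.10 at 12.8 mo and 6.02 ± 0.724 at 22.3 mo (SD, n = 3 each). On average 108.3 of them had reads in testes of 1.9-3.6 mo and 122.7 in those of 7.6 mo.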

The 135 L1 loci uniquely expressed in the 7.6 mo group accounted for 8.57 FPKM (20.6%) of the 41.56 FPKM for total L1 expression observed at 7.6 months (Figure 4A). The average number of expressed L1 loci was significantly lower in the 12.8 mo group compared to the 7.6 mo group with an average of 210 fewer expressed L1 loci in the 12.8 mo group, again without any difference in the total levels of L1 mRNA expression between these age groups (*t*-test, *P* = 0.0004). 

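From 7.6 to 12.8 mo, the number of expressed loci fell by 209.67 on average, with no overlap between the mice (exact permutation test, p = 0.1, the smallest p for 3 against 3). Total L1 mRNA was 35.3 ± 9.98 FPKM at 12.8 mo (SD, n = 3), and its mean log2 fell by 0.26 (exact permutation test, p = 0.5). As a share of all L1 reads it fell by 0.75 in mean log2, with no overlap (exact permutation test, p = 0.1), while over listed loci with more than 10 reads the total rose by 0.0920 (exact permutation test, p = 0.7). For the number of listed loci with more than 10 reads, the difference was -42.3 (exact permutation test, p = 0.5). When the libraries were thinned to the smallest one of the 6, it became 10.3 in favour of the 12.8 mo testes (exact permutation test, p = 0.6). At the level of single loci, 93 of 775 differed (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 76 higher and 17 lower at 12.8 mo, of which 65 of the higher ones were among the 73 tested loci of the intact list with the longer 12.8 mo window. With TMM normalization 80 loci were higher and 36 lower, and with DESeq2 82 and 34. Only 2 loci of the curated lists were among the 93. UID-13996 on chromosome 11 of mm10 (41081052 to 41086055, plus strand) had no read at 7.6 mo and 10 to 54 reads at 12.8 mo, at least 10.7-fold more in FPKM. UID-9396 on chromosome 1 (185705199 to 185710152, minus strand) changed by a log2 fold change of -3.08 (standard error 0.930, adjusted p = 0.0326 in edgeR), and without the filter on counts its adjusted p in edgeR was 0.114.

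**Figure D2:**
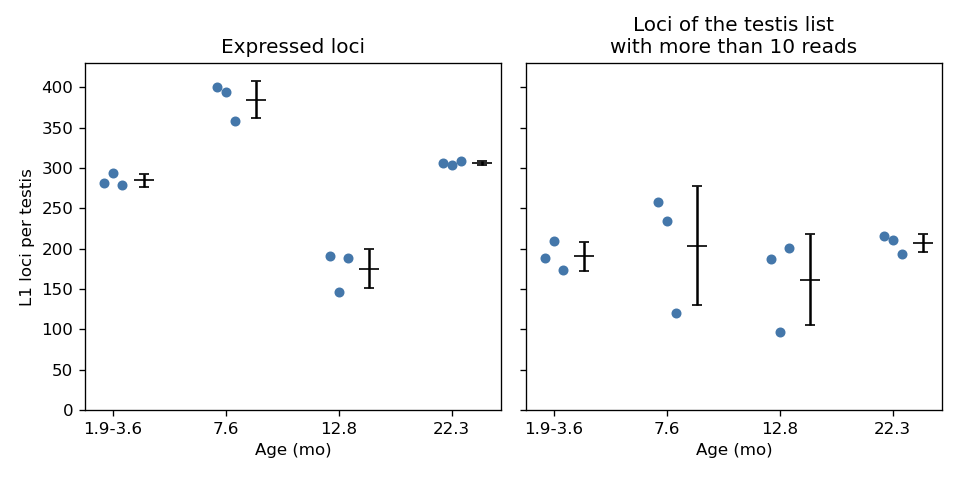
Number of L1 loci per testis by age in months, as expressed loci (left) and as loci of the testis list with more than 10 reads (right). Points are mice, and the dash with bars is the mean ± SD of 3 mice; the mean changes by -209.67 loci from 7.6 to 12.8 mo on the left and by -42.3 on the right, where the mice of these ages overlap.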

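Between 12.8 and 22.3 mo, testes gained 131 expressed loci on average, without overlap between the mice (exact permutation test, p = 0.1, the smallest p for 3 against 3). With the columns joined by their counts, an alternative chosen after the data had been seen, the gain was 135 loci. After thinning every library to the smallest one, the mean number of listed loci with more than 10 reads differed by -20.0 (exact permutation test, p = 0.6), in the opposite direction. Total L1 mRNA at 22.3 mo was 31.3 ± 1.98 FPKM (SD, n = 3), against which the 12.8 mo mean was not distinguishable (exact permutation test, p = 0.5). Expressed loci held a share of all L1 reads that was 2.32 percentage points higher at 22.3 than at 12.8 mo, without overlap between the mice.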

22.3 mo testes expressed significantly more L1 loci on average than the 12.8 mo group with the 22.3 mo group expressing on average 134 more L1 loci than the 12.8 mo group (*t*-test, *P* = 0.0007). Of the 471 L1 loci expressed in testis of all age groups, 168 (36%) were shared between all age groups (Figure 4A, Supplementary Figure S6A3, B3, C3, D3, E3, F3, Supplementary Table S3). These findings demonstrate that significant changes in patterns of L1 loci expression occur during aging. They also show that analysis of total levels of L1 mRNA expression alone is not enough to fully understand longitudinal dynamics in L1 loci expression and their potential contribution to the aging process.

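Joined over all ages, 469 different loci were expressed in testes. Of these, 165 were expressed at every age (35.2%), 96 at every age except 12.8 mo, 20 at every age except 7.6 mo, and 20 at 1.9-3.6 and 22.3 mo only. Taking every listed locus with at least 1 read in place of the calls, the alternative that moved this share most, gave 91.5%.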

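From the changes in the number of expressed loci, the paper concludes that patterns of L1 loci expression change with age in ways that the total level does not show.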

**Figure 4.**
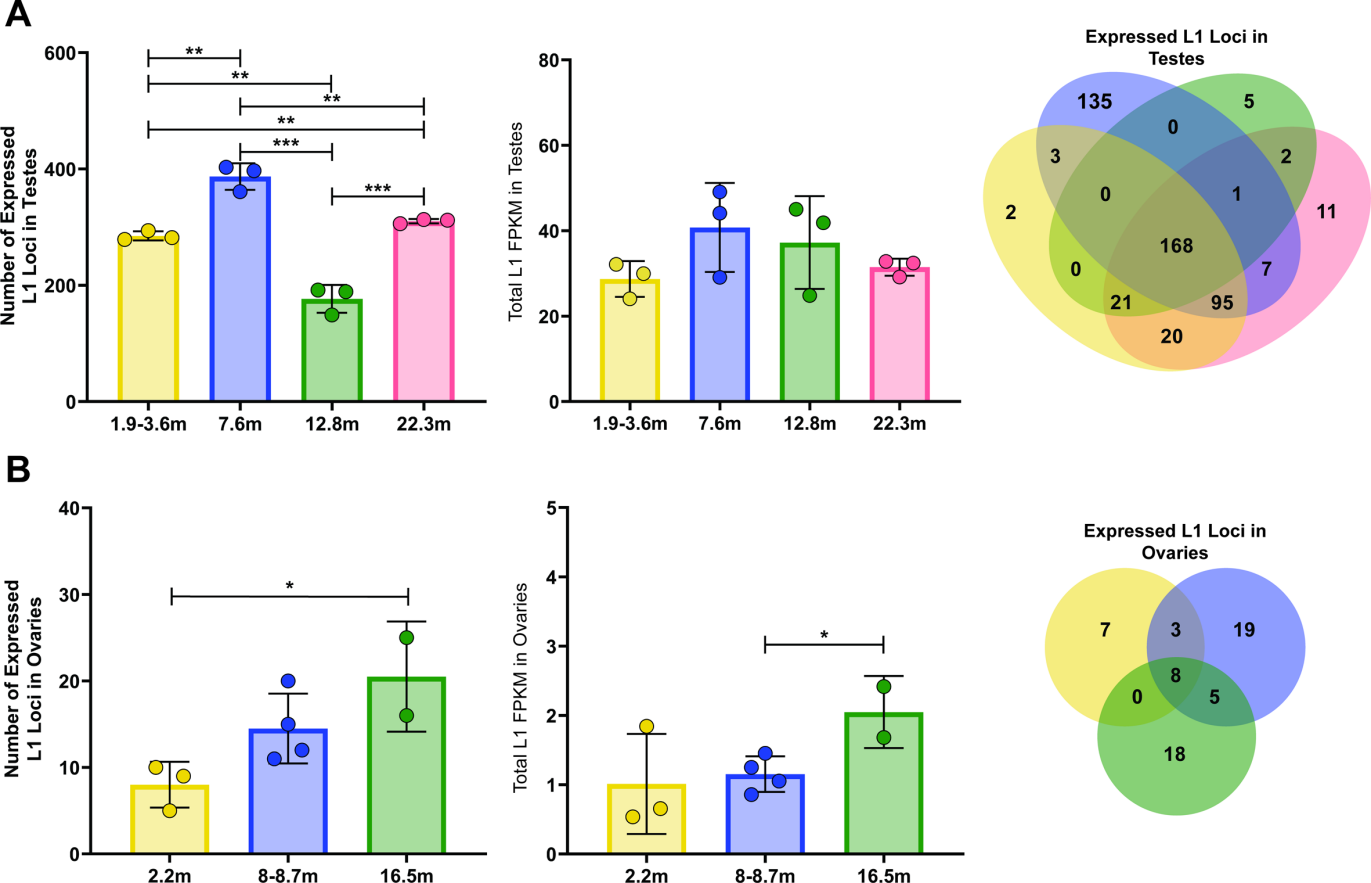
L1 mRNA expression exhibits different patterns of fluctuation with age in male and female organs. (**A**) Pattern of L1 mRNA expression in testes collected from mice of four different age groups. Left to right: the graph on left shows the number of L1 loci expressed in testes collected from mice 1.9–3.6, 7.6, 12.8 or 22.3 mo. Three mice were used for each age group. Filled circles correspond to values determined for an individual mouse. Filled bars represent mean number of expressed L1 loci in each age group. Error bars show standard deviations (*t*-test, *** ≤ 0.005, ** ≤ 0.01, * ≤ 0.05). The middle graph shows the total L1 mRNA expression level for each group determined by summing levels of all expressed L1 loci measured by FPKM for each sample. The Venn diagram shows overlap of expressed L1 loci shared between different age groups with 168 L1 loci being expressed in all age groups. (**B**) Pattern of L1 expression by age in ovaries. Left to right, the number of expressed L1 loci in ovaries collected from mice 2.2, 8–8.7 or 16.5 mo (*t*-test, *** ≤ 0.005, ** ≤ 0.01, * ≤ 0.05). The total L1 mRNA expression level is shown as FPKM for each sample (*t*-test, *** ≤ 0.005, ** ≤ 0.01, * ≤ 0.05). The Venn diagram shows overlap of expressed L1 loci between different age groups, with eight L1 loci being expressed in all three age groups.

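Mean numbers of expressed L1 loci in livers were 1.67 ± 0.577 at 1.9-3.6 mo, 2.67 ± 0.577 at 12.8 mo and 4.33 ± 0.577 at 22.3 mo (SD, n = 3 each), against 6 in each liver of 7.6 mo. The 7.6 mo livers exceeded every liver of the other ages (exact permutation tests, p = 0.1 for each, the smallest p for 3 against 3).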

Male livers exhibited an age-associated pattern in expressed L1 loci similar to that observed in testes with 7.6 mo livers expressing significantly more L1 loci than 1.9–3.6 mo livers, 12.8 mo livers and 22.3 mo livers (*t*-test, *P* = 0.0002, *P* = 0.0006 and *P* = 0.02, respectively; Supplementary Figure S6A1). Additionally, the 22.3 mo livers expressed significantly more L1 loci, compared to 1.9–3.6 mo livers and 12.8 mo livers (*t*-test, *P* = 0.003 and *P* = 0.01, respectively). Although a low number of expressed L1 loci was detected in livers collected from male mice of all age groups, livers collected from 7.6 mo male mice expressed an average of four more L1 loci, compared to the 1.9–3.6 mo age group (*t*-test, *P* = 0.0002). 

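The increase from 1.9-3.6 to 7.6 mo livers was 4.33 loci. Over listed loci with more than 10 reads, it was -0.333 loci (exact permutation test, p = 1), in the opposite direction.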

12.8 mo livers expressed on average three fewer L1 loci than the 7.6 mo age group (*t*-test, *P* = 0.0006). 

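The change from 7.6 to 12.8 mo livers was -3.33 loci. Over listed loci with more than 10 reads, the 12.8 mo livers differed by 0 loci on average (exact permutation test, p = 1). The summed FPKM of expressed loci in livers decreased by 0.210 between these ages.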

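From 12.8 to 22.3 mo, livers gained 1.67 expressed loci on average, and 22.3 mo livers had 2.67 loci more than those of 1.9-3.6 mo (exact permutation test, p = 0.1 for both, the smallest p for 3 against 3). Compared with 7.6 mo, the difference at 22.3 mo was -1.67 loci.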

22.3 mo livers expressed on average two more L1 loci than the 12.8 mo age group (*t*-test, *P* = 0.01) and three more than the 1.9–3.6 mo age group (*t*-test, *P* = 0.003, Supplementary Figure S6A2). 

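Brains of 12.8 mo males expressed 27 ± 3.61 L1 loci (SD, n = 3), which is 2.33 more than at 7.6 mo and less than the spread between mice (exact permutation test, p = 0.6).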

Male brains had no significant change in the number of expressed L1 loci between the 7.6 and 12.8 mo groups. However, male brains did exhibit a significant increase in total L1 mRNA expression with the 7.6 mo group averaging a 1.8 FPKM and the 12.8 mo group averaging a 3.65 FPKM across all expressed L1 loci (*t*-test, *P* = .02, Supplementary Figure S6B1 and B2, Supplementary Figure S7). 

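Total L1 mRNA in brains of 12.8 mo males was 3.35 ± 0.71 FPKM (SD, n = 3), 0.88 higher than at 7.6 mo in mean log2, and no mouse overlapped with the other age (exact permutation test, p = 0.1, the smallest p for 3 against 3). The expressed locus with the highest mean FPKM at 12.8 mo was UID-7792, with 0.485 and calls in all 3 mice. At 7.6 mo it had 0.661 but was not called, so a change of call at this locus adds to the difference. As a share of all L1 reads in the library, the alternative that moved this difference most, the increase was 0.28 in mean log2 (exact permutation test, p = 0.4). Of 199 annotated loci tested, 111 differed between the ages (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 101 of them higher and 10 lower at 12.8 mo, and 52 of the higher ones were on the intact list with the longer 12.8 mo window. With TMM normalization 62 loci were higher and 29 lower, and with DESeq2 65 and 27. The median log2 fold change was 1.18 for loci on the non-intact list, whose window was shorter at 12.8 mo. UID-11248 on chromosome 12 of mm10 (49327746 to 49332643, minus strand, outside genes) was the only locus of the curated lists among the 111, with a log2 fold change of 1.44 (standard error 0.479, adjusted p = 0.0276 in edgeR), but 0.107 with TMM normalization (adjusted p = 0.879 in edgeR) and 0.264 with DESeq2 (adjusted p = 0.763).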

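Male lungs expressed 21 ± 1.73 L1 loci at 12.8 mo (SD, n = 3), 3.5 more than at 7.6 mo (exact permutation test, p = 0.3, where 3 lungs against 2 could give 0.1). Supplementary Table S2 lists 23, 24 and 25 loci for these lungs, all above the 15 and 20 listed at 7.6 mo, and the listed loci without a read in the 12.8 mo windows were not counted as expressed. Total L1 mRNA in 12.8 mo lungs was 3.16 ± 0.971 FPKM (SD, n = 3).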

Male lungs showed a marginally significant increase in the number of expressed L1 loci with the 12.8 mo group expressing an average of 24 L1 loci and the 7.6 mo group expressing an average of 18 L1 loci (*t*-test, *P* = 0.05, Supplementary Figure S6 C1 and C2). Of note, the ages of 7.6 mo and 22.3 mo mice that demonstrate significantly higher numbers of L1 loci expressed in testis correspond to 38–47-year-old humans and >65-year-old humans, respectively (84).

We next investigated the effect of aging on the number of expressed L1s and the total level of L1 mRNA expression in organs of 2.2, 8–8.7 and 16.5 mo female mice. 

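Organs of 3 females of 2.2-3.2 mo and 2 females of 16.5 mo were compared with those of the 8-8.7 mo females. Only 1 uterus was sequenced in the youngest group, so uteri of that age have no replicates. The youngest group held the smallest libraries, with 8.45 to 46.8 M mapped reads in lungs, 11.7 to 41.0 M in ovaries and 19.1 to 51.4 M in brains. In that group, L1 reads ranged from 12307 to 23594 in ovaries (median 21515), from 9567 to 15756 in brains (median 9942) and from 9837 to 24921 in lungs (median 22466), and the uterus had 41654. At 16.5 mo, L1 reads were 30198 and 34412 in ovaries, 21450 and 22898 in brains, 13183 and 19086 in lungs, and 31974 and 40979 in uteri. Mouse 1540 is labelled 3.2 mo and was kept in the youngest group, as in the paper. With 3 mice against 2, the exact permutation test cannot go below 0.1, and with 4 against 2 it cannot go below 0.0667.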

In ovaries, the oldest age group, 16.5 mo, expressed on average 13 more L1 loci than the 2.2 mo group (*t*-test, *P* = 0.05, Figure 4B). 

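Ovaries expressed 7.67 ± 2.52 L1 loci at 2.2-3.2 mo (SD, n = 3) and 20.5 ± 6.36 at 16.5 mo (SD, n = 2), a difference of 12.8 loci without overlap between the mice (exact permutation test, p = 0.1). After thinning to the smallest library, the difference in listed loci with more than 10 reads, 12.7 loci without thinning, was 2.50 loci, and the older ovaries no longer exceeded every younger one (exact permutation test, p = 0.3).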

The 16.5 mo group also averaged 2.05 FPKM for total L1 expression, which was 0.89 FPKM greater than the 8–8.7 mo group (*t*-test, *P* = 0.04, Figure 4B, Supplementary Figure S7). This analysis demonstrated a trend in which the number of L1 loci and total L1 mRNA expression increases in ovaries in the oldest mouse age group, which corresponds to 50–56-year-old humans (84). 

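Total L1 mRNA in ovaries of 16.5 mo was 2.05 ± 0.521 FPKM (SD, n = 2), and both exceeded all 4 ovaries of 8-8.7 mo, a difference of 0.83 in mean log2 (exact permutation test, p = 0.0667). The alternative that moved this difference most among those that kept all mice, the share of L1 reads, gave 0.68. Ovaries of 2.2-3.2 mo had 0.935 ± 0.785 FPKM (SD, n = 3), and their difference from 16.5 mo was 1.11 FPKM (exact permutation test, p = 0.3).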

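Uteri of 16.5 mo expressed 15 ± 2.83 L1 loci (SD, n = 2) with a total of 1.09 ± 0.399 FPKM (SD, n = 2). Neither measure was distinguishable from uteri of 8-8.7 mo (exact permutation tests, p = 0.9 for both). The single 2.2 mo uterus expressed 7 loci with a total of 1.05 FPKM. Female lungs expressed 11 ± 6.08 loci at 2.2-3.2 mo (SD, n = 3) and 12.5 ± 6.36 at 16.5 mo (SD, n = 2), with totals of 2.13 ± 0.846 FPKM (SD, n = 3) and 2.75 ± 0.732 FPKM (SD, n = 2). Between 8-8.7 and 16.5 mo lungs, the tests gave p = 0.2 for the number of loci and p = 1 for the total (exact permutation tests). Between 2.2-3.2 and 16.5 mo lungs, they gave p = 0.8 and p = 0.4 (exact permutation tests).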

Uteri and female lungs did not show significant changes in either the number of expressed L1 loci or the total level of L1 mRNA expression with age (Supplementary Figure S6D1, D2, F1 and F2). Female brains exhibited a trend similar to the one observed in ovaries, i.e. the 2.2 and 16.5 mo groups significantly differed in the number of expressed L1 loci. 2.2 mo brains expressed an average of ∼14 L1 loci while 16.5 mo brains expressed 32 L1 loci (*t*-test, *P* = 0.01). In addition to the increase in the number of expressed L1 loci in brains of older female mice, total levels of L1 expression also increased from an average of 1.25 FPKM in the 2.2 mo group to 3.47 FPKM in the oldest age group (*t*-test, *P* = 0.0254, Supplementary Figure S6E1 and E2, Supplementary Figure S7). 

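The mean numbers of expressed L1 loci in female brains were 13.7 ± 3.21 at 2.2-3.2 mo (SD, n = 3) and 31.5 ± 3.54 at 16.5 mo (SD, n = 2), a difference of 17.8 loci with no overlap (exact permutation test, p = 0.1). Thinned to the smallest library, listed loci with more than 10 reads differed by 8.67 (22.2 without thinning), and the older brains no longer exceeded every younger one (exact permutation test, p = 0.3).

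**Figure D3:**
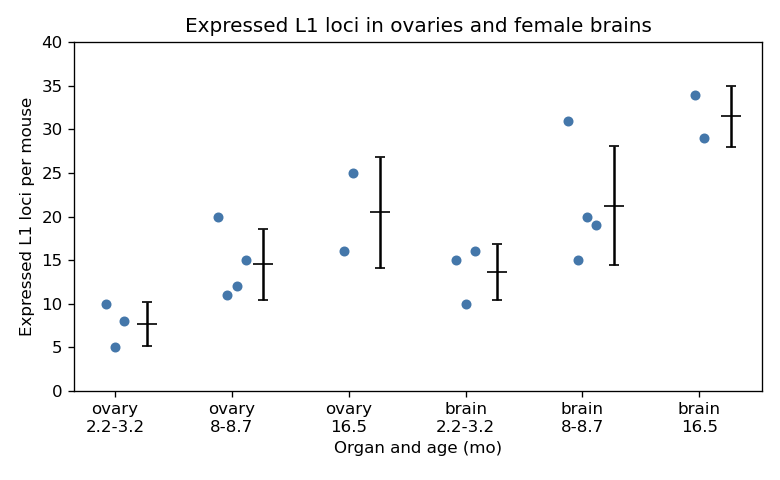
Expressed L1 loci per mouse by age in months in ovaries and female brains. Points are mice, and the dash with bars is the mean ± SD; in both organs the 16.5 mo mice lie above all 2.2-3.2 mo mice, with means of 20.5 against 7.67 loci in ovaries and 31.5 against 13.7 in brains.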

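Female brains had total L1 mRNA of 1.25 ± 0.400 FPKM at 2.2-3.2 mo (SD, n = 3) and 3.47 ± 0.843 FPKM at 16.5 mo (SD, n = 2), a difference of 2.22 FPKM (exact permutation test, p = 0.1). From 8-8.7 to 16.5 mo, the mean log2 of the total rose by 0.97 (exact permutation test, p = 0.133). From its findings on age, the paper concludes that the number of loci and the total level change independently of each other, in ways that depend on organ and sex.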

Overall, these findings demonstrate that the number of expressed L1 loci and total L1 mRNA expression levels change as independent variables with age in an organ- and sex-specific manner.

To further investigate effects of age on L1 loci expression, we quantified the number of shared L1 loci between different age groups by organ. Ovaries and uteri displayed the greatest amount of variation between age groups (Supplementary Table S3). Ovaries from different age groups displayed a 13% overlap between all age groups and uteri from different age groups displayed a 2.2% overlap between all age groups. 

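Joined over the 3 age groups, 8 of 60 loci expressed in ovaries were expressed at every age (13.3%, 95% Wilson interval 6.91% to 24.2%), and 1 of 46 in uteri (2.17%, 0.385% to 11.3%). The youngest uterus group is a single library, which limits the loci that uteri can share.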

We hypothesize that this low level of overlap in expressed L1 loci in female reproductive organs could be due to hormonal fluctuation, leading to changes in transcription (84,85). Analysis of mouse mRNA expression in uteri samples across all age groups using EBSeq found that one of the uterus samples, labeled as 8–8.7m 1 in Supplementary Figure S8, expressed higher levels of *wif1* and *lgr5* genes, expression of which indicates that a mouse uterus is in the estrus phase (72,85). The 8–8.7 m 2 and 3 uterus samples expressed higher levels of the *syt16* and *tmprss11e* genes, expression of which indicates that a mouse uterus is in the proestrus phase (Supplementary Figure S8) (85). This difference provides a possible explanation for the observed variation in L1 loci expression between uteri in the 8 mo group as well as between age groups since the 16.5 mo samples are post-menopausal (85,86) (Supplementary Figure S8). We also observed that in ovaries, the 2.2 mo group had significantly fewer expressed L1 loci in common, compared to the 16.5 mo group (1 versus 10 loci, chi-square, *X*^2^ (1, *N* = 8) = 3.864, *P* = 0.05, Supplementary Table S3). This shows that ovaries share more expressed L1 loci at an older age, further indicating that changes in hormonal fluctuations that occur with age may influence variation in L1 mRNA and/or loci expression. 

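A single locus of 17 was expressed in all 3 ovaries of 2.2-3.2 mo (5.88%), and 10 of 31 in both ovaries of 16.5 mo (32.3%). Fisher's exact test, two-sided, gave p = 0.0696 for this difference. The older group shares loci over 2 mice and the younger over 3, so the shares are not measured over equal numbers of animals.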

Female brains and lungs share more L1 loci across different ages with 23% L1 loci overlap in all brain age groups and 32% overlap in all lung age groups (Supplementary Table S3). 

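Female brains expressed 15 of 64 loci at all 3 ages (23.4%, 95% Wilson interval 14.7% to 35.1%) and female lungs 12 of 41 (29.3%, 17.6% to 44.5%).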

In males, testes display a high level of consistency with 36% L1 loci shared between all age groups (Supplementary Table S3). 

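In males, 1 of 11 loci expressed in livers was expressed at all 4 ages (9.09%, 95% Wilson interval 1.62% to 37.7%). Brains of 7.6 and 12.8 mo shared 12 of 53 loci (22.6%, 13.5% to 35.5%) and lungs of these ages 4 of 42 (9.52%, 3.77% to 22.1%).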

Male liver, brain, and lung share fewer expressed L1 loci through age than testes with 9% shared in livers, 23% shared in brains, and 9% shared in lungs (Supplementary Table S3). Testes samples collected from mice of different ages share significantly fewer expressed L1 loci, a pattern opposite to that observed in ovaries. 

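At 1.9-3.6 mo, 251 of 309 loci expressed in testes were expressed in all 3 mice (81.2%, 95% Wilson interval 76.5% to 85.2%), against 90.7% of 321 loci at 22.3 mo (87.0% to 93.4%). The share was higher at 22.3 mo (Fisher's exact test, two-sided, p = 0.000793), with loci rather than mice as the units. Over listed loci with more than 10 reads the order was the opposite, with 46.4% at 1.9-3.6 mo (124 of 267) and 40.2% at 22.3 mo (121 of 301).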

1.9–3.6 mo testes share significantly more expressed L1 loci than 22.3 mo testes (chi-square, *X*^2^(1, *N* = 6) = 8.8147, *P* = 0.0029) (Supplementary Table S3). 7.6 mo testes share significantly more expressed L1 loci than 12.8 mo testes (chi-square, *X*^2^(1, *N* = 8) = 8.809, *P* = 0.0024, Supplementary Table S3). 

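At 12.8 mo, 145 of 196 loci expressed in testes were expressed in all 3 mice (74.0%, 95% Wilson interval 67.4% to 79.6%), a lower share than at 7.6 mo (Fisher's exact test, two-sided, p = 0.00261).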

12.8 mo testes share significantly more expressed L1 loci than 22.3 mo testes (chi-square, *X*^2^(1, *N* = 6) = 20.219, *p* < 0.00001) (Supplementary Table S3).

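Against the 12.8 mo share, that of 22.3 mo testes was higher (Fisher's exact test, two-sided, p = 7.68e-07).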

### Sexual dimorphism of L1 loci expression in mice

We have demonstrated that L1 loci are expressed in an organ-specific manner in both male and female mice (Figure 2). To determine whether expression of L1 loci also exhibits sex-specific patterns, we compared the number of shared L1 loci between all male and female organs. 

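Over all organs and ages, 562 loci were expressed in males and 160 in females, and 37 of the 685 different loci were expressed in both (5.40%). The shared loci are 6.58% of the male and 23.1% of the female loci. Replacing calls by listed loci with more than 10 reads moved this share most, to 5.34%. The curated lists of each sex and organ were kept in that alternative, so it cannot test sharing at unlisted loci. Testes, which females lack, account for most male loci. Male and female libraries also differ in chromosome names and read length, so sex cannot be told apart from sequencing and processing.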

We found that male and female mice only share 37 (5%) of the combined 690 L1 loci expressed in males and females of all age groups (Supplementary Table S3, sheet Male v Female, lines 1–3). Breaking down the number of shared loci by age and sex, we observed that of the 59 L1 loci expressed in the 2.2 mo female age group and the 312 L1 loci expressed in the 1.9–3.6 mo male age group, 2 (0.5%) expressed L1 loci are shared between male and female organs. 

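At the youngest ages, males expressed 312 loci in testes and livers and females 58 loci in ovaries, uterus, brains and lungs, with 2 of 368 in common (0.543%).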

The 2 shared L1 loci represent 3.4% and 0.6% of the total L1 loci expressed in females and males of this age group, respectively (Supplementary Table S3). 

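Of the 547 loci expressed in 7.6 mo males or 8-8.7 mo females, 21 were expressed in both sexes (3.84%), which is 4.57% of the male and 19.4% of the female loci.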

Of the 108 L1 loci expressed in the 8–8.7 mo female age group and the 461 L1 loci expressed in the 7.6 mo male age group, 21 (3.7% of total L1 loci in these groups) expressed L1 loci are shared between male and female organs. 

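Males of 12.8 mo expressed 252 loci and females of 16.5 mo 104, with 21 of 335 in common (6.27%), or 8.33% of the male and 20.2% of the female loci.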

Of the 104 L1 loci expressed in the 16.5 mo female age group and the 256 L1 loci expressed in the 12.8 mo male age group, 21 (6.2% of the total L1 loci in these groups) L1 loci are shared. The 21 shared L1 loci represent 19% and 4.5% of the total L1 loci expressed in females and males of the 8–8.7 and 7.6 mo age groups, respectively, and 20% and 8.2% of the total L1 loci expressed in females and males of the 16.5- and 12.8 mo age groups, respectively. Statistical analysis determined that the 21 expressed L1 loci shared between the 8 and 8.7 mo females and the 7.6 mo males is significantly greater than the two expressed L1 loci shared between the 2.2 mo female age group and the 1.9–3.6 mo male age group (chi-square, X^2^(1,N = 13) = 9.9157, *P* = .00703). Similarly, the 21 expressed L1 loci shared between the 16.5 mo female age group and the 12.8 mo male age group is significantly greater than the two expressed L1 loci shared between the 2.2 mo female age group and the 1.9–3.6 mo male age group (chi-square, *X*^2^(1,*N* = 11) = 29.6273, *P* < 0.00001). 

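The share of loci expressed in both sexes differed between the youngest ages and 7.6 to 8.7 mo (Fisher's exact test, two-sided, p = 0.00104). Brain and lung were sequenced in males at 7.6 mo but not at 1.9-3.6 mo, so the organs compared differ between these ages.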

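For the youngest ages against 12.8 and 16.5 mo, Fisher's exact test, two-sided, gave p = 1.55e-05.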

Taken together, this finding demonstrates that L1 loci expression is sex-specific and remains so with age even though there is a 10-fold (2–21 loci) increase in the number of shared L1 loci between sexes with age.

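From these overlaps, the paper concludes that expression of L1 loci is specific to each sex at all ages, with more shared loci at older ages.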

We compared expression patterns of L1 loci between male and female organs of the same type and age group to better understand L1 mRNA expression in different sexes. Lungs collected from 8–8.7 mo females and 7.6 mo males expressed 30 and 23 L1 loci, respectively, and shared 4 (8%) expressed L1 loci (Figure 3C and Supplementary Table S3, sheet Male v Female, line 19). 

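Male and female lungs at 7.6 and 8-8.7 mo shared 4 of 49 loci (8.16%), or 17.4% of the male and 13.3% of the female loci. Between pairs of mice, lungs shared 9.39% of loci when the mice were of opposite sex (8 pairs, 6.45% to 12.1%), 52.5% in females (6 pairs) and 52.2% in the only pair of males.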

In comparison, lungs collected from female mice in this age group shared 10 (33%) L1 loci with each other (Supplementary Table S3, Aging, line 5, Supplementary Figure S7 H2) and male mice of this age group shared 12 (52%) L1 loci with each other (Supplementary Table S3, Aging, line 12, Supplementary Figure S7 D1). By performing a chi-squared test, we determined that significantly fewer expressed L1 loci were shared between male and female lungs in these groups than the number of L1 loci shared among lungs collected from either males or females of these respective age groups (males chi square, *X*^2^(1, *N* = 5) = 7.311, *P* = 0.007, females chi square, *X*^2^(1, *N* = 5) = 16.27, *P* = 0.00006, Supplementary Table S3, sheet Male v Female, lines 23–24). Similarly, lungs collected from 16.5 mo females and 12.8 mo males expressed 22 and 26 L1 loci, respectively, and shared 6 (14%) expressed L1 loci (Figure 3C and Supplementary table S3, Male v Female, lines 16–20). 

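Against the share between the sexes, that within males gave p = 7.50e-05 and that within females p = 0.00655 (Fisher's exact test, two-sided, on loci). The share between the sexes counts loci in any male and any female, the others loci in every mouse of a sex. The loci of each sex are also part of those counted between the sexes, so the sets compared are not independent. The overlap was also lower in lungs than in brains, where 20.6% of loci were shared between the sexes (Fisher's exact test, two-sided, p = 0.109). Restricting both to listed loci with more than 10 reads, the alternative that moved this difference most, gave 29.5% in brains and 10.3% in lungs (Fisher's exact test, two-sided, p = 0.0544).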

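Lungs of 12.8 mo males expressed 23 loci and those of 16.5 mo females 22, and 6 of 39 were shared (15.4%).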

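Within 12.8 mo males, 18 of 23 loci were expressed in all 3 lungs (78.3%, 95% Wilson interval 58.1% to 90.3%). Within 16.5 mo females, 3 of 22 loci were expressed in both lungs (13.6%, 4.75% to 33.3%).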

In comparison, the lungs collected from female mice in this age group shared 3 (14%) L1 loci with each other (Supplementary Table S3, Aging, line 6, Supplementary Figure S7 H3) and male mice of this age group shared 21 (81%) L1 loci with each other (Supplementary Table S3, Aging, line 13, Supplementary Figure S7 D2). We determined that significantly fewer L1 loci are shared between male and female lungs in these age groups, compared to L1 loci shared among lungs collected from males (chi square, *X*^2^ (1, *N* = 5) = 33.9183, *P* < 0.00001, Supplementary Table S3, Male v Female, line 26). 

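The 18 loci in all male lungs and the 6 in both sexes gave p = 1.45e-06 (Fisher's exact test, two-sided, on loci). The male loci are again part of those counted between the sexes, so the sets are not independent.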

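For 16.5 mo females, the share of loci in both lungs and the share between the sexes gave p = 1 (Fisher's exact test, two-sided). The former counts loci expressed in both females, the latter loci in any male and any female.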

The number of shared L1 loci between male and female lungs did not significantly differ from the number of L1 loci shared among lungs collected from females in the 16.5 mo age group. Taken together, these results show that in terms of expressed L1 loci, in general lungs are more similar within the same sex than between sexes except in 16.5 mo females.

We also compared expressed L1 loci between male and female brains at different ages. Brains collected from 8 to 8.7 mo females and 7.6 mo males expressed 47 and 29 L1 loci, respectively, and shared 13 (21%) expressed L1 loci (Figure 3C and Supplementary table S3, Male v Female, line 30). 

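Brains at 7.6 and 8-8.7 mo shared 13 of 63 loci between the sexes, which is 44.8% of the male and 27.7% of the female loci. Pairs of brains shared 24.2% of their loci between the sexes (12 pairs, 17.1% to 28.1%), 76.1% among males (3 pairs, 67.9% to 82.8%) and 38.4% among females (6 pairs, 30.8% to 54.5%).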

In comparison, brains collected from female mice in this age group shared 10 (21%) L1 loci with one another (Supplementary Table S3, Aging, line 5, Supplementary Figure S7 G2) and male mice of this age group shared 19 (65%) L1 loci with each other (Supplementary Table S3, Aging, line 12, Supplementary Figure S7 C1). We found that significantly fewer L1 loci are shared between male and female brains in this age group, compared to L1 loci shared among brains collected from males of this age group (chi square, X^2^ (1, *N* = 5) = 23.2185, *P* < 0.00001, Supplementary Table S3, Male v Female, line 35), but not female brains (Supplementary Table S3, Male v Female, lines 34–35). 

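The share of loci in any male and any female was lower than the share in every male (Fisher's exact test, two-sided, p = 4.70e-05), and against the share in all 4 females the same test gave p = 1. These shares are counted over different numbers of mice and over sets of loci that overlap. Between single mice, every pair of females shared more loci than any pair of a male and a female, but the pairs are not independent. In per-locus counts, 16 of 146 loci tested differed between male and female brains (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 5 higher and 11 lower in females (6 and 6 with TMM normalization, 11 and 9 with DESeq2), and none of the 27 tested loci on the curated lists did in this setting, against 1 with TMM normalization and 2 with DESeq2.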

Brains collected from 16.5 mo females and 12.8 mo males expressed 46 and 36 L1 loci, respectively, and shared 13 (19%) expressed L1 loci (Figure 3C and Supplementary table S3, Male v Female, line 31). 

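At the later ages, 13 of 69 loci were expressed in both male and female brains (18.8%), or 36.1% of the male and 28.3% of the female loci.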

In comparison, brains collected from female mice in this age group shared 17 (37%) L1 loci with each other (Supplementary Table S3, Aging, lines 6, Supplementary Figure S7 C2) and male mice of this age group shared 17 (47%) L1 loci with each other (Supplementary Table S3, Aging, lines 14, Supplementary Figure S7 G3). 

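Brains of 16.5 mo females shared 17 of 46 loci (37.0%, 95% Wilson interval 24.5% to 51.4%) and those of 12.8 mo males 17 of 36 (47.2%, 32.0% to 63.0%).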

We also found that significantly fewer L1 loci are shared between male and female brains in this age group, compared to L1 loci shared among brains collected from either males or females of these age groups (males chi square, *X*^2^(1, *N* = 5) = 12.9833, *P* < 0.0003, females chi square, *X*^2^(1, *N* = 5) = 7.3134, *P* = 0.007, Supplementary Table S3, Male v Female, lines 36–37). These data show that in terms of expressed L1 loci, brains of 8–8.7 mo females are as different from each other as they are from the 7.6 mo brains, while 12.8 male and 16.5 female brains are significantly more similar within the same sex compared to the opposite sex.

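Compared with the share between the sexes, Fisher's exact test, two-sided, gave p = 0.00318 within males and p = 0.0499 within females. Here too the sets of loci overlap and the shares are counted over different numbers of mice.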

### Expressed mouse L1 loci are frequently found in expressed genes

Our analysis of L1 mRNA expression in mice identified hundreds of expressed L1 loci, allowing us to begin to understand what distinguishes L1 loci that are expressed from those that are not. We next investigated whether intragenic L1 loci are more likely to be expressed. First, by intersecting the genomic coordinates of expressed L1 loci with the known gene coordinates in the mm10 genome downloaded from the UCSC Genome Browser, we identified intragenic, expressed L1 loci and their orientation relative to genes (Figure 5). 

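The loci of the authors' lists were intersected here with the genes of GENCODE release M21 on GRCm38, the assembly behind mm10, in place of the UCSC gene table used in the paper. Any overlap of the annotated L1 with a gene counted, on either strand, and all 21 chromosomes with L1 loci are in the annotation. Among all 17019 loci, 25.0% overlapped a gene. Shares are given per library over its expressed loci, with the number of mice as n, for the organs of 7.6 mo males and 8-8.7 mo females.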

We found that 10–63% of expressed L1 loci per organ were within genes, all of which were in gene introns (Figure 5A). 

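The mean share of expressed loci in genes was 35.2% ± 1.13 (SD, n = 3) in testes, 50% in each of the 3 livers, 25.6% ± 1.59 (SD, n = 3) in male brains and 77.5% ± 3.54 (SD, n = 2) in male lungs. It was 42.2% ± 16.0 (SD, n = 4) in ovaries, 32.8% ± 9.15 (SD, n = 3) in uteri, 14.7% ± 8.73 (SD, n = 4) in female brains and 27.5% ± 1.39 (SD, n = 4) in female lungs. With genes on the strand of the L1 only, the alternative that moved the testis share most, it was 7.46% in testes and 54.2% in male lungs. In testes, 23 of the 142 loci in genes also touched an annotated exon, as did 2 of 16 in male lungs.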

Male lungs had the highest number of expressed L1 loci that were also in genes (63%) and female brains had the fewest number of expressed L1 loci that were also in genes (10%). 

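The share of expressed loci in genes differed by -10.9 percentage points from male to female brains (exact permutation test, two-sided, p = 0.114, where 3 against 4 could give 0.0286), and by -49.96 points from male to female lungs (exact permutation test, two-sided, p = 0.0667, the smallest p for 2 against 4). For protein-coding genes alone, an alternative chosen after the data had been seen, the difference between brains was -7.60 points (exact permutation test, p = 0.0571). From these shares, the paper states that fewer expressed loci lie in genes in female than in male brains and lungs.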

Female brains and female lungs contained an average of 10 and 15 expressed L1 loci that were in genes, respectively, which was significantly fewer than the average of 23 and 63 expressed L1 loci that were in genes in male brains and male lungs, respectively (*t*-test, brains, *P* = 0.0006; lungs, *P* = 0.0001).

**Figure 5.**
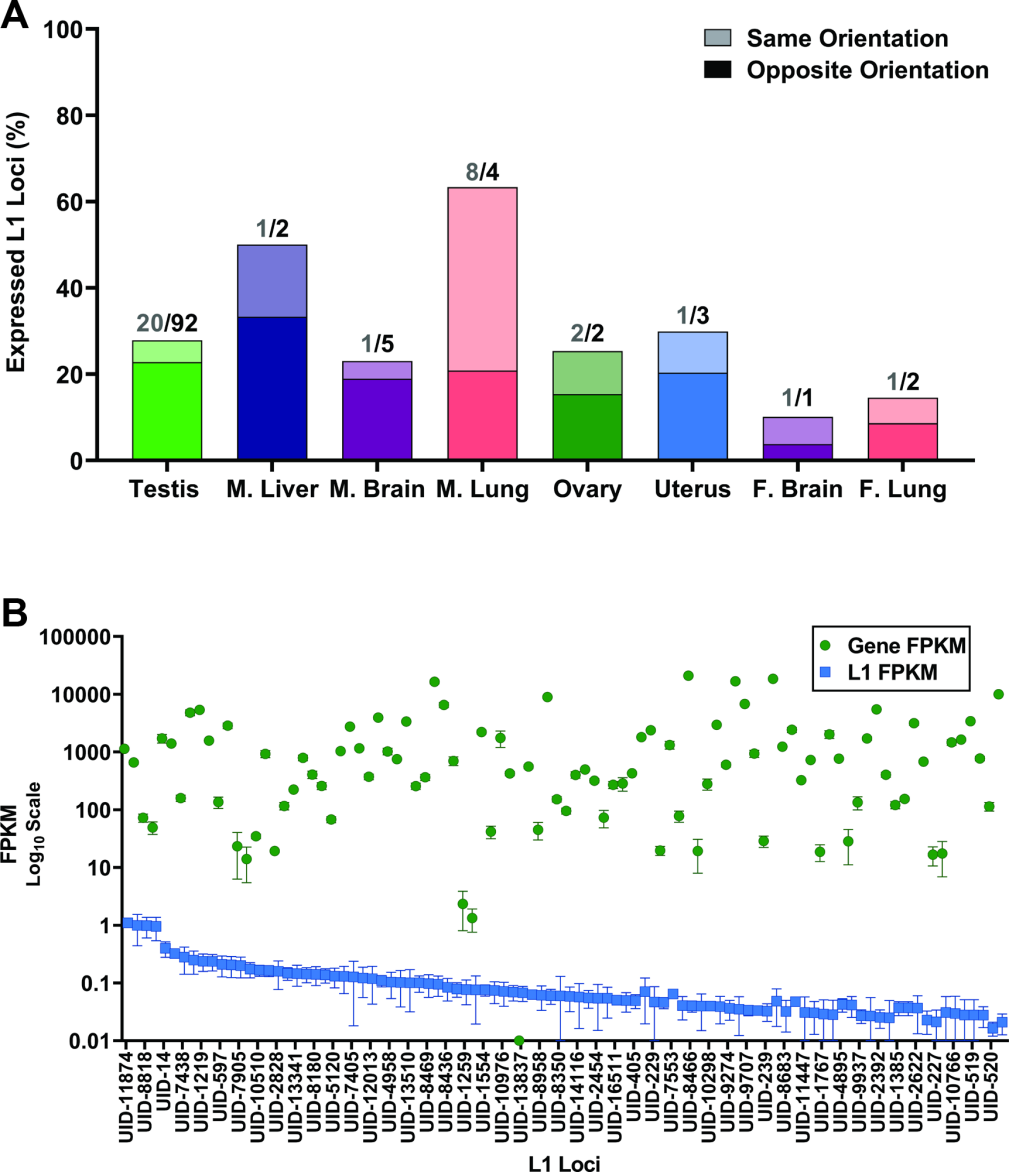
Expressed L1 loci are present in expressed and unexpressed genes. (**A**) Percent of expressed L1 loci that occur in genes. Light color represents the percent of expressed L1 loci that are found in genes in the same orientation as the gene. Darker color represents the percent of expressed L1 loci found to be in genes in the opposite orientation relative to the said gene. The numbers above each bar represent the number of L1 loci that were in genes of the same orientation (grey)/ the numbers of L1 loci that were in genes of the opposite orientation (black). (**B**) L1 FPKM levels for each expressed locus in a gene (blue squares) are plotted alongside the FPKM corresponding to the gene (green circles) in which the expressed L1 occurs.

Next, we considered whether expression of intragenic L1 loci correlated with expression of the genes in which they were present. We plotted L1 FPKM levels alongside the FPKM of their corresponding gene expressed in testes collected from 7.6 mo mice (Figure 5B). Although we did not find significant correlation between gene expression and L1 expression levels (Pearson correlation, *r*(92) = –0.1, *P* = 0.3), we did find that all genes, except one, that contain an expressed L1 locus are also expressed. Thus, gene expression provides a critical favorable environment, but does not determine L1 expression strength.

### Differential expression of RNA biogenesis pathways correlates with patterns of L1 mRNA expression

We performed transcriptomic profiling of our RNA-sequencing data to identify potential mechanisms contributing to the observed patterns of L1 mRNA expression in testis because mechanisms governing L1 mRNA expression are numerous and complex (58). We used Kallisto and Sleuth to measure and quantify differences in gene expression between 7.6 mo testes and both 1.9–3.6 mo testes and 12.8 mo testes, the three age groups that exhibited the most significant differences in the number of expressed L1 loci without significant changes in the total L1 mRNA expression (Figure 4A and B). This analysis identified that 7.6 mo testes have 1461 significantly differentially regulated genes compared to 1.9–3.6 mo testes (FDR < 0.05, 468 upregulated genes, 993 downregulated genes) (Figure 6A1) and 2262 genes compared to 12.8 mo testes (FDR < 0.05, 1013 upregulated genes, 1249 downregulated genes) (Figure 6B1). Gene set enrichment analysis identified several pathways related to DNA repair, metabolism, transcription, and RNA biogenesis among the top pathways to be upregulated in 7.6 mo testes compared to 1.9–3.6 mo testes and significantly upregulated compared to 12.8 mo testes (spliceosome FDR = 0.0026, RNA degradation FDR = 0.029, Basal transcription factors FDR = 0.021) (Figure 6, A2 and B2, filled stars). Upregulation of spliceosome, RNA degradation, and basal transcription factors pathways are relevant to our findings because these pathways are involved in RNA biogenesis and may play a role in the number of expressed L1 loci and L1 mRNA accumulation (9,87–90).

**Figure 6.**
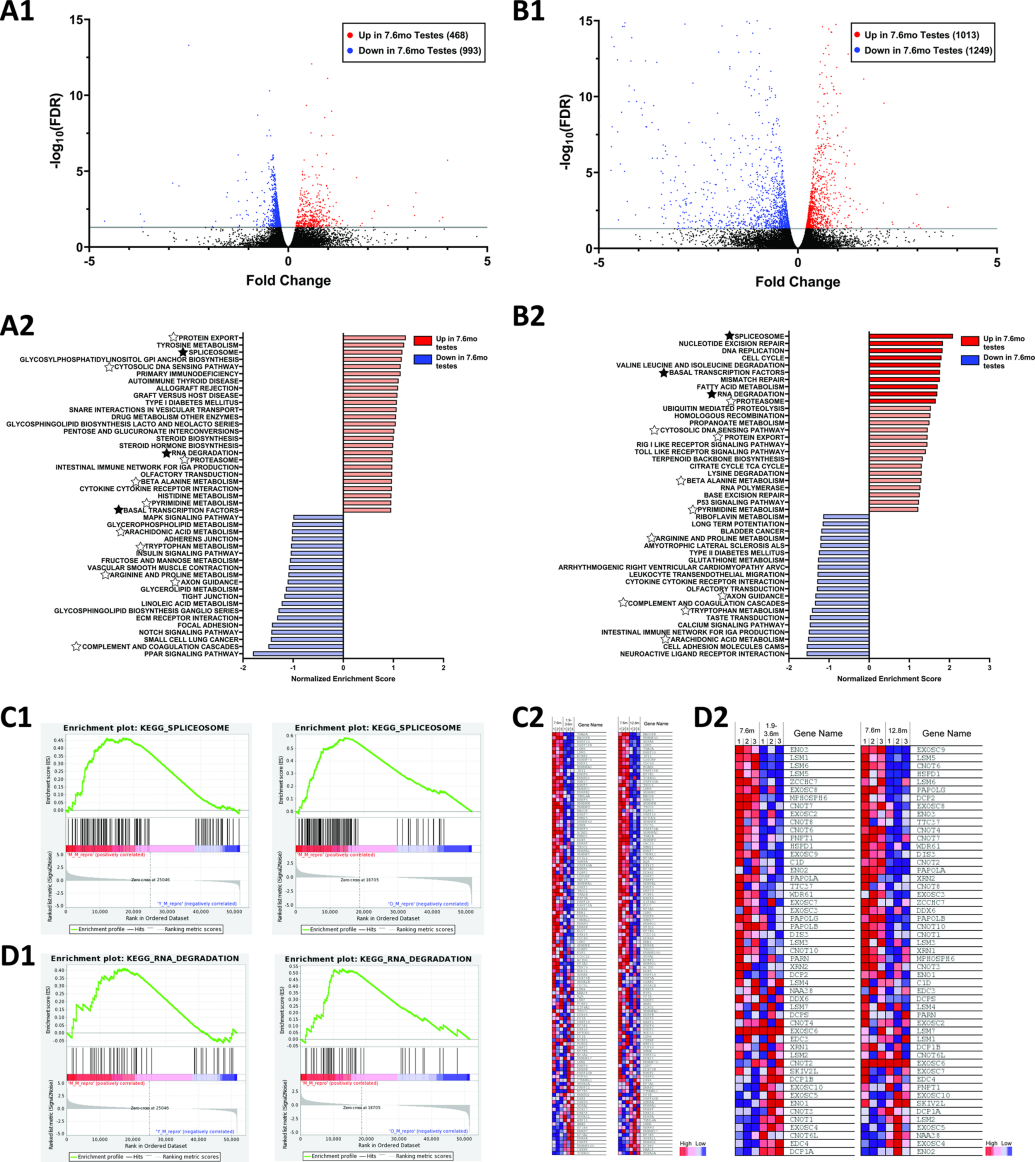
Transcriptomic profiling identifies differentially regulated pathways associated with L1 mRNA biogenesis. (**A1**) The volcano plot shows differentially expressed genes in 7.6 mo testes versus 1.9–3.6 mo testes. The grey line indicates FDR = 0.05. 468 genes are upregulated in 7.6 mo testes (red) and 993 genes are downregulated in 7.6 mo testes (blue), compared to 1.9–3.6 mo testes. 10 genes are not within axis limits. (**A2**) Gene set enrichment analysis showing the normalized enrichment score for the top 25 upregulated (red) and top 20 downregulated (blue) gene sets in 7.6 mo testes compared to 1.9–3.6 mo testes. Dark red or blue indicates a significant *p*-value (*P* < 0.05), faded red or blue indicates a nonsignificant *p*-value. Pathways common between A2 and B2 are indicated with a star, stars for pathways potentially linked to L1 mRNA expression and processing are filled. (**B1**) Differentially expressed genes in 7.6 mo testes versus 12.8 mo testes. The grey line indicates FDR = 0.05. 1013 genes are upregulated in 7.6 mo testes (red) and 1249 genes are downregulated in 7.6 mo testes (blue) compared to 1.9–3.6 mo testes. 103 genes are not within axis limits. (**B2**) Gene set enrichment analysis showing the normalized enrichment score for the top 25 upregulated (red) and top 20 downregulated (blue) gene sets in 7.6 mo testes compared to 12.3 mo testes. Dark red or blue indicates a significant *p*-value (*P* < 0.05), faded red or blue indicates a nonsignificant *P*-value. Pathways common between A2 and B2 are indicated with a star, stars for pathways linked to RNA biogenesis are filled. (**C1**) Spliceosome gene set enrichment plots for 7.6 mo testes compared to 1.9–3.6 mo testes (left) and 7.6 mo testes compared to 12.8 mo testes (right). (**C2**) Heatmaps for genes in the spliceosome pathway with comparisons between 7.6 mo and 1.9–3.6 mo testes are on the left and comparisons between 7.6 mo and 12.8 mo testes are on the right. (**D1**) RNA degradation gene set enrichment plots for 7.6 mo testes compared to 1.9–3.6 mo testes (left) and 7.6 mo testes compared to 12.8 mo testes (right). (**D2**) Heatmaps for genes in the RNA degradation pathway with comparisons between 7.6 mo and 1.9–3.6 mo testes are on the left and comparisons between 7.6 mo and 12.8 mo testes are on the right.

We identified upregulation of 62 of 116 spliceosome pathway genes in 7.6 mo testes compared to 1.9–3.6 mo testes and upregulation of 97 of 116 spliceosome pathway genes in 7.6 mo testes compared to 12.8 mo testes (Figure 6, C1, C2). Quantification of the number of splice events in testes from different age groups, calculated by running STAR and normalizing the total number of spliced reads to uniquely mapped reads, determined that 7.6 mo testes have significantly more total spliced reads compared to 1.9–3.6 mo testes (*t*-test, *P* < 0.0001) and 12.8 mo testes (*t*-test, *P* = 0.0005) (Figure 7A). Quantifying the percentage of expressed L1 loci with at least one splice junction (Figure 7B) and the number of splice junctions per expressed L1 locus (Figure 7C) revealed a trend of an increased number of splice events in L1 loci expressed in 7.6 mo testes, compared to 1.9–3.6 mo and 12.8 mo testes, although no significance was detected in these comparisons. The enrichment of splice events in 7.6 mo testes is consistent with upregulation of the spliceosome pathway (Figure 6), suggesting that increased splicing involving expressed L1 loci may contribute to the lack of increase in total L1 mRNA in the 7.6 mo age group despite the increase in the number of expressed L1 loci (Figure 4A and B). However, since these differences are modest, there are likely additional mechanisms contributing to this pattern of L1 mRNA expression.

**Figure 7.**
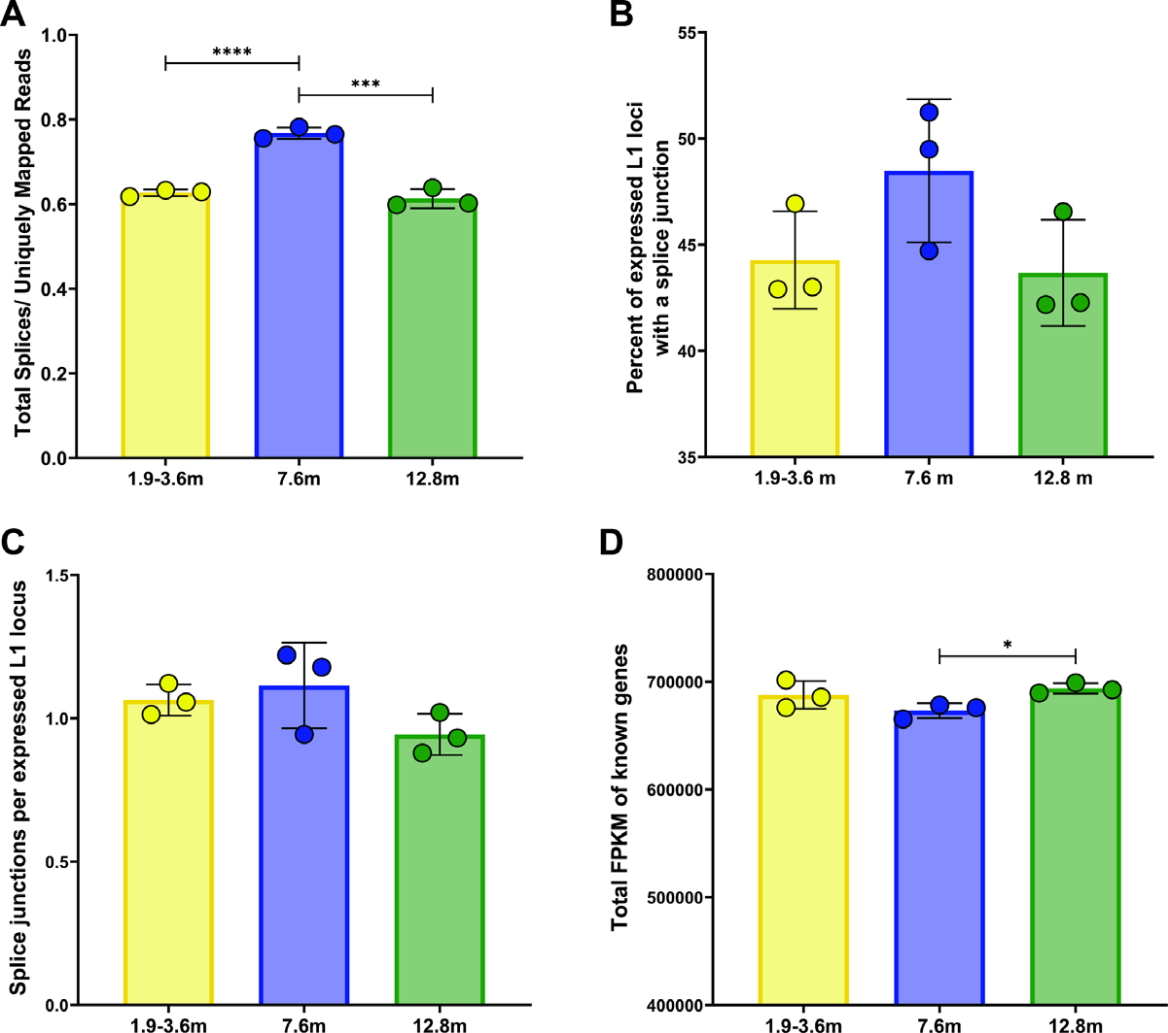
L1 mRNA splicing and total transcript levels fluctuate with age in testes. (**A**) Quantification of the total number of spliced reads for 1.9–3.6 mo testes, 7.6 mo testes, and 12.8 mo testes, normalized by the number of uniquely mapped reads per sample (*t*-test, **** < 0.0001, *** ≤ 0.005). (**B**) The percent of expressed L1 loci with at least one splice junction in 1.9–3.6 mo testes, 7.6 mo testes, and 12.8 mo testes. (**C**) A bar graph quantifying the number of splice junctions per expressed L1 locus in 1.9–3.6 mo testes, 7.6 mo testes, and 12.8 mo testes. (**D**) A bar graph quantifying the total mRNA levels of known genes in 1.9–3.6 mo testes, 7.6 mo testes and 12.8 mo testes, normalized by FPKM (*t*-test, * ≤ 0.05).

We also observed upregulation of 35 of 51 RNA degradation pathway genes in 7.6 mo testes compared to 1.9–3.6 mo testes and upregulation of 39 of 51 RNA degradation pathway genes in 7.6 mo testes compared to 12.8 mo testes (Figure 6, D1, D2). We performed RSEM on 1.9–3.6, 7.6 and 12.8 mo testes RNA-seq data sets and calculated the FPKM sum of all known mm10 genes (Figure 7D). We found that 7.6 mo testes contained a significantly lower amount of total mRNA, compared to 12.8 mo testes (Figure 7D, *t*-test, *P* = 0.01). This is despite the fact that we also observed upregulation of the basal transcription factors pathway in 7.6 mo testes with 25 of 33 basal transcription factors pathway genes upregulated in 7.6 mo testes compared to 1.9–3.6 mo testes and 30 of 33 basal transcription factors pathway genes upregulated in 7.6 mo testes compared to 12.8 mo testes (Figure 6, A2 and B2 and Supplementary Figure S10). These findings suggest that a shift in the balance between transcription and RNA biogenesis in the testis of 7.6 mo mice may be responsible for the observed upregulation in the number of expressed L1 loci in this age group without a corresponding increase in the total L1 mRNA (Figure 4A), explaining why the number of expressed L1 loci and overall L1 FPKM levels can function as independent variables.

### L1 mRNA expression is organ-specific in rats

To determine whether our observation of organ-specific L1 mRNA expression in mice is unique to the *mus musculus* species, we analyzed L1 mRNA expression in cytoplasmic RNA extracted from male rat organs. To account for the reported difference in the quality of genome assembly between the two species (mm10 genome assembly coverage is 20×, considerably higher than the 6× coverage of the rn6 assembly), we compared the ‘mappability’ of L1 sequences in rn6 and mm10 genomes. This allows us to measure the likelihood of finding unique alignments for RNA-seq reads originating from L1 mRNA transcripts in mice and rats. The ‘mappability’ of L1 sequences in the rn6 and mm10 genome assemblies were calculated by aligning *rattus norvegicus* and *mus musculus* paired-end DNA sequencing reads to the rn6 or mm10 genome using the same bowtie alignment parameters utilized in our RNA analysis pipeline (described in the Bioinformatic Analysis section of Materials and Methods). We then plotted the number of uniquely mapped DNA reads to each L1 locus in the mm10 and rn6 genome assemblies (Supplementary Figure S11A). We observe that the rn6 genome has a far steeper drop off in the number of DNA-seq reads able to uniquely align to each L1 locus compared to mm10, indicating that L1 loci are less ‘mappable’ in the rn6 genome.

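The 12 rat libraries came from 3 male rats (967, 968 and 974) of 4.8 mo, each of which gave a testis, a liver, a brain and a lung. L1 reads ranged from 7110 to 8140 in testes (median 7259), from 15059 to 20441 in livers (median 18131), from 9909 to 13650 in brains (median 12186) and from 22274 to 32161 in lungs (median 25475). Median numbers of mapped reads were 19.2 M in testes, 24.8 M in livers, 20.0 M in brains and 18.7 M in lungs. The same number, 24.8445 M, was recovered for the liver of rat 967 and the lung of rat 974. The authors' table lists 4563 rat loci on rn6 under 3859 names, 668 of which stand for more than one place, so loci were told apart by position. Of the 25 names of expressed loci, 11 occur at more than one place, and the place whose reads gave the FPKM of Supplementary Table S2 was used. No rat gene annotation was used here.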

Taking the reduced level of L1 ‘mappability’ in the rn6 genome into consideration, we next performed our RNA-Seq analysis in testes, brains, lungs, and livers collected from three 4.8 mo rats to quantify levels of L1 mRNA expression (36). This analysis determined that, similar to mice, rat testes have a significantly higher level of total L1 mRNA expression than livers (*t*-test, *P* = 0.004), brains (*t*-test, *P* = 0.006), or lungs (*t*-test, *P* = 0.0009) (Figure 8A and B, Supplementary Figure S4 H-J). This analysis also shows that, similar to patterns of L1 loci expression observed in mouse organs, there was a high degree of overlap in L1 loci expressed in the same organ collected from different rats (44%, 33%, 60% and 60% in testis, liver, brain and lung, respectively; Figure 8A, Supplementary Figure S4H–J). 

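Total L1 mRNA was 0.859 ± 0.131 FPKM in rat testes, 0.294 ± 0.0917 in livers, 0.369 ± 0.0921 in brains and 0.144 ± 0.0479 in lungs (SD, n = 3 each). From rat testes, the mean log2 of the total changed by -1.59 to livers, by -1.24 to brains and by -2.61 to lungs, without overlap between organs (exact permutation test, two-sided, p = 0.1 for each, the smallest p for 3 against 3). Within rats the differences were the same by design, and all 3 rats had the higher value in the testis (exact sign-flip test, p = 0.25 for each, the smallest possible). The correlation of the deviations between testis and the other organ was -0.883 for livers, 0.973 for brains and -0.354 for lungs. Taken as a share of all L1 reads, the alternative that moved them most, the differences were -2.57, -1.70 and -4.36. The locus with the highest mean FPKM in testes, RAT_FL_L1126 on chromosome 2 of rn6 from 70404428 to 70410427, had 0.274 ± 0.119 (SD, n = 3) on 18 to 39 reads.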

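Loci expressed in every rat were 4 of 9 in testes (44.4%, 95% Wilson interval 18.9% to 73.3%), 2 of 6 in livers (33.3%, 9.68% to 70.0%), 3 of 5 in brains (60%, 23.1% to 88.2%) and 3 of 5 in lungs (60%). Rats expressed 7.33 ± 1.15 loci in testes, 4.33 ± 0.577 in livers, 4 ± 1 in brains and 3.67 ± 0.577 in lungs (SD, n = 3 each). In rat lungs, 91.7% of the expressed loci had 10 reads or fewer on average, and with only loci above that number, none was shared by all livers or by all lungs.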

L1 loci expression in organs collected from male rats shows strict organ-specificity, similar to our observations in male mice (Figures 2A and 8C).

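All 25 loci were expressed in 1 rat organ only, 9 in testis, 6 in liver, 5 in brain and 5 in lung. From this separation, the paper concludes that L1 loci in male rats are expressed as organ-specifically as in male mice (Figure 8C).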

**Figure 8.**
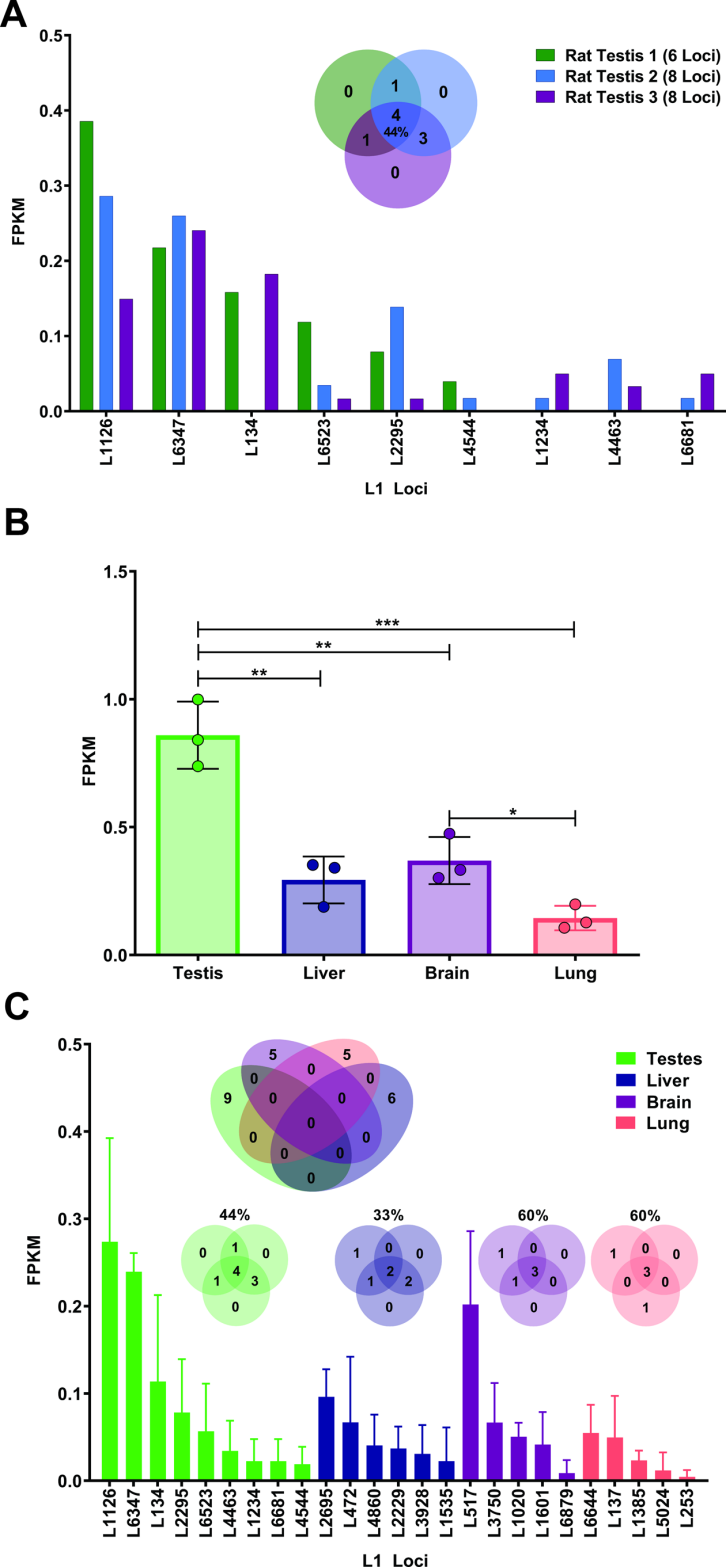
L1 mRNA expression in rat organs. (**A**) The bar graph shows expression levels (FPKM) of individual L1 loci expressed in testis collected from 4.8 mo male rats. The Venn diagram shows the number of loci shared between the three testis samples. The percent overlap is indicated in the center of the diagram. (**B**) A bar graph represents mean levels of total L1 expression with error bars showing standard deviation in rat testis, livers, brains and lungs. (**C**) A bar graph of all expressed L1 loci identified in different rat organs. The bars represent the average expression level from 3 samples with error bars indicating standard deviation measured by FPKM. The Venn diagram shows the overlap between expressed L1 loci from the different organs.

We also observe that, due to the limited ‘mappability’ of the rn6 genome, fewer expressed L1 loci were identified in rats than the number of expressed L1 loci identified in mice (25 and 567, respectively). This difference made us wonder how variability in L1 locus mappability may influence the ability to align L1 reads to unmappable regions and measure L1 FPKM levels between samples. 

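The tables give reads on 4563 different loci in rats and on 17019 in mice. In the rat libraries, 99.5% ± 0.501 (SD, 12 libraries) of the L1 reads fell outside expressed loci.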

To address this question, we corrected our RNA-seq FPKM values for differences in mappability to observe whether mappability differences between loci would alter our conclusions. We mappability-corrected FPKM values from our male mouse RNA-seq analysis by scaling the number of aligned reads for each locus to 400 reads, the average number of reads for a fully ‘mappable’ L1 locus, and multiplying the number by the original FPKM value (Supplementary Figure S11A). This equation is described in more detail in the *Calculating mappability correction* section of the Materials and Methods. Normalizing to the ‘mappability’ of each locus did not change our comparison of L1 expression between organs and the mappability-corrected FPKM values for mouse testes remained significantly higher than mouse male livers, male brains, male lungs (*t*-test, *P* = 0.003, 0.003, 0.02, respectively, Supplementary Figure S11B).

## DISCUSSION

Detection of full-length L1 mRNA from individual loci is critical to understanding their impact on the host including potential to damage genomic DNA. To detect and measure L1 mRNA, methods used must be able to distinguish not only which locus is expressed, but whether that expression arises from the L1 promoter and is not a passive product of read-through transcription (33,34,39,41). Methods such as RT-PCR, northern blots, and many NGS-based approaches, fail to satisfy some or all of these criteria (91–94), leaving many important questions regarding L1 mRNA expression *in vivo* unresolved (4,34,42). Even methods that automate removal of passive incorporation of L1 sequences into cellular transcripts have difficulty reducing this background sufficiently to work on cells with low levels of L1 mRNA expression, as is typical for normal somatic cells (41,95–98). Additionally, analyses of either whole-cell RNA and/or non-stranded NGS preparations also decrease the sensitivity of L1 mRNA detection from specific loci (34,41,94). In this study, we have adapted our published method for the detection of rodent L1 mRNA expression utilizing unique mapping and visual validation of each potentially expressed L1 locus (34,36).

Patterns of L1 mRNA expression at the single-locus resolution are remarkably consistent within an organ, with testes from different mice sharing 85% of expressed L1 loci, male livers sharing 71%, male brains sharing 65%, male lungs sharing 52%, ovaries sharing 15%, uteri sharing 10%, female brains sharing 21%, and female lungs sharing 36%. (Figures 1 and 2, Supplementary Figures S4 and S6). Our *in vivo* analysis of L1 mRNA expression in multiple organs from 18 mice also found that the number of L1 loci differs greatly between organs, with mouse testes expressing significantly more L1 loci (i.e. 409 L1 loci expressed in testes versus 7 L1 loci expressed in liver, Figures 1, 2A, 3A). Similarly, 11 L1 loci were expressed in testis at a higher level than any other L1 locus in the other organs and overall L1 expression in testis is significantly higher than the other organs analyzed (Figures 1, 2, 3A and B). Despite a high degree of similarity within the same organ types, expressed L1 loci are rarely shared between different organ types collected from either male or female mice or rats (Figure 2). Analysis of organs dissected from male rats revealed similar patterns of L1 mRNA expression including a high degree of organ-specificity and enrichment of L1 expression in rat testes (Figure 8). This similarity in relative L1 mRNA expression patterns between mice and rat organs is consistent with findings in human cell lines (33,34), supporting that expression of individual L1 loci is controlled by their local transcriptional environment. One example would be the epigenetic reprogramming to form induced pluripotent stem cells (iPSCs) that leads to very high levels of L1 expression in reprogrammed cells relative to the parental cells (99). Similar findings were also shown for LTR retroelements (100) suggesting common principles across mobile element families.

If the sequence or epigenetic architecture of genomic domains is responsible for L1 regulation, we would expect that expressed L1 loci would be enriched in the vicinity of expressed genes that might result in the overall domain being more active. The fraction of expressed L1 loci found in genes is quite variable among organs (10–63%, Figure 5A). We observed that 28% of expressed L1 loci in testis occurred within a gene (Figure 5A) and of the genes containing an expressed L1 locus in testis, all, but one gene, are expressed (Figure 5B). Further analysis determined that expression levels of these L1 loci did not correlate with the levels of expression of the respective gene (Pearson correlation, *r* = 0.1030, Figure 5B). Our findings suggest that although the open chromatin state of a genomic region may catalyze expression of select L1 loci, it is not the only feature that defines their expression, or level of expression. It is likely that those expressed L1 elements that are present in genomic regions outside of expressed genes are also in more favorable chromatin domains compared to L1 loci that are not expressed. Our findings raise questions of why many other L1 loci that are present in expressed genes remain transcriptionally inert and why the proportion of expressed L1 loci present in genes varies significantly between organs (Figure 5). So far, all of our findings regarding L1 mRNA expression patterns *in vivo* and in cell lines (4,33–35) are most consistent with mobile elements being influenced by the cell-specific epigenetic patterns in the regions of the genome in which they find themselves.

Although similarities in L1 mRNA expression between organs of the same type are not surprising based on previous findings (4,33,34), it is worth considering the multiple cell types that make up each organ and how the different cell types are coordinated to produce consistent patterns of L1 mRNA expression at the organ level. For instance, either the most abundant cell type or the cell type with the highest level of L1 expression are likely to dominate the observed pattern. Developing appropriate custom tools for analysis of L1 mRNA expression at a single-locus resolution in individual cells will be the next and final level of an in-depth understanding of L1 transcriptome diversity and its contribution to somatic and germline retrotransposition in individual cells. Such studies would be of interest because it has been reported that only a subset of human neurons harbors a *de novo* somatic integration event (101,102). However, it is not known whether this rate of somatic mobilization results from permissive L1 expression in a few neurons or whether all cells express L1 mRNA and the rare integration events are an indicator of efficient suppression at the integration steps of the L1 replication cycle.

The ability to monitor changes in both the levels of L1 mRNA expression and numbers of expressed L1 loci allowed us to discover unique and dynamic variations that occur with age in different organs. We found that L1 mRNA expression and the number of L1 loci expressed can change independently with age (Figure 4, Supplementary Figure S6). Testes and male livers exhibited significant increases in the number of expressed L1 loci at both 7.6-months-old and 22.3-months-old (Figure 4, Supplementary Figure S6). While we do not yet understand the mechanism(s) underlying this complicated behavior, we have identified several key pathways that are upregulated in the testes of the 7.6 months-old mice that may be relevant. We see upregulation of basal transcription factor pathways (Figure 6 and Supplementary Figure S10) that might help more L1 loci express. In addition, upregulation of the RNA degradation pathway could explain why higher numbers of expressed loci do not lead to higher overall expression (Figures 6 and 7). Our data suggest that changes in patterns of L1 mRNA expression with age is complex and is a sum of genomic transcriptional environment changes influencing L1 loci, as well as pathway changes in various cell types that may synergize or antagonize one another relative to L1 locus expression. Our findings contrast with previous RT-PCR-based studies (92,93), which did not discriminate between L1 mRNA and passively transcribed L1 segments and did not provide locus-specific resolution (33,34). As a result, their findings are consistent with our analysis of background L1 sequences that are masking the signal from authentic L1 mRNA (Figure 3B, Supplementary Figure S5). The hypothesis that L1 mRNA expression increases with age has been discussed for decades (3,4,93,103–106). However, technical limitations associated with detection of repetitive sequences and low levels of endogenous L1 mRNA expression hindered progress in addressing it experimentally. Therefore, our findings provide the first rigorous experimental evidence that age-related changes in L1 mRNA expression are not uniform, rather L1 expression levels and profiles change with age in an organ- and sex-specific manner (Figure 4, Supplementary Figures S6 and S7). Our findings set the stage for future studies to understand whether the observed patterns of L1 expression are a cause or an effect of age-related changes within an organ or organism.

In addition to differences between organs and ages, we found that the levels and patterns of expressed L1 loci exhibited sex-specific differences. Male and female mice shared significantly more expressed L1 loci with their respective sex, compared to the L1 loci shared with the opposite sex (Supplementary Table S3). The number of expressed L1 loci shared between sexes changed with age, with the youngest age groups sharing the fewest number between sexes and significantly more expressed L1 loci shared between the 7.6–8.7-months and 12.8–16.5-months age groups (Supplementary Table S3). Even though the number of L1 loci shared between sexes increase with age from 2 L1 loci shared at 1.9–3.6-months to 21 L1 loci shared at 12.8–16.5-months, overall the two sexes share no more than 7% of expressed L1 loci across different age groups (Supplementary Table S3). We also compared L1 mRNA expression in equivalent organs, lungs and brains, between the two sexes. By comparing male lungs and brains with female lungs and brains within two different age groups, we found that male and female lungs shared 8–14% of expressed L1 loci and male and female brains shared 19–21% of expressed L1 loci (Figure 3C, Supplementary Table S3). Organ-specific comparative analysis revealed that significantly fewer L1 loci are shared between equivalent male and female organs, compared to the number of L1 loci shared amongst only female lungs or only male organs (Supplementary Table S3). In biological terms of L1 loci expression this means that lungs and brains collected from males or females are generally more similar to one another than to lungs and brains collected from the opposite sex.

Focusing only on reproductive organs, male testes share 85% of expressed L1 loci while ovaries and uteri share only 15% and 10% of expressed L1 loci, respectively (Figure 2). We considered that a significant difference in the number and levels of expressed L1 loci between these organs (409 loci in testis, 34 loci in ovary, 28 loci in uterus) could be contributing to this discrepancy (Figure 2 and Supplementary Table S3). However, this is likely not the case because male livers, brains, and lungs also express a low number and levels of L1 loci, yet they share 71%, 65%, and 52% of expressed L1 loci, respectively (Figure 2A). We consider that the variability within female organs could potentially be due to asynchronicity of the estrus cycle between female mice. Quantification of genes differentially expressed during the estrus cycle revealed that the female mice used in this study are in different stages of the estrus cycle (Figure 2, Supplementary Figure S8). Although this finding alone is inconclusive due to the limited number of animals analyzed in this study, it is intriguing to consider that changes in the transcriptional landscape due to hormonal fluctuations during estrus cycle may influence L1 mRNA expression in female reproductive organs as well as expression of a different subset of L1 loci compared to male reproductive organs. High levels of similarity of expressed L1 loci between male organs is true for both mice and rats with rat testes sharing 44% of expressed L1 loci, livers sharing 33%, brains sharing 60% and lungs sharing 60% (Figures 2A and 8C). This likeness between mice and rats suggests that their L1s respond to similar regulatory mechanisms even though mouse and rat L1 elements evolved different promoter sequences and L1 loci are present in different locations in their respective host genomes (107,108). Further speculation on this topic leads to thoughts of (i) whether L1 mRNA expression is sensitive to hormones primarily expressed in females, such as estrogen, and not as sensitive to hormones primarily expressed in males, such as testosterone, (ii) whether estrogen or testosterone have a suppressive effects on L1 expression, and (iii) whether this effect is unique to the mouse L1. A previous study has suggested that genes involved in estrogen signaling are also part of the LINE-1 regulatory network (109). These differences in L1 mRNA expression between reproductive and non-reproductive organs in males and females strongly support that there are both genetic and environmental triggers altering L1 mRNA expression patterns. They underscore the need to understand the underlying mechanisms governing this sexual dimorphism in L1 mRNA expression and assessment of the potential for adverse impact of these sex-specific differences in L1 expression on normal physiological processes and risk of developing diseases.

Overall, we found that expression of individual L1 loci in rodents is strikingly organ specific, with a strong level of sex specificity, establishing the first atlas of endogenous L1 mRNA expression in male and female mice. In addition, there are distinct patterns of increased heterogeneity in expression at different ages in different organs. Our cross organ, sex, and age comparisons establish a baseline of endogenous L1 mRNA expression under normal conditions that can be utilized to understand the potential of these elements to create differential DNA damage in different tissues with age or environmental exposures. Our findings set the stage for identifying mechanisms that permit expression of some but not other L1 loci and mechanisms that govern sexual dimorphism in L1 mRNA expression. These studies also permit comparative exploration of L1 mRNA expression patterns in other L1-harboring organisms to understand the roots of its evolutionary conservation or diversity.

## DATA AVAILABILITY

The raw data files and analysis files for RNA-seq in this manuscript are available through GEO: GSE158831. The aligned RNA-seq files are available through the following UCSC genome browser links: mm10, http://genome.ucsc.edu/cgi-bin/hgTracks?db=mm10&lastVirtModeType=default&lastVirtModeExtraState=&virtModeType=default&virtMode=0&nonVirtPosition=&position=chr12%3A56694976%2D56714605&hgsid=1015816353_RetTob8ARYR2ZUoUuEvAidjg9sZH and rn6, http://genome.ucsc.edu/cgi-bin/hgTracks?db=rn6&lastVirtModeType=default&lastVirtModeExtraState=&virtModeType=default&virtMode=0&nonVirtPosition=&position=chr1%3A80608553%2D80639261&hgsid=1015816387_WqXYk74yEffaVVS0vEHi5DAjFxPO.

## Supplementary Material

gkab369_Supplemental_Files Click here for additional data file.

# Supplementary material for: Organ-, sex- and age-dependent patterns of endogenous L1 mRNA expression at a single locus resolution
**Source:** Nucleic Acids Res. 2021 May 22;49(10):5813–31. doi: 10.1093/nar/gkab369
**Supplement:** gkab369_Supplemental_Files

## Supplemental Figure 1

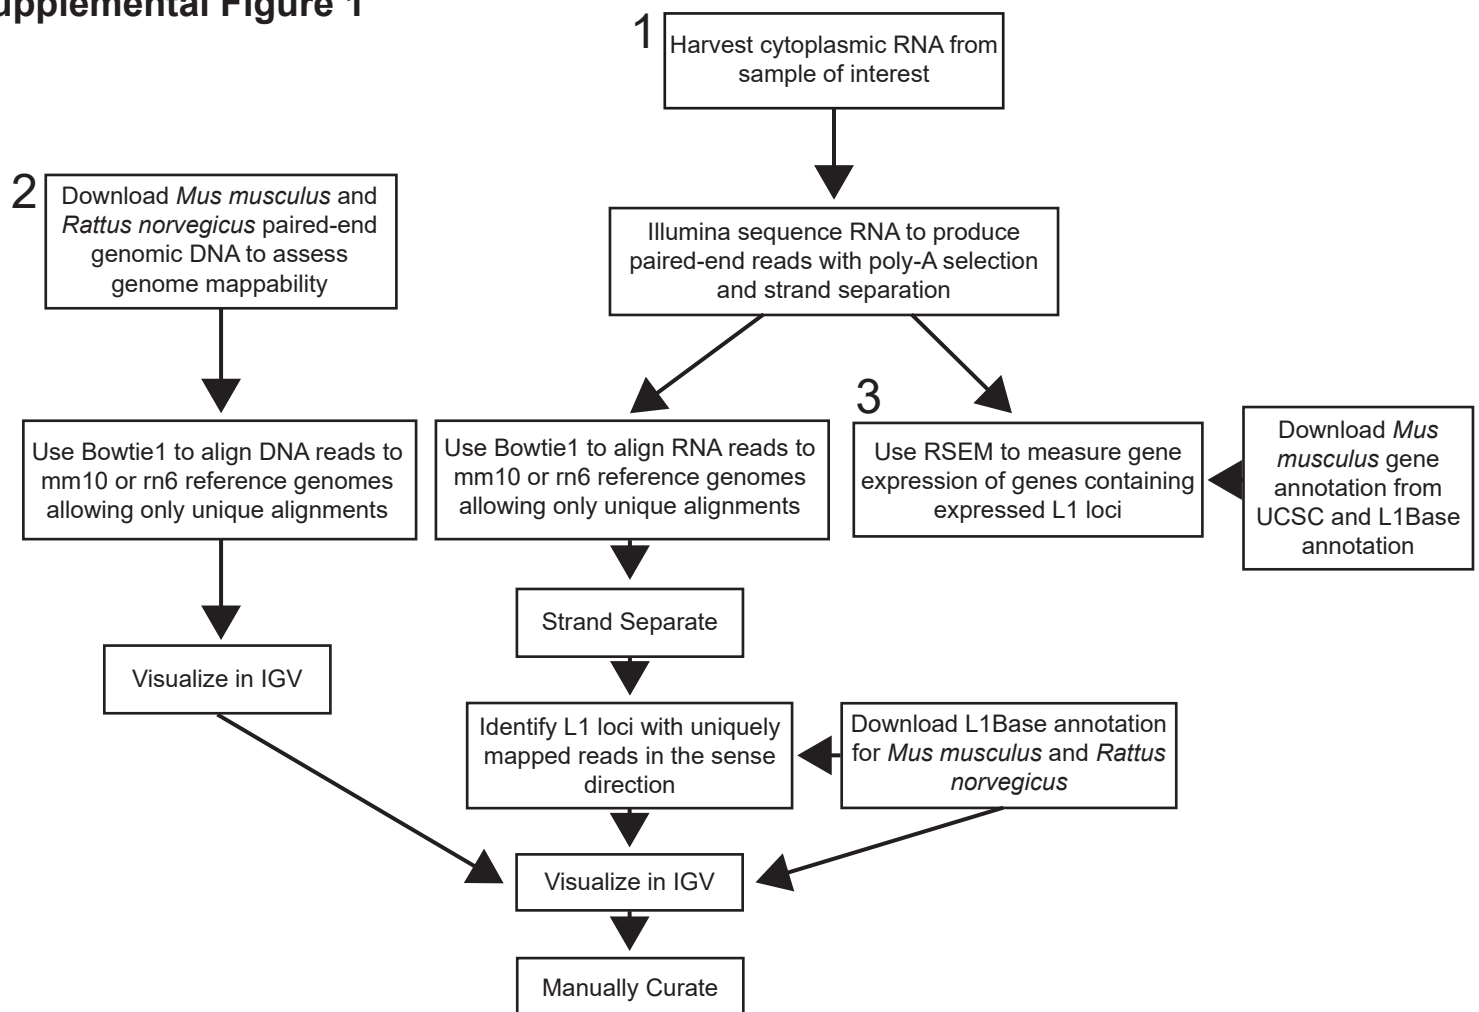

### Supplemental Figure 1. Schematic describing steps for identifying L1 expression at the locus specific

**level.** (1) Cytoplasmic RNA is harvested from the sample of interest and paired-end sequenced with poly-A selection and strand separation. Bowtie1 is used to align RNA-seq reads to the appropriate reference genome, allowing only unique alignments to be reported. Alignments are strand separated and visually validated as authentic L1 expression in IGV using a list of annotated L1 loci from L1Base and mappability of the appropriate genome derived from whole genome sequencing. (2) To obtain genome mappability, whole genome sequencing is downloaded for the appropriate species and aligned using Bowtie1 and the same parameters as used for the RNA-seq alignment. The mappability is then imported in IGV to be used while validating L1 expression. (3) RNA-seq reads may be analyzed using RSEM to determine expression levels of all genes. From the RSEM analysis, genes that contain L1 loci are extracted.

## Supplemental Figure 2

**A**

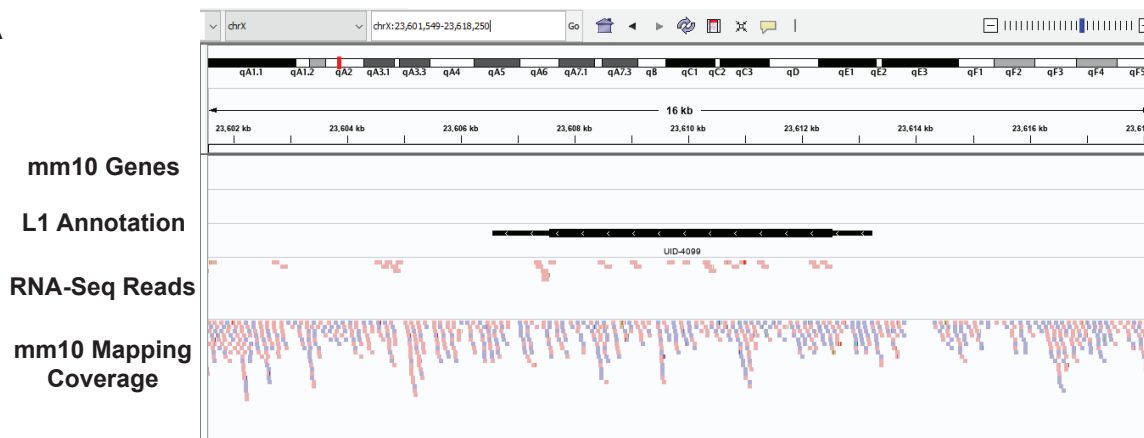

**B**

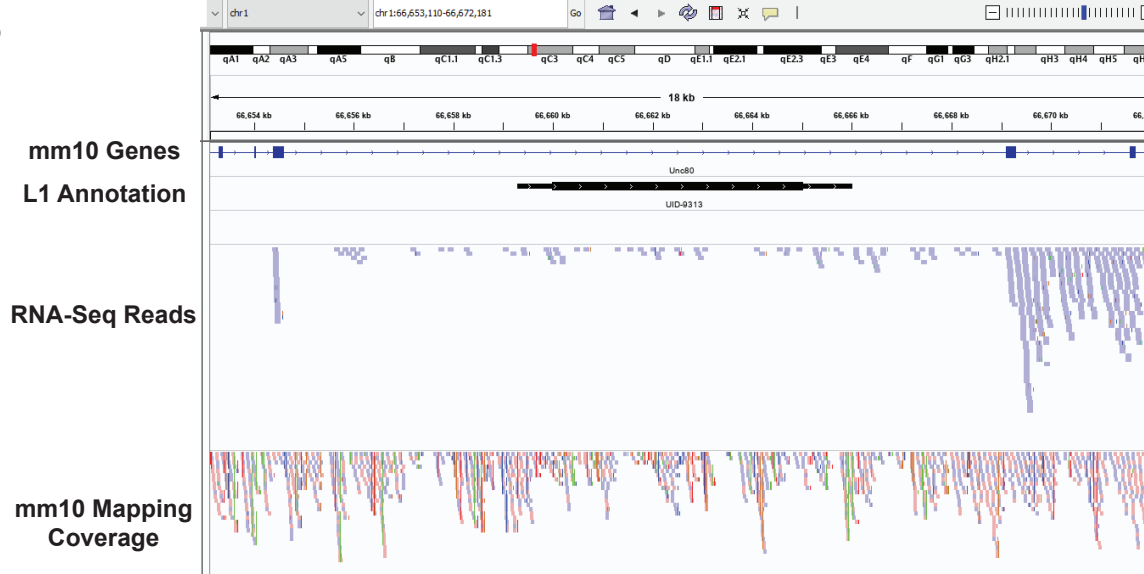

**C**

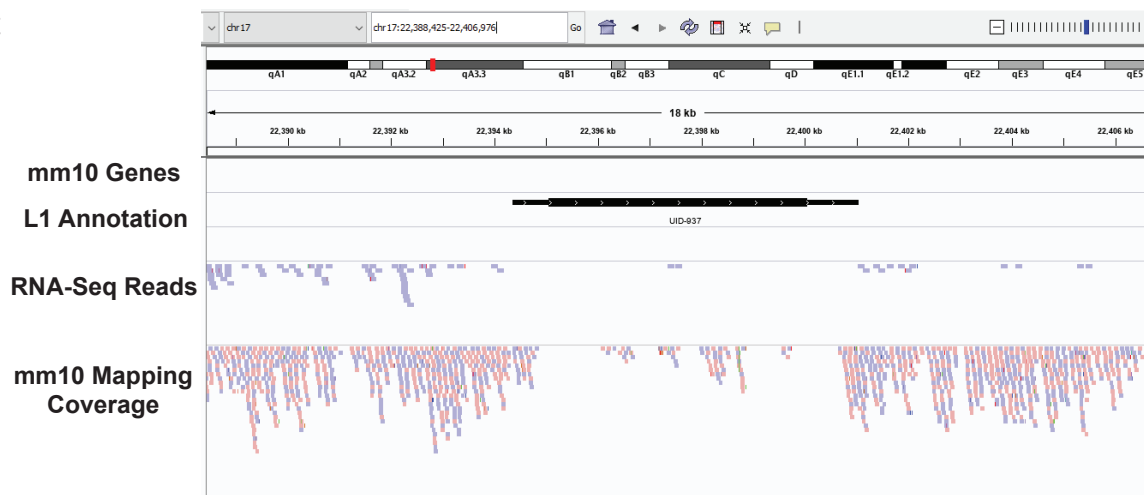

**Supplemental Figure 2. Examples of manual curation of L1 loci in the Integrative Genomics Viewer (IGV).** Top to bottom rows in each image: chromosome coordinates, chromosome with the position of the displayed region indicated by a red rectangle, mm10 genes, L1 annotation of full-length mm10 L1s from L1Base (thick line indicates open reading frame), paired-end RNA sequencing reads (blue for mRNA facing right and red for facing left), and mappability coverage of the mm10 genome. **(A)** An example of an authentically expressed L1 locus. UID-4099 is authentically expressed because it does not occur in a gene, does not have reads upstream of the L1 promoter, contains at least 10 reads in the same orientation as the L1 and spans a region of high mappability in the mm10 genome. **(B)** An example of an L1 locus rejected by manual curation as authentically expressed. UID-9313 is not authentically expressed because it occurs within a gene of the same orientation and many reads occur upstream of the L1 promoter, suggesting the expression originates from the gene (Unc80) mRNA. **(C)** An example of an L1 locus rejected by manual curation as authentically expressed. UID-937 is also judged as not expressed from the L1 promoter because reads occur directly upstream of the L1 promoter and very few reads occur within the L1 body and do not correlate with the mappability of this genomic region.

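UID-4099, on chromosome X of mm10 from 23607560 to 23612540 on the minus strand, lies in no annotated gene. It was called in all 3 brains of 7.6 mo males, with a mean FPKM of 0.128 ± 0.0414 (SD, n = 3) and 16 to 44 reads, and in every ovary, uterus, brain and lung of 8-8.7 mo females. Its mean FPKM in those female brains was 0.108 ± 0.0397 (SD, n = 4), and its reads covered a fraction of 0.307 of the window.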

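UID-9313 is located on chromosome 1 of mm10 from 66659984 to 66665023 on the plus strand, in an intron of Unc80 on the same strand. It was called in no library of 7.6 mo males or 8-8.7 mo females, although it had 15 to 59 reads in each male brain (mean FPKM 0.141 ± 0.0756, SD, n = 3) and 15 to 77 in each female brain (0.212 ± 0.134, SD, n = 4). No read was counted at UID-9313 in testes, livers, ovaries, uteri or lungs of these mice.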

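UID-937, on chromosome 17 of mm10 from 22395053 to 22400049 on the plus strand and outside annotated genes, was called in no organ of 7.6 mo males or 8-8.7 mo females. Its mean FPKM in ovaries was 0.0325 ± 0.0161 (SD, n = 4) on 2 to 10 reads, and its reads covered a fraction of 0.127 of the window there. In male brains it had 0 to 9 reads and in testes 0 to 8.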

## Supplemental Figure 3

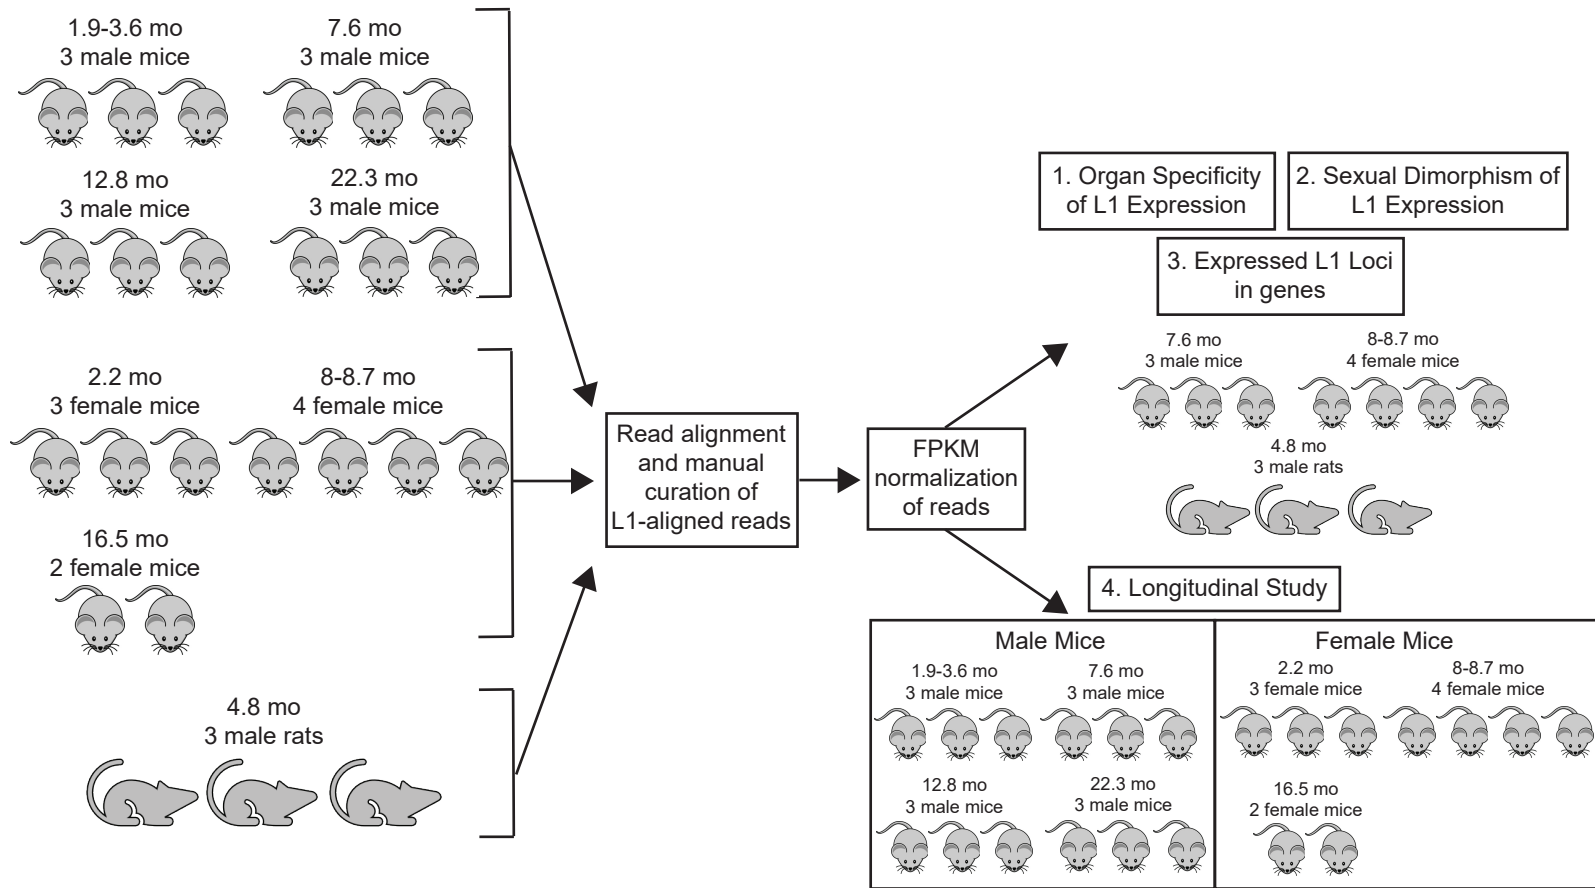

### Supplemental Figure 3. Schematic of sample groups and the inclusion of groups in downstream analysis.

Organs from 12 male mice, 9 female mice, and 3 male rats were used in this study. Cytoplasmic RNA was harvested from animal organs, sequenced, and aligned to either the mm10 or rn6 genome. L1 mRNA expression was validated using IGV. The numbers aligning to authentically expressed L1 loci were FPKM normalized. 7.6mo male mice, 8-8.7mo female mice, and 4.8mo male rats were used to determine the organ specificity of L1 expression. 7.6mo male mice and 8-8.7mo female mice were used to analyze sexual dimorphism of L1 expression and evaluate expression of L1 loci that occur within genes. Both male and female mice and all mouse age groups were used in the longitudinal study to establish age-specific patterns of L1 expression.

Supplemental Figure 4

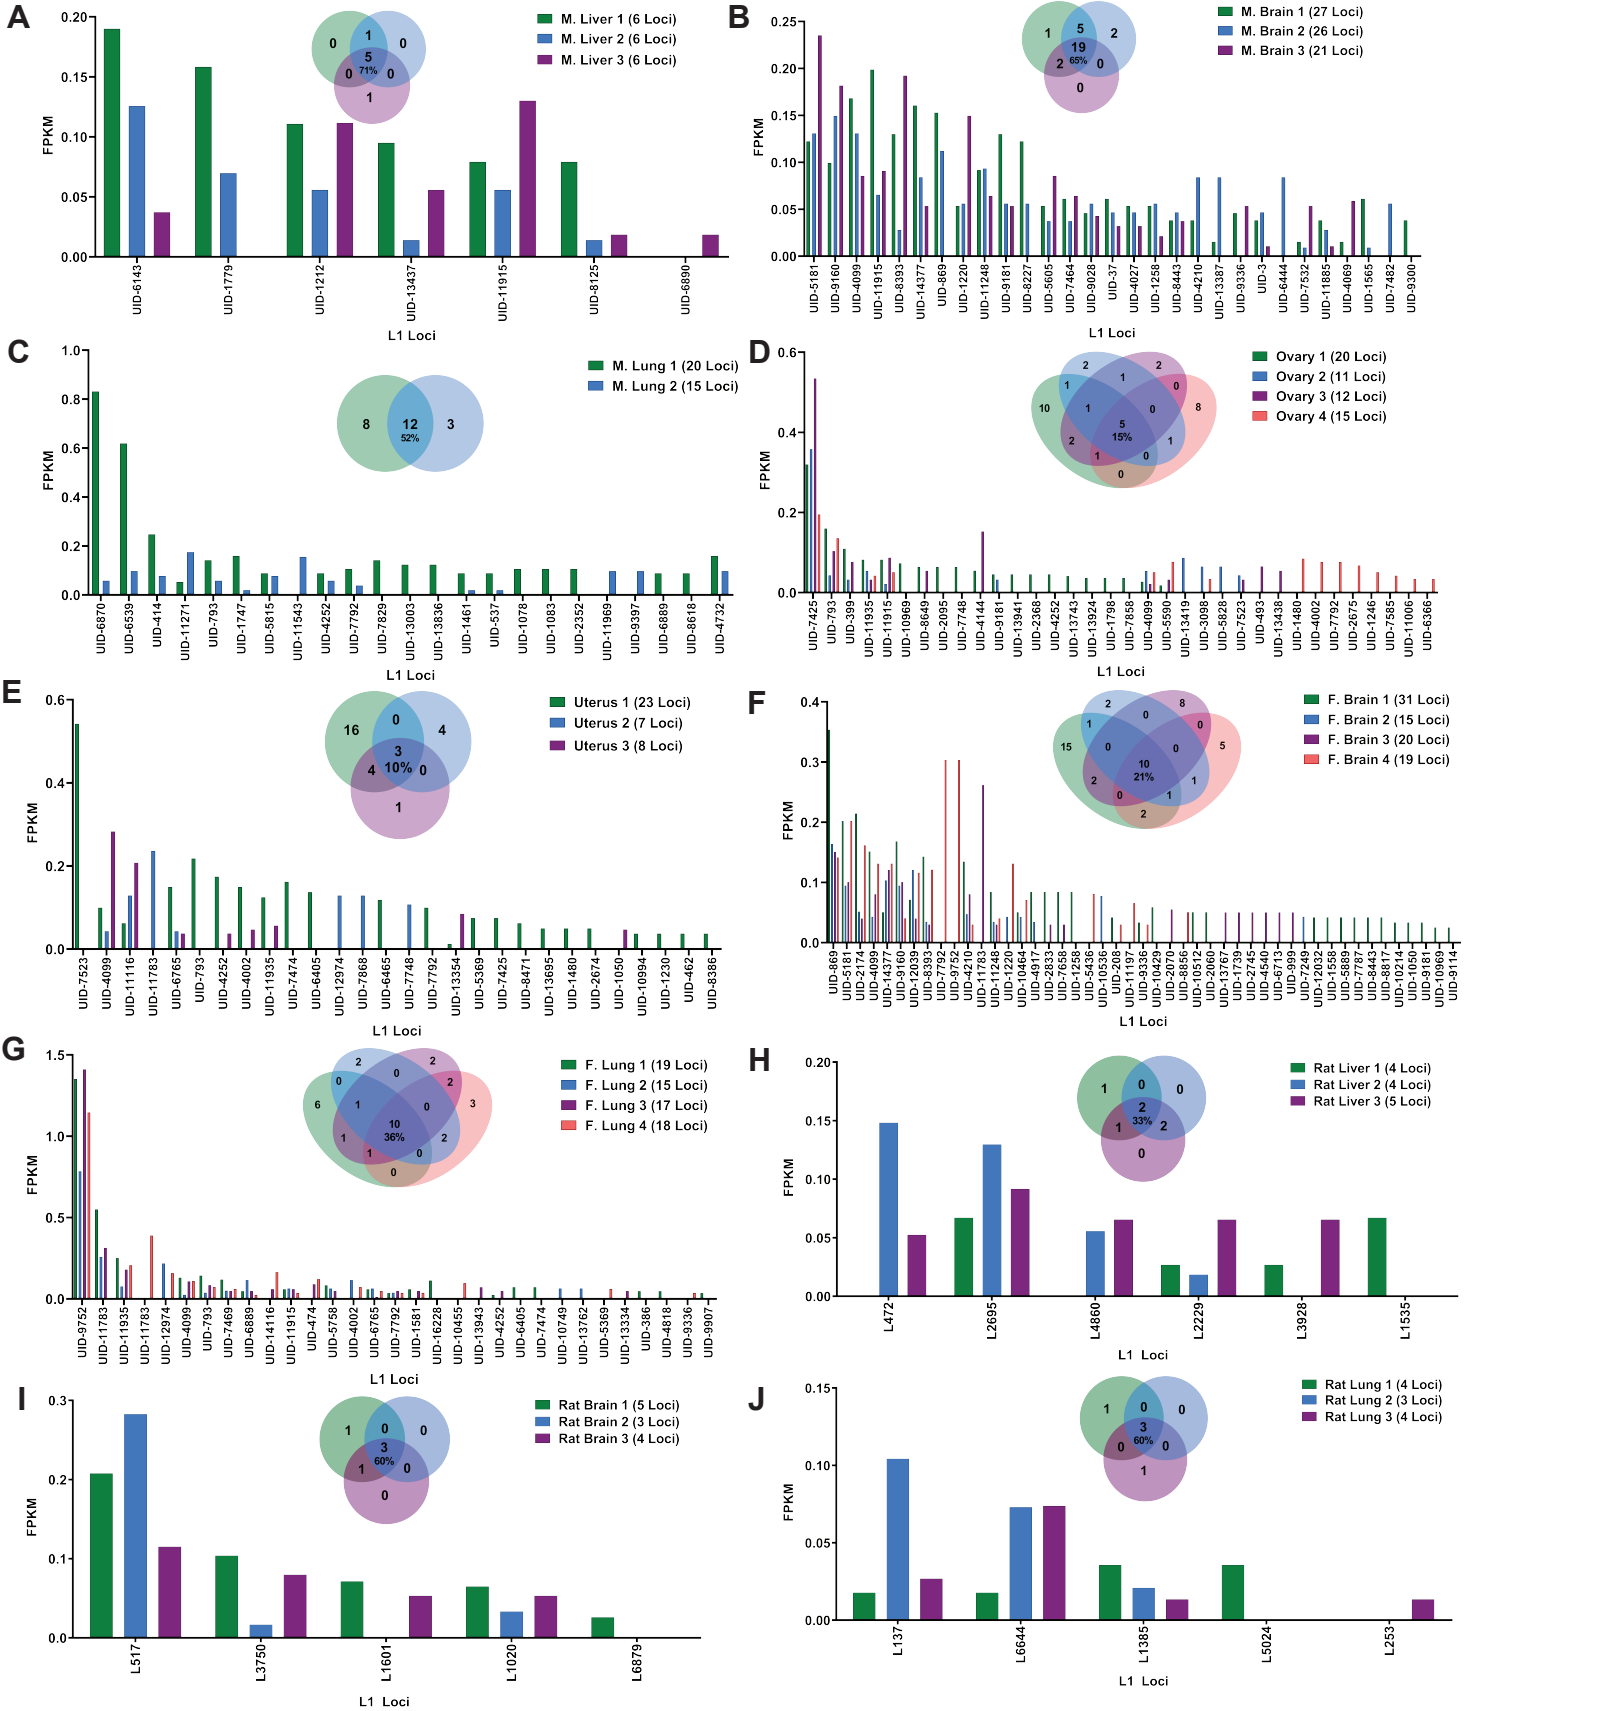

**Supplemental Figure 4. Analysis of expressed L1 loci for male mouse samples, female mouse samples, and male rat samples.** (A) A bar graph of mRNA expression levels from L1 loci identified to be expressed in livers dissected from three male mice 7.6 mo and a corresponding Venn diagram showing overlap between liver samples collected from these mice. (B) A bar graph of L1 mRNA expression levels from loci in three male mouse brains 7.6 mo and corresponding Venn diagram measuring overlap between 7.6 mo male brain samples. (C) A bar graph of L1 mRNA expression levels from loci in two male mouse lungs 7.6 mo and corresponding Venn diagram measuring overlap between 7.6 mo male lung samples. (D) A bar graph of L1 mRNA expression levels from loci in four mouse ovaries 8-8.6 mo and corresponding Venn diagram measuring overlap between 8-8.6 mo ovary samples. (E) A bar graph of L1 mRNA expression levels from loci in three mouse uteri 8-8.6 mo and corresponding Venn diagram measuring overlap between 8-8.6 mo uterus samples. (F) A bar graph of L1 mRNA expression levels from loci in four female mouse brains 8-8.6 mo and corresponding Venn diagram measuring overlap between 8-8.6 mo female brain samples. (G) A bar graph of L1 mRNA expression levels from loci in four female mouse lungs 8-8.6 mo and corresponding Venn diagram measuring overlap between 8-8.6-month female lung samples. (H) A bar graph of L1 mRNA expression levels from loci in three male rat livers 4.8 mo and corresponding Venn diagram measuring overlap between 4.8 mo rat liver samples. (I) A bar graph of L1 mRNA expression levels from loci in three male rat brains 4.8 mo and corresponding Venn diagram measuring overlap between 4.8 mo rat brain samples. (J) A bar graph of L1 mRNA expression levels from loci in male rat lungs 4.8 mo and corresponding Venn diagram measuring overlap between 4.8 mo rat lung samples.

Supplemental Figure 5

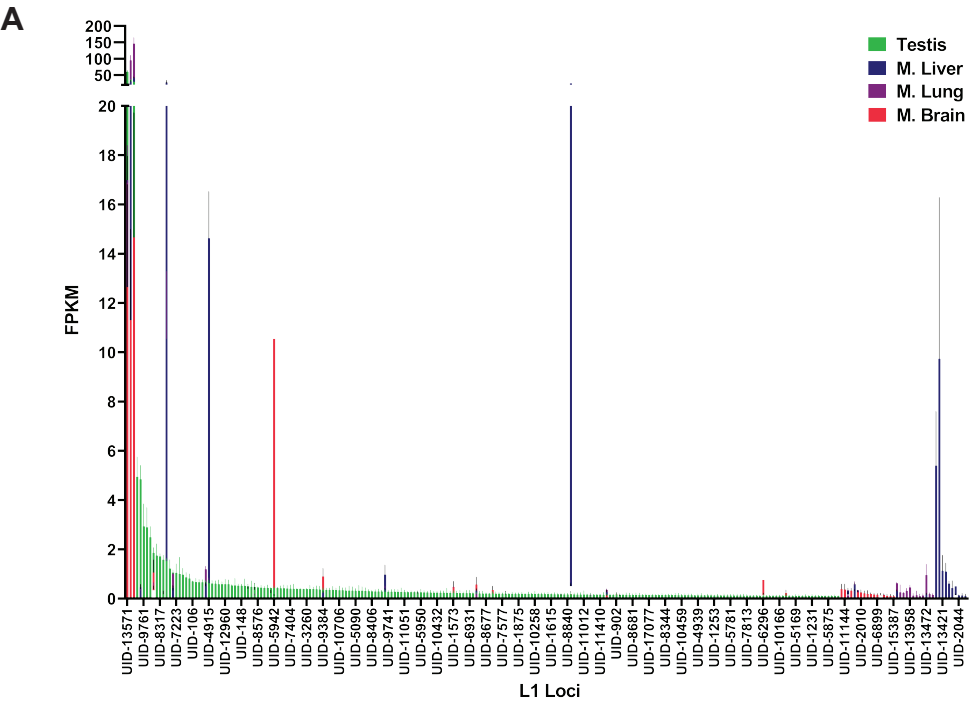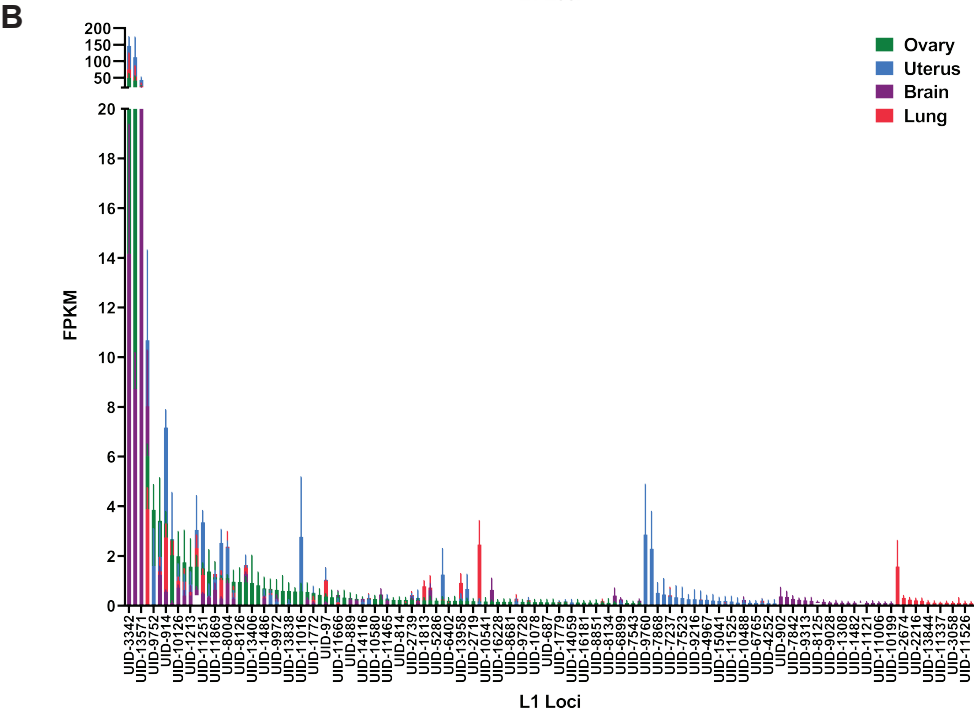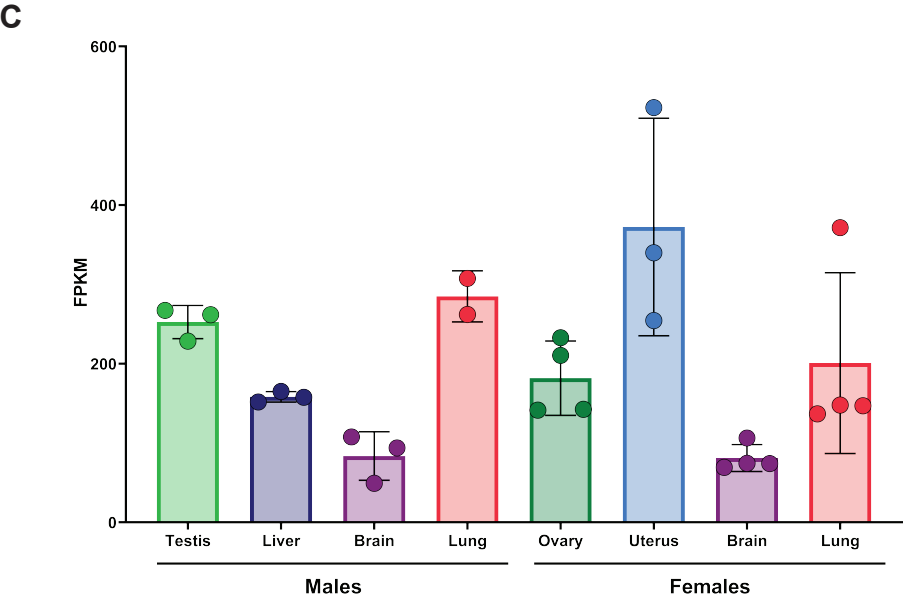

**Supplemental Figure 5. Quantification of background L1 sequences detected in this study as reads mapping to L1 loci that are not authentically expressed, i.e. L1 sequences that are incorporated in cellular mRNA during cellular gene transcription. (A)** Background L1 sequences present in transcription identified in male mouse organs. Sequence levels measured by FPKM. Error bars represent standard deviation produced by averaging L1 sequence levels across each set of samples. **(B)** Background L1 expression levels in female mouse organs. Background expression levels measured by FPKM. Bars represent standard deviation produced by averaging background expression levels across each set of organ samples. **(C)** Total background L1 expression levels for all male mouse organs and all female mouse organs with standard deviation error bars. Note that all samples had much higher background expression than the L1 mRNA expression in Figure 3B.

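The loci with the most background reads had these covering a small part of the counting window. In 7.6 mo livers, UID-6793 had a mean FPKM of 50.3 ± 3.90 (SD, n = 3) with a covered fraction of 0.0548, and UID-5687 had 45.96 ± 2.44 (SD, n = 3) with 0.0985. By contrast, UID-4915 on chromosome 18, chosen after its values were seen, which overlaps an exon of F830016B08Rik on the same strand, had 24.2 ± 3.65 (SD, n = 3) in livers with a covered fraction of 0.996.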

Supplemental Figure 6

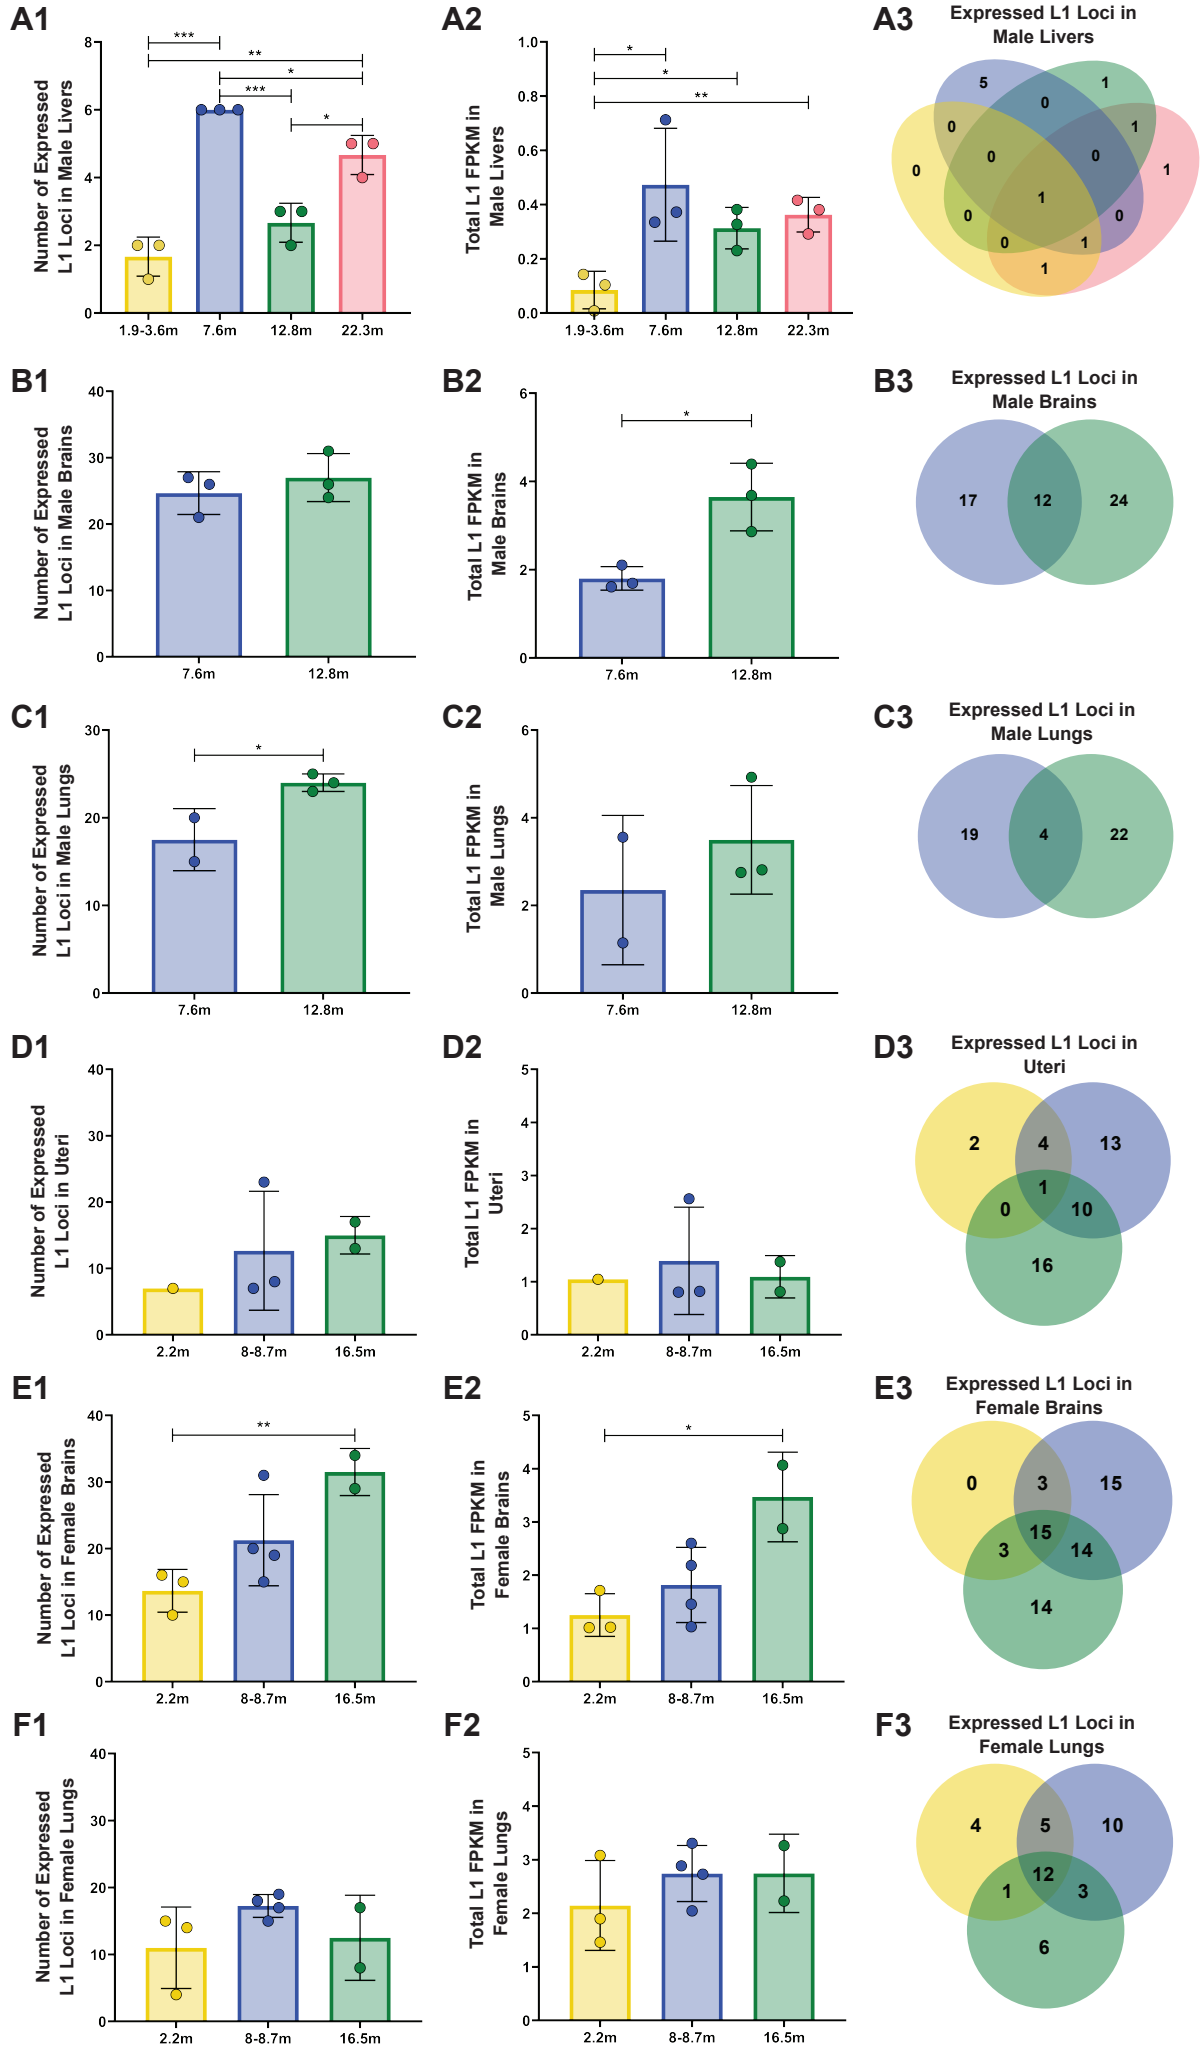

**Supplemental Figure 6. Analysis of L1 mRNA expression across different ages for male and female mouse organs.** (A) L1 mRNA expression in male livers. (A1) Average number of L1 loci expressed in livers collected from males at 1.9-3.6 mo, 7.6-months, 12.8 mo, and 22.3 mo (*t*-test, \*\*\*  $\leq 0.005$ , \*\*  $\leq 0.01$ , \*  $\leq 0.05$ ). (A2) Total L1 mRNA expression at different ages for male livers. The sum of all expressed L1 loci were taken for samples across the indicated age groups in male livers (*t*-test, \*\*  $\leq 0.01$ , \*  $\leq 0.05$ ). (A3) A Venn diagram showing the overlap between expressed L1 loci from male livers of different ages. (B) L1 expression in male brains. (B1) Average number of L1 loci expressed at different ages for male brains. Numbers of expressed L1 loci were counted for male brains 7.6 mo and 12.8 mo. (B2) Total L1 expression at different ages for male brains. The sum of all expressed L1 loci were taken for samples across the indicated age groups in male brains (*t*-test, \*  $\leq 0.05$ ). (B3) A Venn diagram showing the overlap between expressed L1 loci from male brains of different ages. (C) L1 expression in male lungs. (C1) Average number of L1 loci expressed at different ages for male lungs. Numbers of expressed L1 loci were counted for male lungs 7.6 mo and 12.8 mo (*t*-test, \*  $\leq 0.05$ ). (C2) Total L1 expression at different ages for male lungs. The sum of all expressed L1 loci were taken for samples across the indicated age groups in male lungs. (C3) A Venn diagram showing the overlap between expressed L1 loci from male lungs of different ages. (D) L1 expression in uteri. (D1) Average number of L1 loci expressed at different ages for uteri. Numbers of expressed L1 loci were counted for uteri 2.2 mo, 8-8.7 mo, and 16.5 mo. (D2) Total L1 expression at different ages for uteri. The sum of all expressed L1 loci were taken for samples across the indicated age groups in uteri. (D3) A Venn diagram showing the overlap between expressed L1 loci from uteri of different ages. (E) L1 expression in female brains. (E1) Average number of L1 loci expressed at different ages for female brains. Numbers of expressed L1 loci were counted for female brains 2.2 mo, 8-8.7 mo, and 16.5 mo (*t*-test, \*\*  $\leq 0.01$ ). (E2) Total L1 expression at different ages for female brains. The sum of all expressed L1 loci were taken for samples across the indicated age groups in female brains (*t*-test, \*  $\leq 0.05$ ). (E3) A Venn diagram showing the overlap between expressed L1 loci from female brains of different ages. (F) L1 expression in female lungs. (F1) Average number of L1 loci expressed at different ages for female lungs. Numbers of expressed L1 loci were counted for female lungs 2.2 mo, 8-8.7 mo, and 16.5 mo. (F2) Total L1 expression at different ages for female lungs. The sum of all expressed L1 loci were taken for samples across the indicated age groups in female lungs. (F3) A Venn diagram showing the overlap between expressed L1 loci from female lungs of different ages.

# Supplemental Figure 7

A1

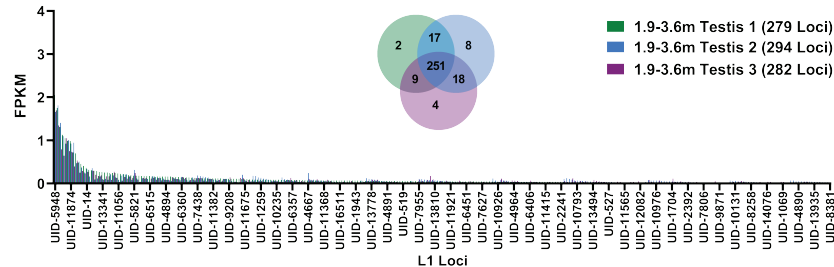

B1

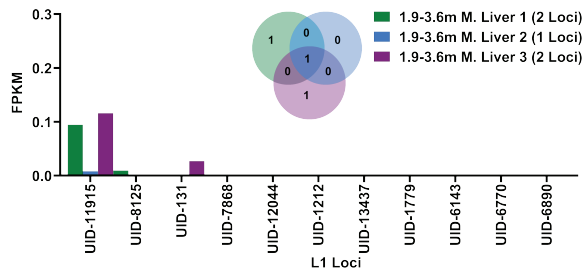

A2

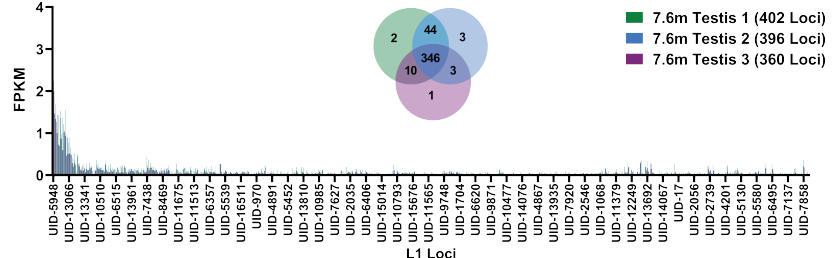

B2

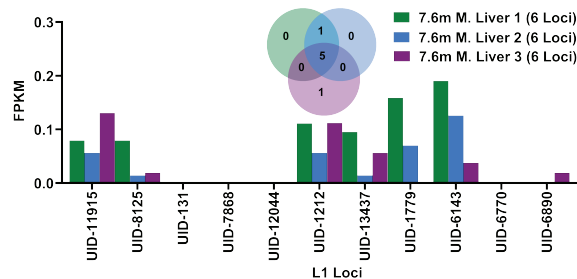

A3

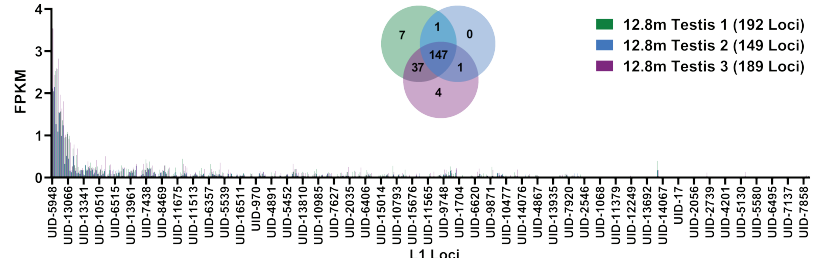

B3

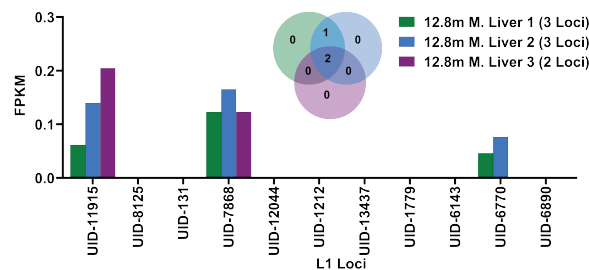

A4

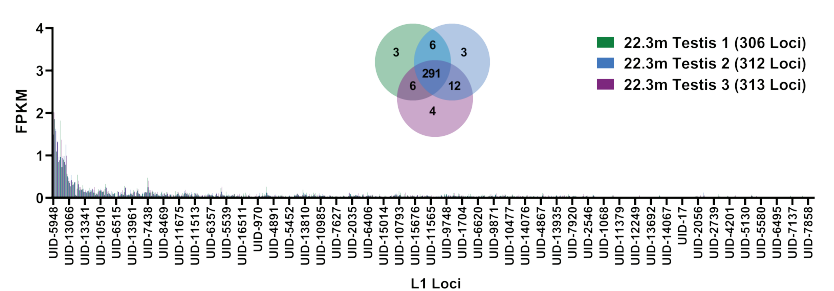

B4

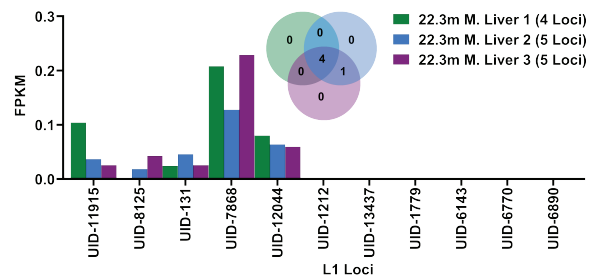

C1

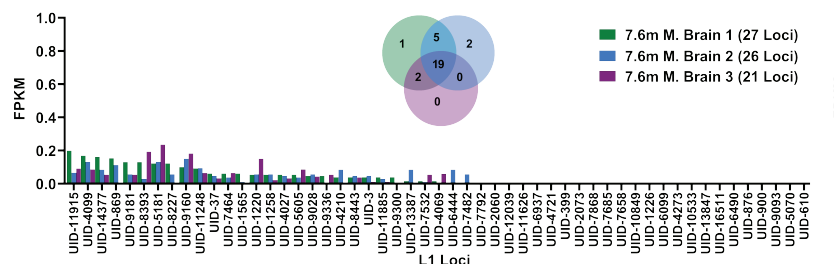

D1

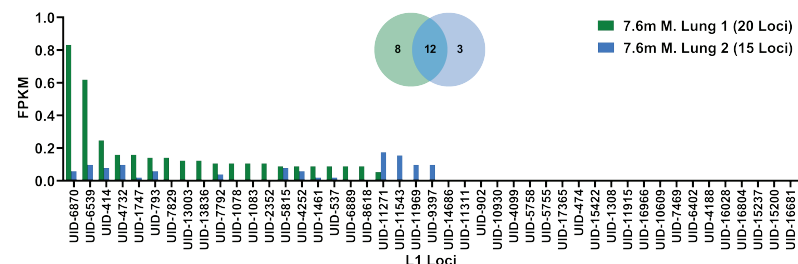

C2

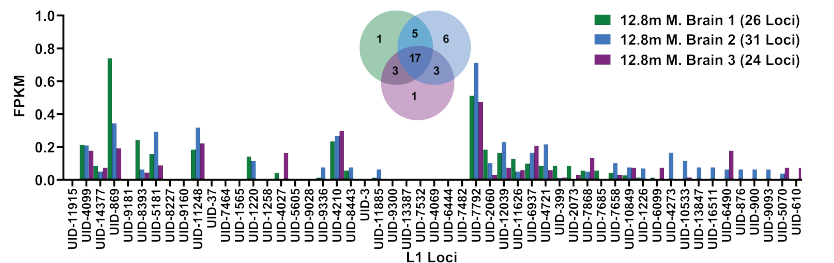

D2

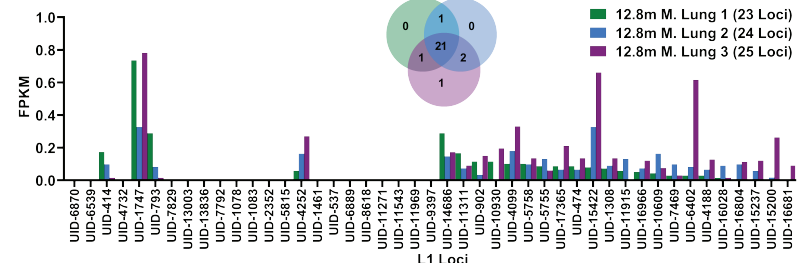

# Supplemental Figure 7 (cont.)

E1

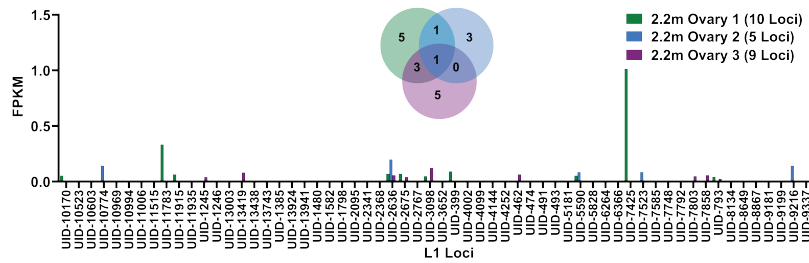

F1

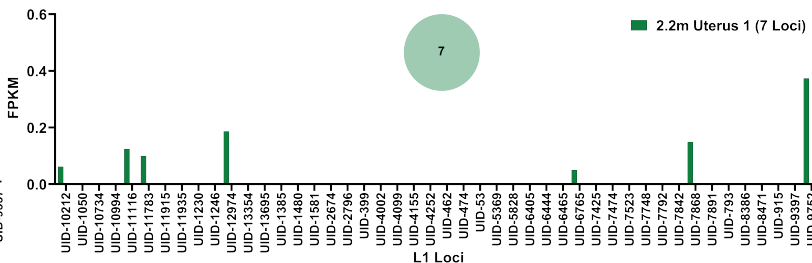

E2

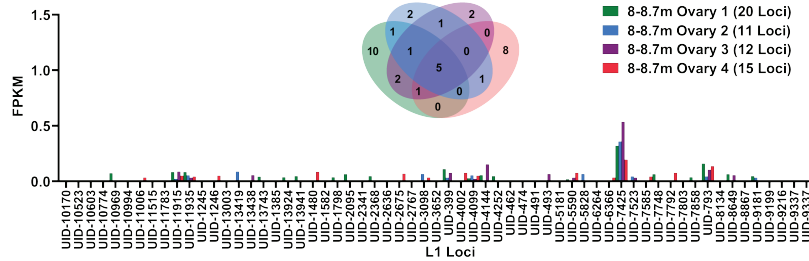

F2

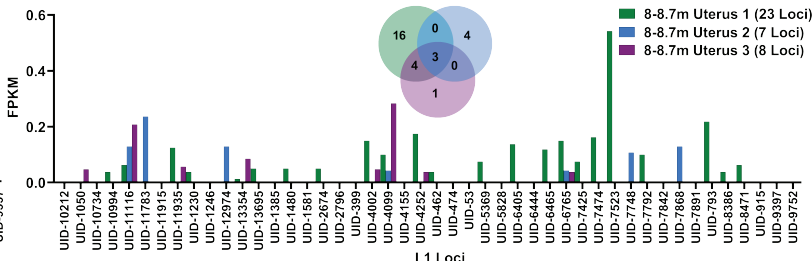

E3

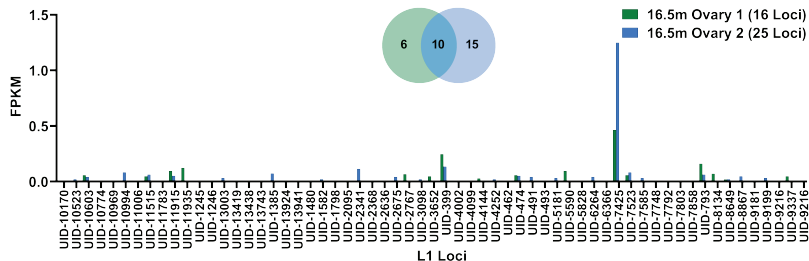

F3

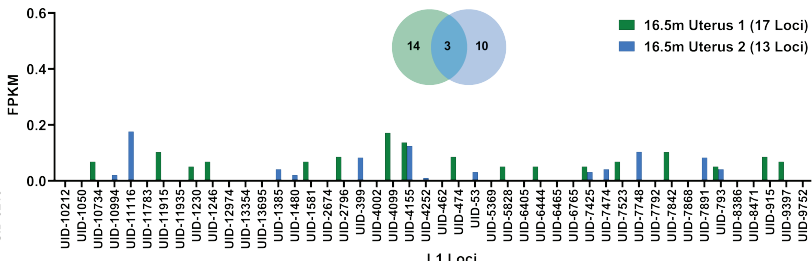

G1

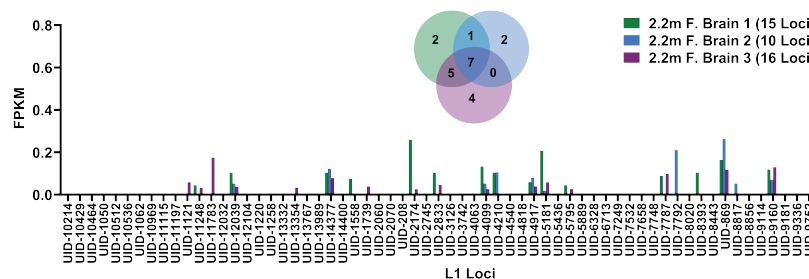

H1

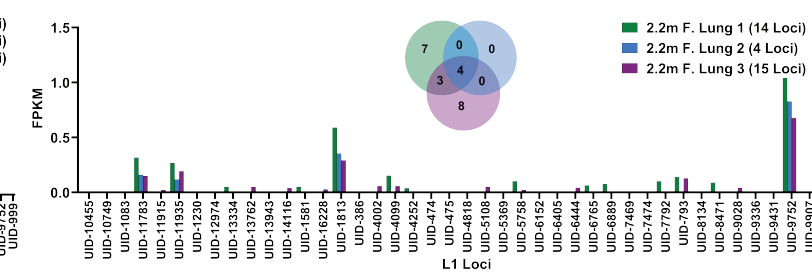

G2

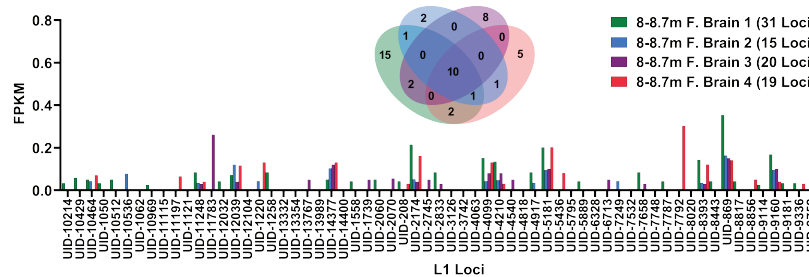

H2

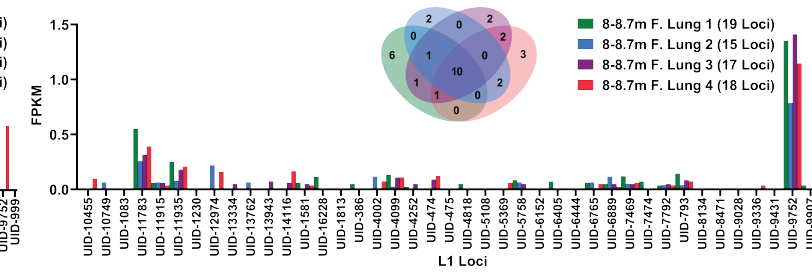

G3

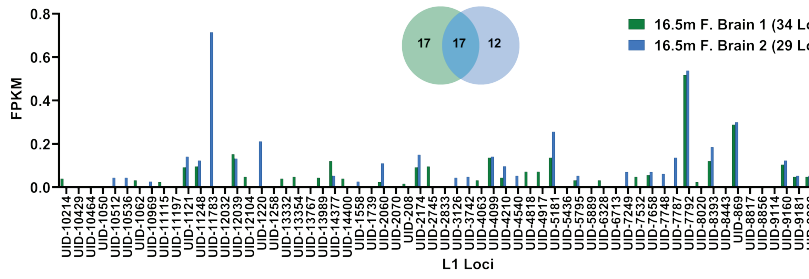

H3

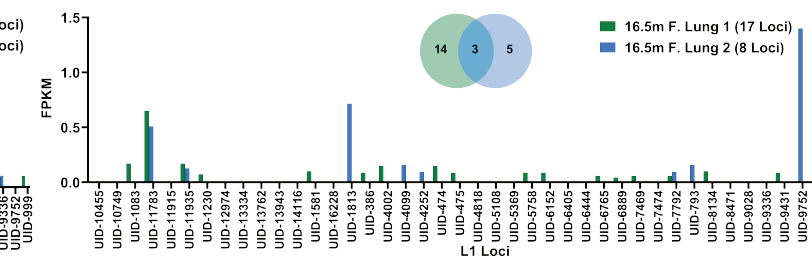

**Supplemental Figure 7. Expression levels at specific L1 loci for each organ and age group.** Each graph shows the FPKM level for each expressed L1 locus and a Venn diagram represents the number of shared expressed L1 loci between samples in each age group. **(A)** L1 mRNA locus-specific expression levels for testes collected from 1.9-3.6 mo mice **(A1)**, L1 mRNA locus-specific expression levels for testes collected from 7.6 mo mice **(A2)**, L1 mRNA locus-specific expression levels for testes collected from 12.8 mo mice **(A3)**, and L1 mRNA locus-specific expression levels for testes collected from 22.3 mo mice **(A4)**. **(B)** L1 mRNA locus-specific expression levels for livers collected from 1.9-3.6 mo male mice **(B1)**, L1 mRNA locus-specific expression levels for livers collected from 7.6 mo male mice **(B2)**, L1 mRNA locus-specific expression levels for livers collected from 12.8 mo male mice **(B3)**, and L1 mRNA locus-specific expression levels for livers collected from 22.3 mo male mice **(B4)**. **(C)** L1 mRNA locus-specific expression levels for brains collected from 7.6 mo male mice **(C1)** and L1 mRNA locus-specific expression levels for brains collected from 12.8 mo male mice **(C2)**. **(D)** L1 mRNA locus-specific expression levels for lungs collected from 7.6 mo male mice **(D1)** and L1 mRNA locus-specific expression levels for lungs collected from 12.8 mo male mice **(D2)**. **(E)** L1 mRNA locus-specific expression levels for ovaries collected from 2.2 mo mice **(E1)**, L1 mRNA locus-specific expression levels for ovaries collected from 8-8.7 mo mice **(E2)**, and L1 mRNA locus-specific expression levels for ovaries collected from 16.5 mo mice **(E3)**. **(F)** L1 mRNA locus-specific expression levels for uteri collected from 2.2 mo mice **(F1)**, L1 mRNA locus-specific expression levels for uteri collected from 8-8.7 mo mice **(F2)**, and L1 mRNA locus-specific expression levels for uteri collected from 16.5 mo mice **(F3)**. **(G)** L1 mRNA locus-specific expression levels for brains collected from 2.2 mo female mice **(G1)**, L1 mRNA locus-specific expression levels for brains collected from 8-8.7 mo female mice **(G2)**, and L1 mRNA locus-specific expression levels for brains collected from 16.5 mo female mice **(G3)**. **(H)** L1 mRNA locus-specific expression levels for lungs collected from 2.2 mo female mice **(H1)**, L1 mRNA locus-specific expression levels for lungs collected from 8-8.7 mo female mice **(H2)**, and L1 mRNA locus-specific expression levels for lungs collected from 16.5 mo female mice.

Supplemental Figure 8

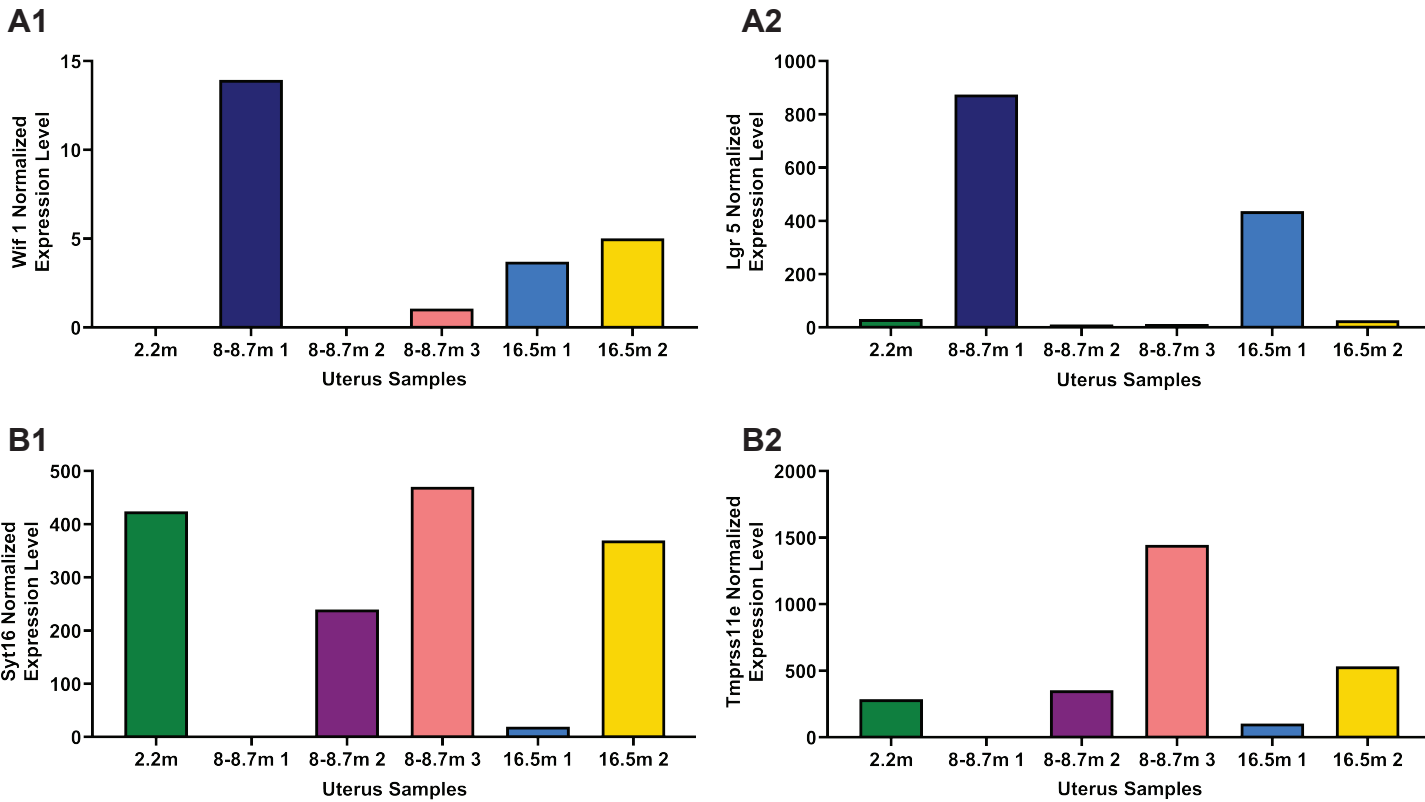

**Supplemental Figure 8. Expression of estrus cycle regulated genes in uterus samples. (A-B)** Expression levels of genes that fluctuate with the estrus/proestrus cycle in different uterus samples. **(A1)** Expression levels for Wif1, a gene expressed in the estrus phase. **(A2)** Expression levels for Lgr5, a gene expressed in the estrus phase. **(B1)** Expression levels for Syt16, a gene expressed in the proestrus phase. **(B2)** Expression levels for Tmprss11e, a gene expressed in the proestrus phase.

Supplemental Figure 9

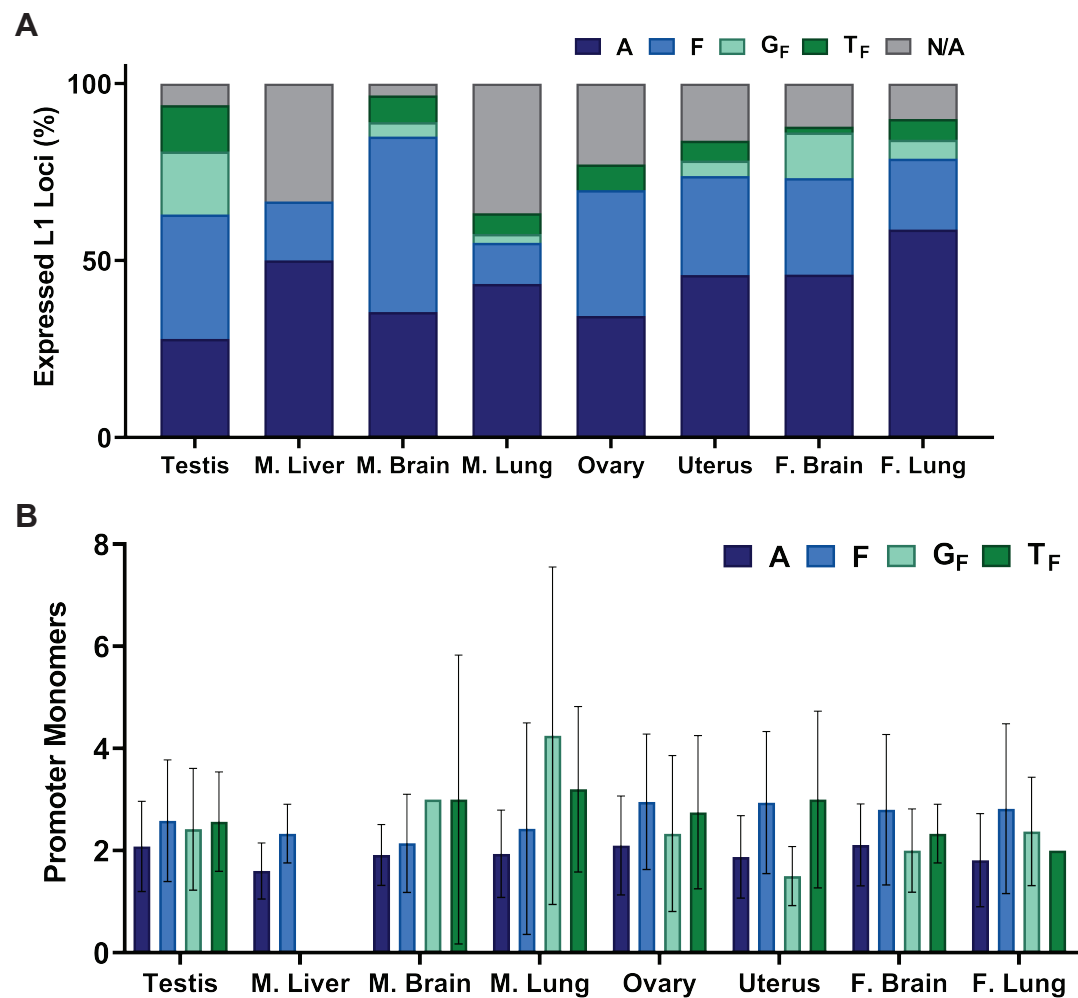

**Supplemental Figure 9. Mouse L1 subfamily distribution of expressed L1 loci and number of monomers in expressed L1 loci promoters.** (A) The percentage of L1 loci belonging to mouse L1 subfamilies (A, F, G<sub>F</sub>, or T<sub>F</sub>) for each organ type is shown. (B) The number of promoter monomers in each expressed L1 locus for each L1 subfamily (A, F, G<sub>F</sub>, or T<sub>F</sub>) is shown per organ. The error bars represent the standard deviation.

Supplemental Figure 10

A1

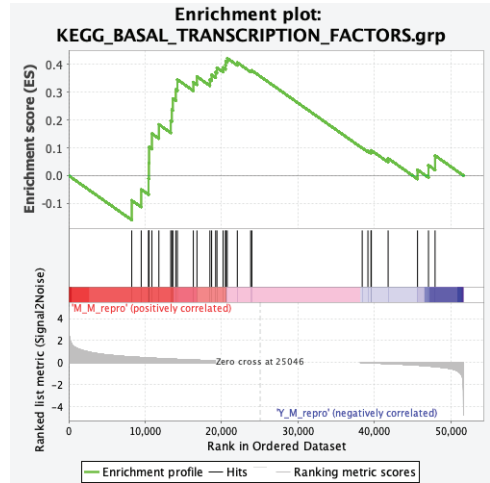

B1

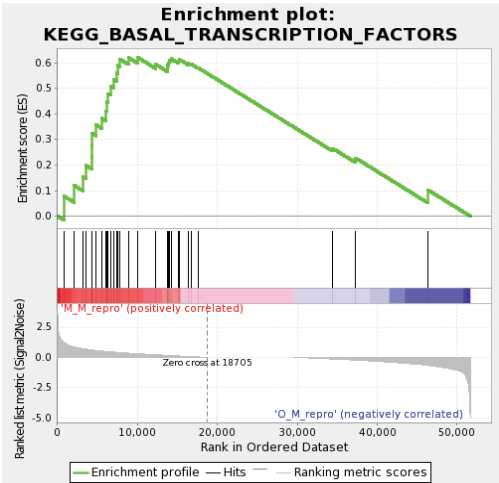

A2

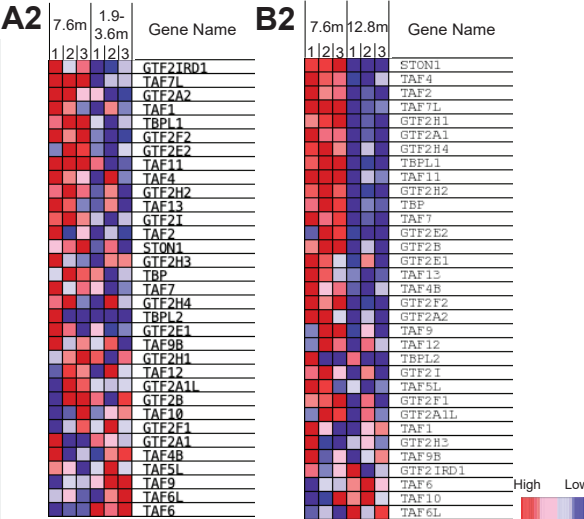

Supplemental Figure 10. Gene set enrichment analysis for basal transcription factors in 7.6 mo testes.

(A1) Basal transcription factors gene set enrichment plot for 7.6 mo testes compared to 1.9-3.6 mo testes. (A2) Heatmaps for genes in the basal transcription factors pathway comparing expression between 7.6 mo and 1.9-3.6mo testes. (B1) Basal transcription factors gene set enrichment plot for 7.6 mo testes compared to 12.8 mo testes. (B2) Heatmaps for genes in the basal transcription factors pathway comparing expression between 7.6 mo and 12.8 mo testes.

Supplemental Figure 11

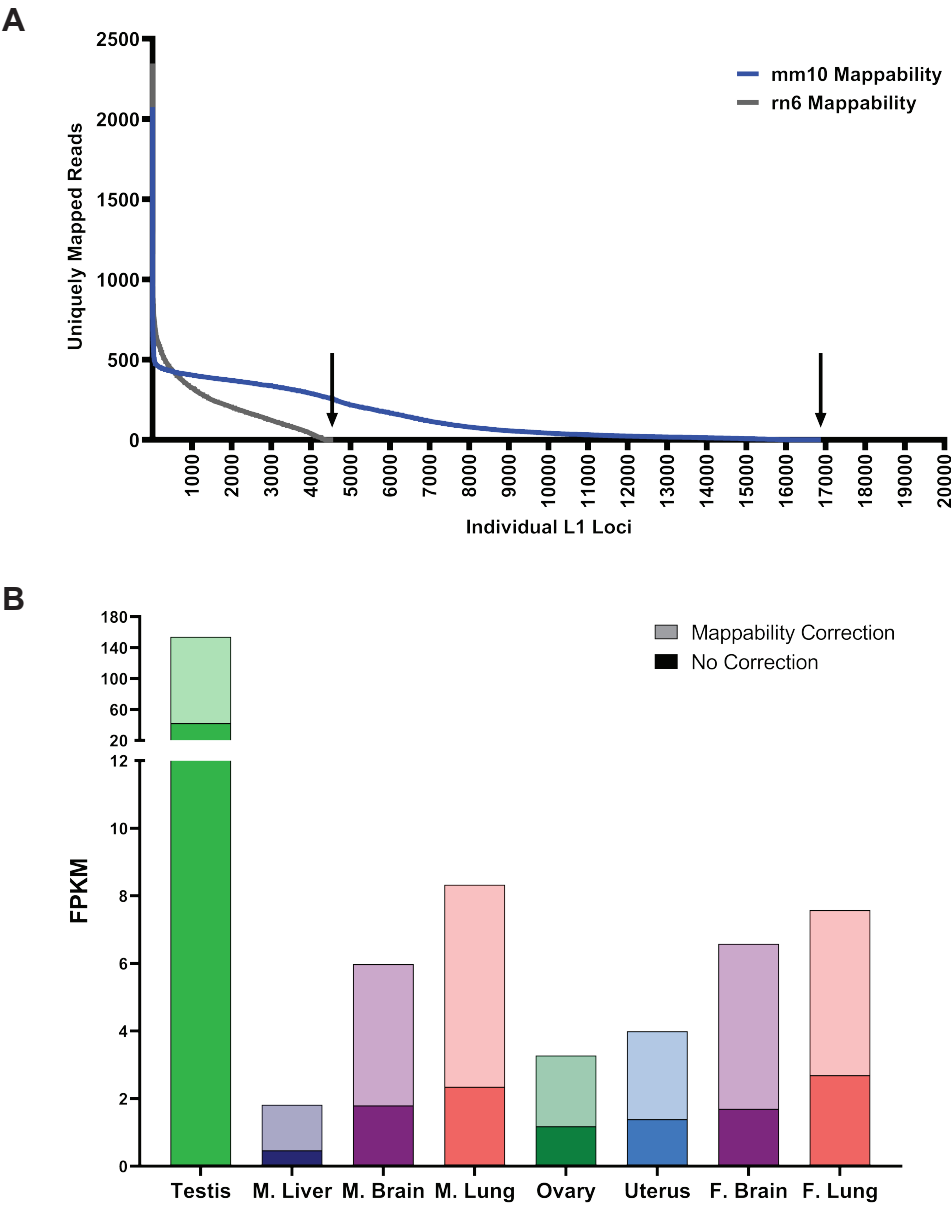

**Supplemental Figure 11. Mappability considerations for L1 loci in rodent genomes. (A)** Number of mapped reads from genomic DNA per annotated L1 locus in mm10 genomes and rn6 genomes. Arrows indicate where mapped reads drop-off for each genome assembly. **(B)** L1 mRNA expression level corrected for relative read mappability for each specific L1 locus identified to be expressed in different mouse organs. Corrected values are shown in light colors for comparison with uncorrected values shown in dark colors.

# Supplementary material for: Organ-, sex- and age-dependent patterns of endogenous L1 mRNA expression at a single locus resolution
**Source:** Nucleic Acids Res. 2021 May 22;49(10):5813–31. doi: 10.1093/nar/gkab369
**Supplement:** gkab369_Supplemental_Files

mm10_RNAalign.sh script:

#!/bin/bash

#SBATCH --qos=normal

#SBATCH --job-name=mm10_RNASeq

#SBATCH -o mm10_RNASeq _OutputLog.txt

#SBATCH -e mm10_RNASeq _ErrorLog.txt

#SBATCH --time=12:00:00

#SBATCH --nodes=1 #nodes

#SBATCH --ntasks-per-node=12

#SBATCH --mem=128000

module load samtools/1.5

module load bedtools/2.27.1

prefix=${1%_[1-2].fq}

/path_to_bowtie-0.12.8/bowtie -p 10 -m 1 -S -y -v 3 -X 600 --chunkmbs 8184 /lustre/project/vperepe/apps/bowtieIndexes/mm10 -1 ${prefix}"_1.fq" -2 ${prefix}"_2.fq" | samtools view -hbuS - | samtools sort -o ${prefix}_bowtie_mm10_sorted.bam

samtools rmdup ${prefix}_bowtie_mm10_sorted.bam ${prefix}_rmdup_bowtie_mm10_sorted.bam

samtools view -h ${prefix}_rmdup_bowtie_mm10_sorted.bam | awk 'substr($0,1,1) == "@" || $2 == 83 || $2 == 163 {print}' | samtools view -bS - > ${prefix}_rmdup_bowtie_mm10_sorted_topstrand.bam

samtools view -h ${prefix}_rmdup_bowtie_mm10_sorted.bam | awk 'substr($0,1,1) == "@" || $2 == 99 || $2 == 147 {print}' | samtools view -bS - > ${prefix}_rmdup_bowtie_mm10_sorted_bottomstrand.bam

bedtools coverage -abam /lustre/project/vperepe/apps/mm10_orf2_nI_I_L1BASE_+700up-1000down_plus_numb.bed -b ${prefix}_rmdup_bowtie_mm10_sorted_topstrand.bam > ${prefix}_rmdup_bowtie_mm10_sorted_bowtie_tryhard_plus_top.txt

bedtools coverage -abam /lustre/project/vperepe/apps/mm10_orf2_nI_I_L1BASE_+700up-1000down_minus_numb.bed -b ${prefix}_rmdup_bowtie_mm10_sorted_bottomstrand.bam > ${prefix}_rmdup_bowtie_mm10_sorted_bowtie_tryhard_minus_bottom.txt

samtools index ${prefix}_rmdup_bowtie_mm10_sorted.bam

rn6_RNAalign.sh script:

#!/bin/bash

#SBATCH --qos=normal

#SBATCH --job-name=rn6_RNASeq

#SBATCH -o rn6_RNASeq_OutputLog.txt

#SBATCH -e rn6_RNASeq_ErrorLog.txt

#SBATCH --time=12:00:00

#SBATCH --nodes=1 #nodes

#SBATCH --ntasks-per-node=12

#SBATCH --mem=128000

module load samtools/1.5

module load bedtools/2.27.1

prefix=${1%_[1-2].fq}

/path_to_bowtie-0.12.8/bowtie -p 10 -m 1 -S -y -v 3 -X 600 --chunkmbs 8184 /lustre/project/vperepe/apps/bowtieIndexes/rn6 -1 ${prefix}"_1.fq" -2 ${prefix}"_2.fq" | samtools view -hbuS - | samtools sort -o ${prefix}_bowtie_rn6_sorted.bam

samtools rmdup ${prefix}_bowtie_rn6_sorted.bam ${prefix}_bowtie_rn6_sorted_rmdup.bam

samtools view -h ${prefix}_bowtie_rn6_sorted_rmdup.bam | awk 'substr($0,1,1) == "@" || $2 == 83 || $2 == 163 {print}' | samtools view -bS - > ${prefix}_bowtie_rn6_sorted_rmdup_topstrand.bam

samtools view -h ${prefix}_bowtie_rn6_sorted_rmdup.bam | awk 'substr($0,1,1) == "@" || $2 == 99 || $2 == 147 {print}' | samtools view -bS - > ${prefix}_bowtie_rn6_sorted_rmdup_bottomstrand.bam

bedtools coverage -a /lustre/project/vperepe/apps/R6_5UTRandL1BASEsorted_dedup_+.bed -b ${prefix}_bowtie_rn6_sorted_rmdup_topstrand.bam > ${prefix}_bowtie_rn6_sorted_tryhard_plus_top.txt

bedtools coverage -a /lustre/project/vperepe/apps/R6_5UTRLandL1BASEsorted_dedup_-.bed -b ${prefix}_bowtie_rn6_sorted_rmdup_bottomstrand.bam > ${prefix}_bowtie_rn6_sorted_tryhard_minus_bottom.txt

samtools index ${prefix}_bowtie_rn6_sorted_rmdup.bam

# Supplementary material for: Organ-, sex- and age-dependent patterns of endogenous L1 mRNA expression at a single locus resolution
**Source:** Nucleic Acids Res. 2021 May 22;49(10):5813–31. doi: 10.1093/nar/gkab369
**Supplement:** gkab369_Supplemental_Files

**Supplemental File 1. L1Base coordinates for all full length L1 loci in the mm10 genome.**

This file contains the coordinates, strand, and UID for all full length L1 loci in the mm10

genome.

**Supplemental File 2. L1Base coordinates for all full length L1 loci in the rn6 genome.** This file contains the coordinates, strand, and UID for all full length L1 loci in the rn6 genome.

**Supplemental File 3. Scripts for alignment and processing of RNA-sequencing reads to**

**mm10 and rn6 genomes.** This file contains computer cluster scripts for aligning RNAsequencing reads in a fastq file to either the mm10 or rn6 genome using the Bowtie aligner. These scripts also include downstream processing of alignment files using Samtools and BEDTools to extract stranded alignments and count the number of alignments that intersect with the list of annotated L1 loci.

# Supplementary material for: Organ-, sex- and age-dependent patterns of endogenous L1 mRNA expression at a single locus resolution
**Source:** Nucleic Acids Res. 2021 May 22;49(10):5813–31. doi: 10.1093/nar/gkab369
**Supplement:** gkab369_Supplemental_Files

**Supplemental Table 1. A table containing the total number of L1 loci and reads mapping to L1 loci before and after manual curation.** This file contains tabs for an age key to match sample numbers with their age, manual curation numbers for all male samples, and manual curation numbers for all female samples used in this study.

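For each library, the table's numbers of loci and reads after curation can be set beside those of the curated list, and its numbers before curation beside the deposited counts. The measures compared are the loci with reads, the L1 reads, the curated loci and the curated reads of each group.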

**Supplemental Table 2. A table containing FPKM values for every expressed L1 mRNA locus reported in this study.** This file contains tabs for an Age Key to match sample numbers with their age and FPKM values and their corresponding L1 loci for male mouse organs, female mouse organs, and male rat organs.

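In most libraries, each FPKM value in that table equals the reads of the locus divided by 6 and by the mapped reads in M. The values of such a library share a common step, the FPKM of 1 read. The number of mapped reads recovered in this way was the same for every listed locus there. In the 7.6 mo testes it was the same for 89.1% to 94.7% of the listed loci. This share was 53.3% in the brain of mouse 1325, 80% and 88.9% in the ovaries of mice 1535 and 1540, and 99.7% in the testis of mouse 1110. In the 12.8 mo males, whose deposited counts use other windows, the recovered number was the same for 32.0% to 80.5% of the listed loci. The liver of mouse 901 was the exception, where it was the same for both listed loci.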

**Supplemental Table 3. Expressed L1 loci shared between organs, sexes, and age groups.** This file contains a tab comparing expressed L1 loci between sexes by age and organ (Male v Female) and a tab comparing expressed L1 loci between age groups (Aging). Chi-Square analyses were performed to report significant differences in loci shared between different groups. Chi-Square tests and their corresponding dataset are color-coded.

How the deposited data were processed for this re-analysis (not part of the article)

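RNA-Seq libraries of cytoplasmic polyadenylated RNA were available for 68 mouse organs and 12 rat organs, in 28 groups of organ, sex and age. As the methods describe, the authors aligned strand-specific paired-end reads with bowtie to mm10 or rn6, kept unique alignments, removed duplicates and separated the strands. They then counted, with bedtools, the reads in the orientation of each annotated full-length L1 locus. The deposited values are counts of reads per locus, with the mates of a pair counted separately, before any curation or normalization. Beside each count, the authors give the fraction of the counting window covered by reads, which was used here only to describe loci.

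Expressed loci were taken from the authors' curated list (Supplementary Table S2), since curation in the genome browser cannot be repeated from counts. A listed locus counted as expressed in a library when at least 1 read was deposited for it. FPKM was the number of reads divided by 6 kb and by the mapped reads of the library in M. The number of mapped reads was recovered as the value on which the largest number of listed loci of a library coincide when their deposited reads are divided by their tabulated FPKM. In the 3 lungs of 12.8 mo (8 of 23, 9 of 24 and 8 of 25 loci) and the liver of mouse 900 (1 of 3 loci), these are a minority, so FPKM in these libraries is less certain. The recovered number was identical for the liver of rat 967 and the lung of rat 974 (24.8445 M). It was also identical for the uteri of mice 1534 and 1324 (26.75 M). The counts cannot show whether both libraries of such a pair truly had that number. Total L1 mRNA is the sum of FPKM over the expressed loci of a library. A count of 3 reads was used as the floor, and folds against groups at or under it are given as lower bounds.

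Mapped reads per library ranged from 8.45 M to 51.4 M and L1 reads from 7110 to 109959. At 22.3 mo, columns of Supplementary Table S2 were joined to libraries by animal number. In all 3 livers and 2 of the 3 testes of this age, the deposited counts match the column of another of the animals and not the same-numbered one, and from the matching column the mapped reads were taken. Joining the columns by their counts was an alternative chosen after the data had been seen. Age 12.8 mo and its counting windows cannot be told apart, nor can sex and the sequencing and processing batch. Organs of the same number come from the same animal according to the sample labels, so comparisons between organs were also made within animals.

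Comparisons of single values used exact permutation tests, two-sided, 27 in the planned set, on the number of expressed loci and on log2 total L1 mRNA, and exact sign-flip tests within animals. Shares of loci were compared with Fisher's exact test and given with 95% Wilson intervals. Per-locus counts of all annotated loci were compared in 6 contrasts with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with mapped reads as library sizes and Benjamini-Hochberg adjustment at 0.05. A locus was tested when it had at least 10 reads in as many libraries as the smaller group holds. This pipeline was tested on simulated data with 200 loci changed 4-fold. For testes of 1.9-3.6 against 7.6 mo, 82.0% of the 172 changed loci tested were called, beside 8 unchanged ones, and for 7.6 against 12.8 mo 43.9% of 173, beside 4 unchanged ones, all in the right direction. Tables were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures with matplotlib 3.10.9.

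Loci are named in the text when the paper names them, when they have the highest mean FPKM among expressed loci of a group, or when they are among the 3 loci with the largest log2 fold change in an edgeR comparison that are on the curated list, pass the threshold and change the same way between every pair of libraries. Other loci are marked as chosen after their values were seen. Gene overlaps used GENCODE release M21 on GRCm38.

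The alternatives were other definitions of an expressed locus (listed loci of the organ with more than 10 reads or with at least 1 read), thinning to the smallest library, the share of L1 reads in place of FPKM, leaving out each animal in turn, mouse 1540 or the brain of mouse 1325, TMM normalization on the total L1 count, DESeq2 1.42.0, no filter on counts, only curated loci, and the animal as a block. An exploratory DESeq2 run used another way of estimating size factors and was replaced by the default one. Protein-coding genes only, and only loci of the non-intact list, were added after the data had been seen. Read alignments, the authors' browser curation, rat genes and the experiments on protein or retrotransposition were not analysed here.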

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

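The tests of processed pseudogenes in this part and of the counting window for loci that differ were chosen only after the result was seen, and the other tests before. In groups of 4 libraries, no library stood far from the others in any of the 15 results examined, where chance, at about 1 in 20, gives 0.75. Groups of 3 were not examined in this way.

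Between 7.6 and 12.8 mo, total FPKM of expressed loci changed by 1.55 in male brains and by -0.210 in livers, with every 12.8 mo brain above and every 12.8 mo liver below the 7.6 mo mice. This pair drew attention because the organs moved in opposite directions, among 60 pairs of organs compared over ages, and the difference between the organs itself was not tested. In brains, UID-7792 was called in all 3 mice at 12.8 mo (mean FPKM 0.485) but in none at 7.6 mo (0.661). Its change of call adds to the increase in brains. The 12.8 mo libraries were counted over other windows. Among all loci tested in brains, the median log2 fold change was 7.55 on the intact list, whose window was longer at 12.8 mo. It was 1.18 on the non-intact list, whose window was shorter. All 52 tested loci of the intact list were higher at 12.8 mo. Of the 22 tested loci on the curated lists, only UID-11248 differed, and it is on the non-intact list. No tested curated locus was therefore on the intact list. This argues against its longer window as the cause of the change at the tested curated loci. The increase on the non-intact list is not accounted for by a longer window either. As a share of all L1 reads, the brain change was 0.28 in mean log2 and the liver change was -0.0517 percentage points. On this measure, the mice of these ages overlapped in both organs. Age cannot be told apart from the processing of the 12.8 mo libraries in either organ, so no biological explanation can be separated.

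A set of 3 loci that the paper does not name stood out by their reads outside expressed loci and were chosen after their values were seen: UID-16508 with a mean FPKM of 6.42 in 7.6 mo testes, UID-5687 with 45.96 in livers and UID-6793 with 305.6 in male lungs. A candidate explanation is that reads pile up on a short part of such loci. The median covered fraction of the window was 0.111 for the 10 loci with the most reads outside expressed loci in each organ, 31 loci in all, against 0.737 for called loci with more than 100 reads. Transcription of a host gene was tested by strand: 54.8% of the 31 loci lie in a gene on the same strand, against 9.16% of all L1 loci (Fisher's exact test against the remaining loci, p = 1.58e-10), and UID-16508 lies in Adam5 on its strand. Reads that belong to a gene with a processed pseudogene in the locus may add to this, since 16.1% of the 31 loci overlap a processed pseudogene against 0.746% of all L1 loci (Fisher's exact test against the remaining loci, p = 3.11e-06), UID-6793 among them with Gm4332. The annotated L1 of UID-5687 overlaps no annotated gene, and its reads cover a fraction of 0.0985 of the window in livers. Genes in the 700 bp upstream and 1000 bp downstream that the window adds were not checked. The gene-based explanations therefore stay open for UID-5687. The loci compared are those that the authors' curation left out, and the paper shows loci rejected for lying in a gene of the same orientation or for reads in little of the L1 body. This selection by itself may give lower coverage than in called loci and part of the excess on the strand of genes. These technical explanations remain, and no biological one was tested.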

How the results depend on the processing

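All tests in this part were chosen before the result was seen, except the alternatives marked as added. The other alternatives were set before the data were examined. Comparisons of 3 mice against 3 or 2 cannot pass 0.05 in an exact permutation test, so for these only the direction could change. Of 102 alternatives for the 11 differences in expressed loci, 97 kept the direction and 5 did not. Among these 5 is a liver comparison in which the difference vanished, while the others reversed. For the 16 differences in total L1 mRNA, 123 of 154 alternatives kept direction and side of the threshold, 22 were weaker and 9 reversed. The lower numbers of expressed loci in livers, brains and lungs than in testes kept their direction under every alternative run, from -424 to -102.3 for livers. Where a result changed below, the cause was not tested unless a test is named.

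With every locus of the organ's list that had at least 1 read, the share of loci in every mouse was 87.5% in female brains, 67.5% in female lungs, 70.7% in ovaries and 65.9% in uteri of 16.5 mo, 61.3% in female brains, 53.7% in female lungs and 37.9% in ovaries of 8-8.7 mo, 55.6% in female lungs and 39.0% in ovaries of 2.2-3.2 mo, and 80.5%, 57.5% and 84.8% in testes of 7.6, 12.8 and 22.3 mo. The share of testis loci at all 4 ages was 91.5%. The difference in total L1 mRNA between male and female brains reversed to 0.15, and that between testes of 7.6 and 12.8 mo to 0.0803.

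With listed loci of more than 10 reads, the differences between livers of 1.9-3.6 and 7.6 mo (-0.333 loci) and of 7.6 and 12.8 mo (0 loci) and in total L1 mRNA between testes of 7.6 and 12.8 mo (0.0920) no longer had their direction. The share of loci in every mouse was 60.5% in female brains and 55% in uteri of 16.5 mo, 28.6% and 20.6% in male brains of 7.6 and 12.8 mo, 17.4% and 27.6% in male lungs of 7.6 and 12.8 mo, 46.4%, 32.6%, 26.4% and 40.2% in testes of 1.9-3.6, 7.6, 12.8 and 22.3 mo, 0% in livers of 1.9-3.6, 7.6 and 12.8 mo, and 0% in rat livers and lungs. The share of testis loci at all 4 ages was 43.1%. The share of L1 reads at these loci was 9.74% in testes, 1.66% in male brains, 1.43% in ovaries, 1.90% in uteri and 2.16% in female lungs. Under this setting, total L1 mRNA of rat testes against livers and lungs gave no value, because 1 liver and 2 lungs had no such locus. With only expressed loci of more than 10 reads, the share of L1 reads in male brains was 1.09%.

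After thinning to the smallest library, the differences in loci with more than 10 reads were 10.3 between testes of 7.6 and 12.8 mo, -20.0 between testes of 12.8 and 22.3 mo and 0.333 between livers of 7.6 and 12.8 mo, all opposite in direction. In testes, the same definition without thinning had kept the direction (-42.3 and 45.3), so library size limits these 2 comparisons, whereas in livers the definition alone had already given 0. As a share of all L1 reads, total L1 mRNA of male and female brains differed by 0.75, opposite in direction. Without the brain of mouse 1325, this difference in FPKM was 0.18, and that between testes and female brains was -4.35, no longer under 0.05 because 3 against 3 mice cannot reach it. With a background threshold of 0.2 FPKM, 27.4% of background loci were shared between all female organs.

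With genes on the same strand only, the share of expressed loci in genes was 7.46% in testes, 16.7% in livers, 14.8% in male brains, 54.2% in male lungs, 18.3% in ovaries, 12.4% in uteri and 11.8% in female lungs. With protein-coding genes only, an alternative added after the data had been seen, it was 23.6% in testes, 18.9% in male brains, 55% in male lungs, 15.0% in ovaries, 9.96% in uteri and 2.79% in female lungs.

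For the numbers of L1 loci that differ, leaving out the filter on counts gave 1101 (testis against liver), 1256 (testis against male brain), 150 (testis of 7.6 against 12.8 mo) and 10 loci (brains of both sexes). With only curated loci, the numbers were 118, 128 and 1 for the first 3 of these, 0 for male brains of 7.6 against 12.8 mo (3 at an unadjusted p under 0.05) and 0 for brains of both sexes (4 at an unadjusted p under 0.05). Between testes of 1.9-3.6 and 7.6 mo, TMM normalization gave 1 locus and DESeq2 gave 3. With only the non-intact list, added after the data had been seen, 22 loci differed between testes and 50 between male brains of 7.6 and 12.8 mo. In testes 6 of these were higher and 16 lower at 12.8 mo, so that most were lower. In brains 41 were higher and 9 lower. TMM and DESeq2 moved the median log2 fold change of male brains from 1.57 to 0.26 and 0.41, and the log2 fold change of UID-11248 from 1.44 to 0.107 and 0.264. Among the 17 results for named loci, 109 of 125 alternatives were unchanged in direction and side of the threshold and 16 were weaker, the latter all for UID-9396 and UID-11248.

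Leaving out each replicate in turn, the difference in total L1 mRNA ranged from -5.42 to -5.03 between testes and ovaries, from -4.80 to -4.35 between testes and female brains and from -4.17 to -3.77 between testes and female lungs. All 7 fits of each were over 0.05, since 3 against 3 or 4 against 2 mice cannot reach it. The difference between brains of both sexes ranged from -0.22 to 0.18, with 0.18, 0.06 and 0.08 in the opposite direction, and that between lungs of both sexes from -0.40 to 1.24. The number of loci that differ ranged from 457 to 693 (testis against liver), 480 to 712 (testis against male brain), 0 to 3 (testis of 1.9-3.6 against 7.6 mo), 86 to 233 (testis of 7.6 against 12.8 mo), 116 to 132 (male brain of 7.6 against 12.8 mo) and 4 to 20 (brains of both sexes).

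With the animal as a block, the 9 differences between organs and the 6 results for named loci kept their direction, and 431 loci differed between testes and livers and 433 between testes and male brains. Animals of the same number were not alike across organs in all comparisons, since the deviations of total L1 mRNA had correlations of 0.560 and 0.783 for testis with liver and brain in mice, and -0.883, 0.973 and -0.354 for testis with liver, brain and lung in rats. With 3 pairs, the exact sign-flip test cannot go below 0.25.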

Differences from the paper's values

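The mean number of expressed loci in ovaries of 8-8.7 mo was 14.5 against the paper's 34, in uteri 12.7 against the paper's 28, in female brains 21.25 against the paper's 47 and in female lungs 17.25 against the paper's 31. Of the alternatives set before the data were examined, counting all listed loci with at least 1 read came within 1.5 times the paper's values, with 41.25, 27.7, 52 and 35.25 loci, whereas listed loci with more than 10 reads and leaving out single mice did not. In female brains of 2.2-3.2 and 16.5 mo, the same alternative opened a gap instead (42 and 60 loci against the paper's 14 and 32), where the expressed loci had agreed (13.7 and 31.5). The numbers of different loci over all mice of the group, which are not means and were compared after the data had been seen, were 34, 28, 47 and 30, and the paper gives the same numbers where it describes the loci shared between these mice.

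The mean FPKM of UID-6143 in livers was 0.118 against the paper's 0.037; without mouse 1209 (0.0814) or mouse 1303 (0.114) the value was still above the paper's but within 1 SD of it (0.0767), without mouse 1305 (0.158) it was not, and the lowest single mouse had 0.0372. For UID-7523 in uteri the mean was 0.181 against the paper's 0.5, and for UID-869 in female brains 0.202 against the paper's 0.4; no alternative was planned for either, so none of the alternatives set before the data were examined closed the gap, and the highest single mouse had 0.542 and 0.354, respectively, values looked up after the difference was seen. The highest locus in testes was 20.7-fold above that in livers against the paper's 100-fold, for which no alternative was planned either. The 20.7-fold compares means over mice, whereas the paper writes of differences of up to 100-fold within a mouse. The paper's FPKM values for these loci match the highest single testis (3.05) and the lowest single liver (0.0372) here. The folds are therefore not on the same basis.

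The share of L1 reads at expressed loci was 0.182% against the paper's 0.3% in livers and 0.250% against the paper's 0.8% in male lungs; none of the alternatives set before the data were examined closed the gap. In male brains it was 1.26% against the paper's 2.1%, which listed loci with more than 10 reads closed (1.66%) and only expressed loci with more than 10 reads did not (1.09%). In female lungs it was 1.81% against the paper's 1.2%, closed by only expressed loci with more than 10 reads (1.61%) and not by listed loci with more than 10 reads (2.16%). The share of expressed loci in genes in female lungs was 27.5% against the paper's 15%, and genes on the same strand only closed the gap (11.8%). The paper, however, counts genes of both orientations. The same alternative moved testes (35.2% to 7.46%) and male brains (25.6% to 14.8%) away from the paper's values. It moved male lungs (77.5% to 54.2%) and female brains (14.7% to 7.54%) closer to them.

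In Supplementary Table S1, the mean reads at curated loci are the paper's 2870.67 in testes of 1.9-3.6 mo, 4076.33 at 7.6 mo and 3146.33 at 22.3 mo and 36 in livers of 22.3 mo, against 6681.33, 8628.33, 7198.67 and 82.67 here. The mean L1 reads in uteri of 8-8.7 mo were 32132 against the paper's 60236. The mean numbers of loci with reads at 12.8 mo were 1005.67 in brains, 252 in livers, 457.33 in lungs and 2659.67 in testes against the paper's 259, 70.67, 151.67 and 849.67. No alternative was planned for these values, so none of the alternatives set before the data were examined closed the gap. At 12.8 mo, loci with more than 10 reads, looked up after the difference was seen, numbered 229 to 279 in brains and 65 to 72 in livers. They numbered 116 to 153 in lungs and 410 to 956 in testes. These ranges include the paper's means.

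The paper gives UID-5181 as the highest locus in male brains, where UID-869 had a mean FPKM of 0.185 against 0.163. It gives UID-7523 for uteri and UID-869 for female brains, where UID-12974 had 0.880 and UID-7792 had 0.368. These means are over every mouse of the group, called or not. UID-869 was called in 2 of 3 male brains, UID-12974 in 1 of 3 uteri and UID-7792 in 1 of 4 female brains. The paper ranks curated loci, so the rankings are not on the same basis. The paper names UID-3342 and UID-13571 as the highest background loci, whereas UID-5687 was highest in male brains with 42.6 and UID-6793 was second in testes with 46.6. Background was lower in uteri (215) than in testes (330.1), where the paper places uteri above. The share of testis loci in every mouse was higher at 22.3 mo (90.7%) than at 1.9-3.6 mo (81.2%) and 12.8 mo (74.0%), where the paper states a decrease. Over listed loci with more than 10 reads, the shares at 1.9-3.6 and 22.3 mo (46.4% and 40.2%) had the paper's order. The paper places the expressed loci in genes in introns, and 23 of those in testes touched an annotated exon.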

Other observations

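The tests of the sequencing and processing batch, of the counting window for loci that differ and of the unit in Supplementary Table S1 were chosen only after the result was seen, and the other tests in this part before.

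Fewer loci were expressed in testes at 12.8 than at 7.6 mo. Of the 403 loci called at 7.6 mo whose window was narrower at 12.8 mo, 58.8% were not called at 12.8 mo, against 60% of the 5 loci with a wider window (Fisher's exact test, p = 1), too few to tell the window apart. Smaller libraries may contribute, since the difference in listed loci with more than 10 reads was -42.3 before and 10.3 after thinning. Most of the way from -209.67 came with this definition and not with thinning. Loci left uncalled despite reads may contribute as well: for the 188 loci called in every 7.6 mo testis and in none at 12.8 mo, the median ratio of FPKM at 12.8 to 7.6 mo was 0.658, and 0.635 for the 186 on the non-intact list. Of the 188, 87 had reads in every 12.8 mo testis and 17 had more than 10. A change with age cannot be told apart from these explanations.

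More loci were expressed at 16.5 than at 2.2-3.2 mo in ovaries and female brains. The smaller libraries at 2.2-3.2 mo may contribute, since the differences in listed loci with more than 10 reads were 12.7 in ovaries and 22.2 in brains before thinning and 2.50 and 8.67 after it, with older mice no longer above every younger one. The remaining differences are in the same direction. The number of mapped reads does not account for mouse 1540 of the young group, whose libraries are the largest of both ages (51.4 M mapped reads in brain and 41.0 M in ovary), with 16 and 8 expressed loci, below the lowest numbers at 16.5 mo (29 and 16). Its L1 reads were fewer, however, with 15756 in brain against 21450 and 22898 at 16.5 mo. In ovary it had 21515 against 30198 and 34412. Whether this reflects the libraries or less L1 RNA cannot be told.

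For 50 loci called in the brains of 1 sex only, 34% had reads in every brain of the other sex, 3 of 16 for loci called in males and 14 of 34 for loci called in females. Reads in every brain are not the rule within a sex either, since 58.7% of the listed loci with reads had them in every male brain and 61.3% in every female brain, so the test cannot tell whether uncalled reads contribute. The batch may still underlie the difference, because 0 pairs of a male and a female brain share the same chromosome names, so sequencing and processing batch and sex cannot be told apart.

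The brain of mouse 1325 had 61.9% of its L1 reads at loci on the plus strand, against 54.2%, 53.4% and 54.1% in the other brains of its group. Duplicates kept in its plus-strand counts may explain this, and no biological explanation was tested.

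Read-through from host genes might place expressed loci on the strand of their gene. Of 191 expressed loci in genes, 30.4% lie on the strand of a gene, against 36.7% of all 4249 L1 loci in genes (Fisher's exact test against the remaining loci, p = 0.0655). The share was below 36.7% in testes (29 of 142 loci) and above it in the other organs, with 11 of 16 loci in male lungs, 4 of 7 in male brains and 2 of 4 in livers, counts looked up after the result was seen. In a legend on curation, the paper shows a locus rejected within a gene of the same orientation, so expressed loci are already selected on this property, and the test cannot tell whether read-through contributes.

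Most loci that differ between 7.6 and 12.8 mo were higher at 12.8 mo, and the longer window of the intact list is a candidate explanation for them. In testes, the median log2 fold change was 5.24 on the intact list and 0.15 on the non-intact list, and in male brains 7.55 and 1.18. In testes 65 of the 76 higher loci, and in brains 52 of the 101, are on the intact list, and in testes 2 more are on the OR2F list, which had the same longer window. The longer window does not apply to the other higher loci, 9 in testes and 49 in brains, which are on the non-intact list. On that list, 17 loci were lower at 12.8 mo in testes, more than were higher, and 10 were lower in brains.

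The reads at curated loci in Supplementary Table S1 differ from the deposited reads in testes of 1.9-3.6, 7.6 and 22.3 mo and in livers of 22.3 mo. Another unit is a candidate explanation: in these 4 groups, the mean of the tabulated reads is 96.4 to 103.2 times the mean total FPKM, at most 3.63 away from 100, against a median of 162.2 in the other 20 groups, whose reads differ by less than the spread between mice or by less than 1.5 times. Among these 20, livers of 1.9-3.6 mo have a ratio of 98.3 with 0.446 of the deposited reads, and testes of 12.8 mo 105.3 with 0.681 of them. As a group mean, a ratio near 100 is not specific, since female lungs of 16.5 mo have 93.2 with the reads as deposited. There the tabulated reads, 307 and 205, equal the deposited ones. Single testes of mice 1071, 1110 and 1111 had 2405, 2995 and 3212 tabulated reads and a total FPKM of 24.05, 29.98 and 32.13. Livers of these mice had 14, 1 and 10 tabulated reads and 0.143, 0.00797 and 0.104 FPKM. In these libraries the tabulated reads lie near 100 times the total FPKM. No biological explanation was tested.

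The same libraries were also split into other groups of the same sizes. The 445 loci that differ between testes and livers and the 446 between testes and male brains were reached by 1 of 4 splits each, among those that part every same-numbered pair, the real one, and the other splits gave 0. The 0 loci between testes of 1.9-3.6 and 7.6 mo (55 at an unadjusted p under 0.05, and 91 loci without overlap between the groups, where chance gives 10%) were reached by 10 of 10 splits. Any split gives at least 0 loci, so that result was fixed in advance and tells nothing. For testes of 7.6 against 12.8 mo (93 loci, 174 without overlap) and male brains of these ages (111 loci, 127 without overlap), 1 of 10 splits reached the number of loci. Between brains of both sexes (16 loci), 1 of 35 splits gave as many, and the largest other number was 8. With 10 or 4 splits the share cannot be under 0.05, so only the last of these could have shown that the grouping matters.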
